# Aging and diet alter the protein ubiquitylation landscape in the mouse brain

**DOI:** 10.1038/s41467-025-60542-6

**Published:** 2025-06-06

**Authors:** Antonio Marino, Domenico Di Fraia, Diana Panfilova, Amit Kumar Sahu, Alberto Minetti, Omid Omrani, Emilio Cirri, Alessandro Ori

**Keywords:** Proteomics, Ubiquitylation

## Abstract

Post-translational modifications (PTMs) regulate protein homeostasis, but how aging impacts PTMs remains unclear. Here, we used mass spectrometry to reveal changes in hundreds of protein ubiquitylation, acetylation, and phosphorylation sites in the mouse aging brain. We show that aging has a major impact on protein ubiquitylation. 29% of the quantified ubiquitylation sites were affected independently of protein abundance, indicating altered PTM stoichiometry. Using iPSC-derived neurons, we estimated that 35% of ubiquitylation changes observed in the aged brain can be attributed to reduced proteasome activity. Finally, we tested whether protein ubiquitylation in the brain can be influenced by dietary intervention. We found that one cycle of dietary restriction and re-feeding modifies the brain ubiquitylome, rescuing some but exacerbating other ubiquitylation changes observed in old brains. Our findings reveal an age-dependent ubiquitylation signature modifiable by dietary intervention, providing insights into mechanisms of protein homeostasis impairment and highlighting potential biomarkers of brain aging.

## Abstract (web summary)

Post-translational modifications (PTMs) regulate protein homeostasis and function. Here, the authors applied mass spectrometry to uncover extensive changes in protein ubiquitylation in the aging mouse brain and show that dietary intervention can alter protein ubiquitylation in old mice.

## Introduction

Post-translational modifications (PTMs) expand the chemical diversity of proteins by generating distinct proteoforms encoded by the same gene^1^. PTMs modulate proteins’ localization, interactions, stability, and turnover, thereby influencing protein homeostasis (proteostasis)^2^. Loss of proteostasis is a hallmark of aging^3–5^ and age-related diseases, particularly neurodegenerative disorders^6,7^. Acetylation, phosphorylation, and ubiquitylation are among the most studied PTMs, accounting for more than 90% of all reported modifications to date^8^. Acetylation is fundamental for brain gene expression, regulating the accessibility of histones^9^. Histone acetylation is essential for neuronal maturation, synapse formation, and establishment of neuronal circuits^10^. Phosphorylation mediates signaling and modulates multiple neuronal functions. For instance, calcium/calmodulin-dependent protein kinase II modulates synaptic strength, mainly by affecting trafficking, function, and anchoring to the postsynaptic membrane of glutamate transmembrane receptors^11^. Ubiquitylation plays a central role in protein degradation through the ubiquitin-proteasome system (UPS)^12^. Decline of UPS activity is an early event during brain aging^13^. Ubiquitin signaling is also required for the turnover of organelles, e.g., mitochondria via mitophagy and endoplasmic reticulum (ER) via ER-phagy^14,15^, and it can modulate synaptic activity and plasticity^16,17^.

Proteins carrying PTMs, including acetylation, phosphorylation, and ubiquitylation, have been found in protein aggregates in samples from patients suffering from different neurodegenerative diseases^18–20^. For instance, hyperphosphorylation and ubiquitylation of the microtubule-associated protein Tau (MAPT) are characteristic of Alzheimer’s disease^18,21^. Similarly, the RNA-binding protein TDP-43 is ubiquitylated and hyperphosphorylated when mislocalized to the cytoplasm in frontotemporal dementia (FTD)^22,23^, while GFAP acetylation has been associated with amyotrophic lateral sclerosis^24^.

A few previous studies investigated proteome-wide changes in PTMs during vertebrate brain aging. Age- and tissue-specific changes in cysteine oxidation have been described^25^, e.g., in tRNA aminoacylation complexes, and found not to correlate with protein abundance changes. Protein persulfidation, another redox modification, decreased during rat brain aging and in neurodegenerative disorders^26^. Additionally, in rats, phosphorylation data showed that specific phosphosite levels changed in the aging brain due to mis-localized protein kinases^27^. These studies proved that altering PTMs might contribute to the loss of protein homeostasis in aging and age-related neurodegenerative disorders. However, a systematic investigation of major PTMs during physiological brain aging is still lacking.

To fill this knowledge gap, we quantified the effect of aging on protein acetylation, phosphorylation, and ubiquitylation in the mouse brain using mass spectrometry (MS). We found ubiquitylation to be the most affected PTM. Given the conservation of ubiquitin across evolution^28^, we asked whether similar alterations could be observed in different species using the short-lived killifish *Nothobranchius furzeri*. We chose killifish because of its spontaneous age-related brain phenotypes that are common to human neurodegeneration, including accumulation of phosphorylated MAPT with aging^29,30^. By combining mouse and killifish data, we were able to define an ubiquitylation aging signature conserved in the brains of these two species. To identify the causes of altered protein ubiquitylation in the aged brain, we used human induced pluripotent stem cell (iPSC)-derived neurons (iNeurons) and showed that more than one-third of the observed age-related changes in ubiquitylation can be attributed to a decline in proteasome activity. Finally, we tested whether a dietary intervention applied to old mice can influence protein ubiquitylation in the brain and reverse some of the effects of aging.

## Results

### Impact of aging on protein post-translational modification

To assess the impact of aging on PTMs in the mouse brain (C57BL/6J, males), we used label-free data-independent acquisition (DIA) MS and analyzed three major PTMs (ubiquitylation, phosphorylation, and acetylation) from the same set of young and old mice (Fig. 1A). For ubiquitylated peptides enrichment, we used lysine di-GLY (K-*ε*-GG) remnant motif pulldown^31^. This method leads to the enrichment of other modifications like NEDDylation and ISGylation. However, more than 95% of K-*ε*-GG-modified sites have been shown to come from ubiquitin^32^. From this point forward, we refer to K-*ε*-GG-modified sites as ubiquitylated. We quantified changes for 10,487, 7031, and 6049 phosphorylation, ubiquitylation, and acetylation sites, respectively. In parallel, we measured differences in total protein and transcript abundance, covering 6453 proteins and 17,994 transcripts. 

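For the transcriptome, polyA-selected RNA from the brains of young (3 or 4 months, given as 3 months in the sample labels) and old (33 months) male C57BL/6J mice was sequenced. The values given here come from 5 young and 4 old mice, beside the paper's N = 5 per group, because old replicate 2 was not analysed here. The authors trimmed the reads, aligned them to the GRCm38 genome with STAR and counted the uniquely mapped reads on the exons of each gene with featureCounts. They deposited these counts without normalization by Ensembl gene ID. They also deposited a table of 17994 genes in which the counts of each library were divided by 1 size factor, and TPM values, which divide the counts by gene length and scale each library to the same sum. Between 14229259 and 21150439 counts fell on genes per library, with a median of 18219839 in the young and 17689652 in the old mice (two-sided exact permutation test of the means, p = 0.698). The paper states 10 M read pairs per library, and the values given here use the deposited counts. All tests of genes used these counts. A total of 18492 genes passed edgeR's filter on low counts and were tested with edgeR's quasi-likelihood test after TMM normalization for library size and composition. As in Fig. 1B, a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.58. The median standard error of the log2 fold change was 0.085, and the biological coefficient of variation between mice of one age was 6.71%. With 5 mice against 4, an exact permutation test over the 126 splits cannot give a p below 0.00794. A group of 4 ribosomal RNA-like genes, among them Gm42418, took from 1.61% to 5.17% of the counts of a library but from 11.6% to 45.5% of its TPM, so that TPM values depend on these genes more than counts do. Gene symbols and positions were taken from the GENCODE M21 annotation of GRCm38, which held a symbol for 48970 of the IDs and none for 345.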

Our datasets recapitulated changes in PTMs that have been previously associated with aging and disease, e.g., MAPT hyperphosphorylation and GFAP acetylation^24,33^ (Fig. S1 and Supplementary Data 1).

**Fig. 1:**
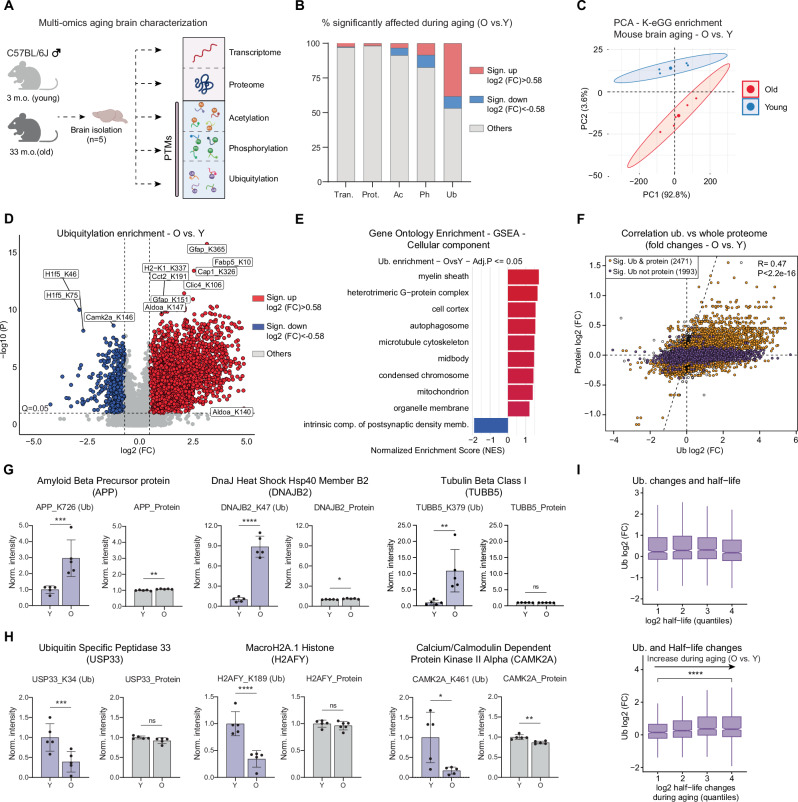
Landscape of protein post-translational modifications in the mouse aging brain. **A** Multi-omics approach scheme used to characterize mouse brain aging (3 or 4 vs. 33 months old, *N* = 5, biological replicates, males, C57BL/6J). Created in BioRender. Ori, A. (2025) https://BioRender.com/2947h3v. **B** Percentage of significantly affected transcripts, proteins, or PTMs (Adj.*P* < 0.05 for proteome and transcriptome, *Q* < 0.05 for PTMs; absolute log2 (FC) > 0.58). **C** PCA based on ubiquitylated peptide abundances from mouse brains. Ellipses represent 95% confidence intervals. The percentage of variance explained by each principal component is indicated. **D** Volcano plot for ubiquitin enrichment in mouse brain aging (*N* = 5, biological replicates, *P* values from Spectronaut differential abundance analysis). **E** Gene set enrichment analysis (GSEA) for ubiquitylated peptides affected by aging based on GO cellular component terms (Adj.*P* < 0.05, weighted Kolmogorov–Smirnov test). **F** Scatterplot illustrating the relationship between fold changes in protein abundance and corresponding ubiquitylated peptide levels with age. Proteins showing significant age-related changes at both the total protein (Adj. *P* < 0.05 from limma’s empirical Bayes moderated *t*-test) and ubiquitylated peptide level (*Q* < 0.05 from Spectronaut differential abundance analysis) are highlighted in orange. Proteins with significant changes in ubiquitylation only (Adj. *P* ≥ 0.05; *Q* < 0.01) are shown in purple. Two-sided Pearson’s correlation test. **G**, **H** Examples of proteins showing age-related changes of ubiquitylation (*N* = 5, biological replicates, *Q* values from Spectronaut for ubiquitylation and Adj.*P* from limma’s empirical Bayes moderated *t*-test for proteome, data shown as averages ± SD). **I** Correlation between ubiquitylation changes and protein half-life^38^ (upper panel) or changes in protein half-life^39^ during mouse brain aging (bottom panel) (Wilcoxon test). Boxplots show the median, 25th and 75th percentiles (box bounds), and whiskers extending to 1.5 times the Interquartile range; outliers not shown. *Q or Adj.*P* ≤ 0.05; **Q or Adj.*P* ≤ 0.01, ***Q or Adj.*P* ≤ 0.001, ****Q or Adj.*P* ≤ 0.0001. Source data are provided as a Source Data file. Specific *P* values are listed in Supplementary Data 8. Related to Figs. S1–S4, and Supplementary Data 1 and 2.

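Of the 18492 transcripts tested between old and young brains, 463 (2.50%) passed both thresholds of Fig. 1B in edgeR's quasi-likelihood test. Expression was higher in old brain for 394 of them and lower for 69. The alternative that moved this number most was an adjusted p under 0.05 without the fold change threshold, at which 2031 transcripts (10.98%) differed, 1126 higher and 905 lower in old brain, and their median absolute log2 fold change was 0.28. An adjusted p under 0.01 with the fold change threshold gave 256 transcripts, and testing every gene with a count gave 707 of 35028. On the log2(TPM + 1) scale the median log2 fold change of all transcripts was -0.14, and 182 transcripts were called higher and 144 lower. With each mouse left out in turn, between 379 and 592 transcripts were called. The highest number was reached without young replicate 4.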

Among the analyzed PTMs, we observed a striking effect on the percentage of ubiquitylation sites significantly affected by aging (Fig. 1B). These results prompted us to focus on this specific modification. The ubiquitin dataset’s principal component analysis (PCA) consistently depicted a clear separation difference between young and old age groups (Fig. 1C). A higher number of ubiquitylation sites were identified in old samples (Fig. S2B), and age-related changes of ubiquitylation were skewed towards positive values (Fig. 1D). These observations are consistent with previous observations describing increased high-molecular weight ubiquitylated conjugates but not free ubiquitin in mouse brain^34,35^, which we further validated in our samples via dot-blot analysis (Fig. S2C). Despite the overall trend of increased ubiquitylation with aging, a fraction of sites showed decreased ubiquitylation (Fig. 1D). When assessing which cellular component categories were affected by these changes, GO enrichment analysis revealed that the myelin sheath, mitochondrion, and GTPase complex showed an increase in ubiquitylation, the latter in agreement with a previous report^36^ (Fig. 1E). In contrast, proteins belonging to the synaptic compartment were enriched among those showing decreased ubiquitylation with aging (Fig. 1E). 

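Lists of genes fixed before the data were examined were compared between 5 young and 4 old brains with camera. This test asks whether the genes of a list are shifted relative to the other genes tested (inter-gene correlation preset to 0.01, Benjamini-Hochberg adjustment over 13 lists). The 47 tested genes of the interferon response list were all higher in old brain, with a median log2 fold change of 1.08 (camera, adjusted p = 7.5e-35). The alternative that moved this median most was log2(TPM + 1), where it was 0.64. Of the 47 genes, 6 are labelled in Fig. S3F, and 42 had an adjusted p under 0.05 over all genes tested in edgeR's quasi-likelihood test, and 47 when adjusted over the list alone. The mean log2 CPM over the list was 2.73 ± 0.21 (SD, n = 4 mice) in old and 1.63 ± 0.17 (SD, n = 5) in young brain (exact permutation test, two-sided p = 0.00794, the smallest possible). All 18 genes of MHC class I antigen presentation were higher as well, with a median log2 fold change of 0.84 (camera, adjusted p = 1.5e-16), and 15 of them had an adjusted p under 0.05 in edgeR's test (17 when adjusted over the list alone). Of these genes, 2 are in the interferon list too and 2 are labelled in Fig. S3F. Members of the MHC class I family are close paralogs, and reads that map to more than 1 of them were not counted. The 43 genes of the microglia and complement list had a median log2 fold change of 0.83 (camera, adjusted p = 1.5e-18), and the 21 reactive astrocyte genes one of 0.85 (camera, adjusted p = 7.6e-16). In young replicate 4 the microglia and complement list reached a mean log2 CPM of 3.64, against 2.34 to 2.44 in the other young and 3.60 to 3.89 in the old mice. Without this mouse the median log2 fold change of the list was 1.20.

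**Figure D1:**
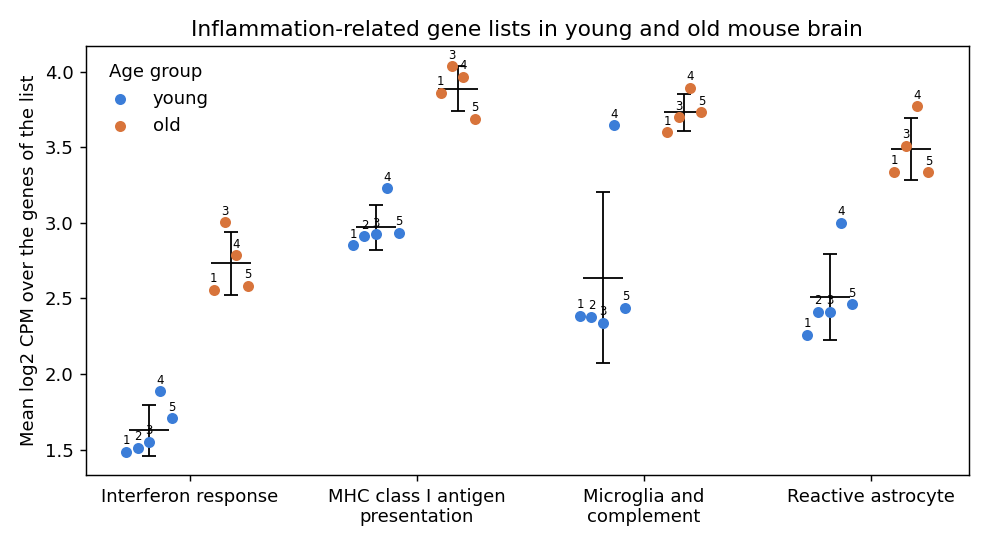
Mean log2 CPM over the genes of 4 lists in each mouse, by age group. Points are mice, numbered by replicate, and bars give the mean and SD of the 5 young and 4 old mice. The old mice lie above every young mouse in the interferon response list (2.56 to 3.00 against 1.49 to 1.89), whereas young replicate 4 lies among the old mice in the microglia and complement list.

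Lists written by hand stood in for the compartments named for ubiquitylated peptides in Fig. 1E. They are not the GO terms that the paper tested, and they cover these compartments only in part. Their medians were closer to 0. The median log2 fold change was -0.030 over 30 myelin genes (camera, adjusted p = 0.88) and -0.020 over 28 genes of heterotrimeric G proteins (camera, adjusted p = 0.88). It was -0.051 over 93 genes of the mitochondrial respiratory chain (camera, adjusted p = 6.5e-05) and -0.078 over 50 postsynaptic genes (camera, adjusted p = 0.0029). Single genes of these lists did differ in edgeR's test at an adjusted p under 0.05. In the myelin list 6 genes were higher and 8 lower in old brain (18 of 30 genes when adjusted over the list alone), so that its median near 0 is over genes that moved both ways. In the G protein list 3 were higher and 3 lower (10 adjusted over the list alone). In the mitochondrial list 9 and in the postsynaptic list 6 were lower and none was higher (9 and 7 adjusted over the list alone). Another list test, fry, asks a different question, whether the genes of a list change at all, without a comparison with other genes. Under fry, the interferon (adjusted p = 0.00015), antigen presentation (0.00015), microglia (0.012) and astrocyte (0.00084) lists stayed under 0.05. The mitochondrial (0.067) and postsynaptic (0.16) lists did not. With an inter-gene correlation estimated from the data, camera kept the interferon and antigen presentation lists (adjusted p = 0.043 for each) but not the microglia (0.22) or astrocyte (0.087) lists. The paper states that its proteome and transcriptome did not reflect the changes of Fig. 1E and showed a signature of inflammation. Its enrichment analyses in Fig. S3 used GO biological process terms, whereas Fig. 1E used cellular component terms.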

We did not find these changes reflected by proteome and transcriptome datasets that, instead, highlighted a prominent inflammation signature (Fig. S3), a well-described hallmark of aging^37^.

Next, we asked whether changes in ubiquitylated peptide abundance could result from underlying alterations of total protein abundance. Although changes in ubiquitylation were positively correlated with changes in protein abundance (*R* = 0.47, *P* = 2.2e-16), 29% of the altered sites could not be explained by altered protein abundance. This observation indicates that changes in ubiquitylation site occupancy occur in the aging brain (Fig. 1F). Among cases that showed a prominent increase in ubiquitylation independently of protein levels, we found proteins encoded by neurodegeneration-associated genes, e.g., APP, TUBB5, and chaperones/co-chaperones, e.g., DNAJB2 (Fig. 1G). In contrast, several histones, deubiquitinases, and synaptic proteins, including H2AFY, USP33, and CAMK2A, showed reduced ubiquitylation (Fig. 1H). Interestingly, we also identified multiple proteins that contained ubiquitylated sites affected oppositely (Fig. S2D–G), indicating a complex rewiring of protein ubiquitylation in the aging mouse brain.

Since ubiquitin-mediated degradation can regulate protein half-life, we correlated our protein ubiquitylation data with protein half-life^38^ and protein half-life changes during aging measured in mouse brains by stable isotope labeling coupled to MS^39^. We found that higher levels of ubiquitylation correlated with an increase in protein half-life with aging, but not with half-life itself (Fig. 1I), indicating a link between changes in ubiquitylation and altered proteome turnover in the aging brain. Finally, we investigated whether comparable age-related changes of protein ubiquitylation could be observed in a different organ. Thus, we repeated total and ubiquitylated proteome measurements in the liver of young and old mice (Fig. S4A and Supplementary Data 2). Similarly to the brain, we detected a clear impact of aging on the K-*ε*-GG-modified proteome, as indicated by PCA (Fig. S4B). In the liver, we observed a comparable number of ubiquitylated sites that showed either increased or decreased modification (Fig. S4C, D), differently from the brain, where most of the sites showed increased ubiquitylation with aging (Fig. 1D). Among the affected ubiquitylation sites, we found an enrichment of proteins related to the cytoskeleton, endosome, and mitochondria displaying increased modification in old mice (Fig. S4E). We found that ubiquitylation changes independent of protein abundance differences are also present in the liver, but to a lower extent than in the brain (significant ubiquitylation sites not significant at the protein level in liver = 333 vs. brain = 1993, Fig. S4F). When we compared directly the effect of aging in two organs, we found only almost no correlation among the shared modified sites after correction for protein abundance (*R* = 0.08, *P* = 0.003, Fig. S4G), with some notable exceptions, e.g., SQSTM1 (p62) that showed increase ubiquitylation at multiple lysines in both organs (Fig. S4G). Together, these results show that protein ubiquitylation is prominently affected in old mice brains, exceeding other protein modifications, and that the ubiquitylation aging signature is largely organ-specific. Additionally, our results indicate that an accumulation of ubiquitylated proteoforms correlates with changes in protein half-life in the aging brain.

### Conserved ubiquitylation changes in aging mice and killifish

Next, we investigated whether age-related alterations in ubiquitylation are conserved across different species by comparing our mouse dataset with one we previously generated for the short-lived killifish *Nothobranchius furzeri*^40^. We hypothesized that any shared changes could reveal a fundamental ubiquitylation signature linked to vertebrate brain aging. First, we confirmed that, also in killifish, a subset of the differences in ubiquitylation are independent of protein abundance (Fig. S5A). Next, we aligned mouse and killifish ubiquitylated sites and compared age-related ubiquitylation changes in the two species upon correction for underlying changes in protein abundance (Supplementary Data 3). Of the 1157 sites we could align between mouse and killifish, 48% changed consistently or showed a consistent trend when relaxing filtering criteria (*P* < 0.25 in both datasets, Fig. 2A).

**Fig. 2:**
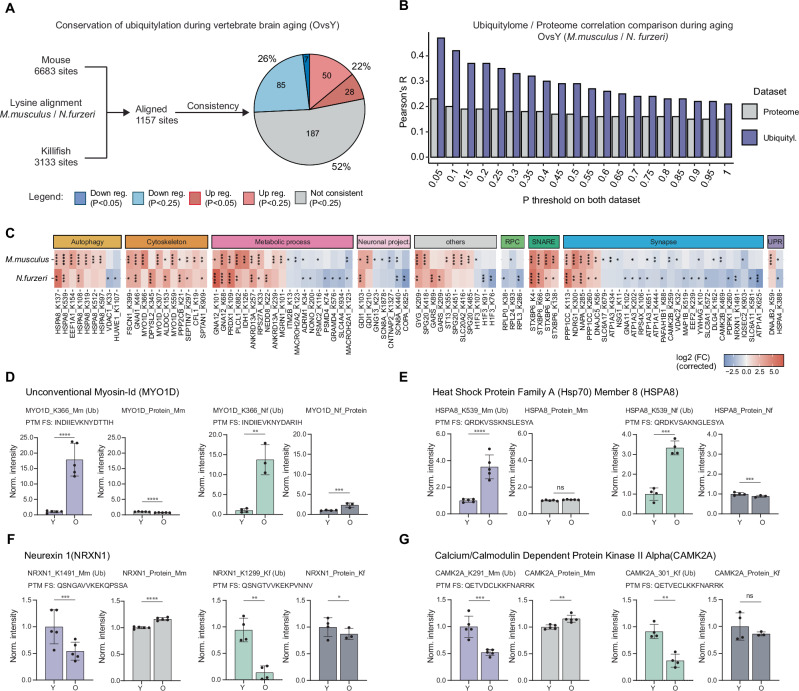
Conservation of age-related ubiquitylation changes in killifish and mouse. **A** Mapping of ubiquitylation sites between *M. musculus* and *N. furzeri*. The percentage of consistently up (red and light red for *P* < 0.05 or *P* < 0.25, respectively, in both datasets), down (blue and light blue for *P* < 0.05 or *P* < 0.25, respectively, on both datasets), and not consistently (gray; *P* < 0.25) regulated sites are shown in the pie plot (*N* = 5 for mouse; *N* = 4 for young, and *N* = 3 for old killifish; biological replicates). **B** Barplot showing correlation between age-related changes in ubiquitylated peptides (purple bars) and protein abundance (gray bars) in mouse and killifish. Two-sided Pearson’s correlation test. On the y-axis, different P thresholds are applied. **C** Heatmap of age-affected ubiquitylated sites conserved in mouse and killifish. Lysine position refers to the mouse protein sequence. Fold changes have been corrected for protein abundance (*P* < 0.05 in at least one species). **D**–**G** Examples of peptides that show age-related changes of ubiquitylation independently of protein abundance, both in mouse and killifish. The flanking sequence (FS) of the modified peptide residues is indicated under the protein name (*N* = 5 for mouse, *N* = 4 for young, and *N* = 3 for old killifish, biological replicates. *Q* values from Spectronaut differential abundance analysis, data shown as averages ± SD). *Q/Adj.*P* ≤ 0.05; **Q/Adj.*P* ≤ 0.01, ***Q/Adj.*P* ≤ 0.001, ****Q/Adj.*P* ≤ 0.0001. Source data are provided as a Source Data file. Related to Fig. S5 and Supplementary Data 3.

Additionally, we examined the correlation between age-related ubiquitylation and proteome differences to determine their conservation across the two species. We found a higher concordance between ubiquitylation changes (expressed as Pearson’s correlation between log_2_ fold changes) than their respective proteomes, independently of the significance cut-off used (Figs. 2B and S5B, C). When we analyzed which categories of proteins were consistently affected, we identified a subset of proteins related to synapse, autophagy, cytoskeleton, and metabolism (Fig. 2C).

Furthermore, we observed that some of these proteins showed more than one conserved affected site, e.g., MYO1D, HSPA8, and CAMK2A (Fig. 2D–G). MYO1D has been involved in autophagy regulation^41^, while HSPA8 is a chaperone that has been reported to prevent tau fibril elongation^42^. CAMK2A, which shows decreased ubiquitylation in old brains, is an essential synaptic plasticity regulator^11^. The robust and conserved effects observed for these proteins suggest them as potential ubiquitylation biomarkers of brain aging.

### Impact of proteasome and lysosome acidification inhibitors on the ubiquitylated proteome of iNeurons

Having identified a protein ubiquitylation aging signature in the brain, we aimed to identify its potential molecular causes. Previous works defined reduced proteasome activity as a hallmark of brain aging^13,35,43–45^, a finding that we confirmed in our cohort of mouse samples (Fig. S6A). This prompted us to assess the contribution of reduced proteasome activity to the perturbation of protein ubiquitylation in a relevant model system. We chose to utilize human iPSC-derived neurons (iNeurons)^46^ as they have been well-established as a reference in vitro model for human age-associated neurodegenerative disorders^47^. Additionally, iNeurons have been effectively used in proteome-wide investigations of protein ubiquitylation^48,49^. Thus, we impaired proteasome activity in 7 days and 14 days post-differentiation iNeurons using bortezomib for 24 h. In parallel, we assessed the contribution of the lysosome-autophagy pathway, as reduced macroautophagy has been reported in the aging murine brain^50^, with several genes involved in this pathway linked to neurodegeneration in humans^51^. Thus, we also analyzed iNeurons treated with the lysosomal V-ATPase inhibitor bafilomycin, which causes reduced acidification of lysosomes and consequent inhibition of lysosomal proteases, and a third group treated with both bortezomib and bafilomycin (Fig. 3A). No overt cellular toxicity was observed after 24 h of treatment. However, we noted thinner neuronal projections in bafilomycin-treated neurons (Fig. S6B). We validated the treatments using immunoblot, showing the expected increase of K48-linked ubiquitin chains upon proteasome inhibition (Fig. S6C). We also confirmed an increased LC3B-II/LC3B-I ratio following bafilomycin treatment (Fig. S6C). Next, we used MS to quantify changes in protein abundance and K-*ε*-GG enriched peptides (Supplementary Data 4). PCA of proteome data highlighted differentiation day as the most prominent signature, although the effect of the different treatments could be observed (Fig. 3B).

**Fig. 3:**
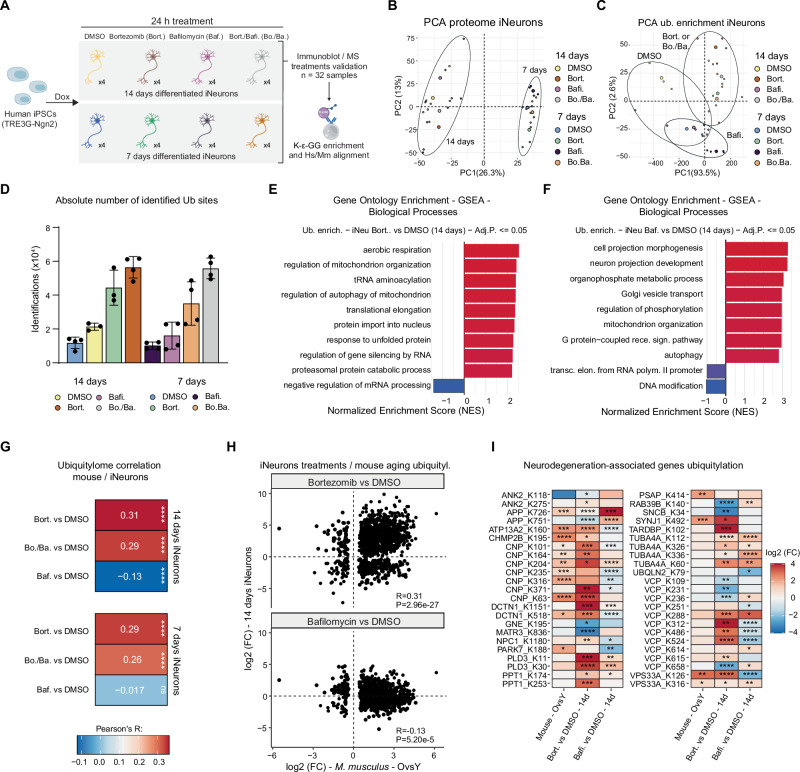
Impact of proteasome inhibition and lysosome acidification impairment on protein ubiquitylation in iNeurons. **A** Experimental scheme for iNeurons drug treatment and characterization (*N* = 4, biological replicates from two independent differentiation batches). Created in BioRender. Ori, A. (2025) https://BioRender.com/2947h3v. **B** PCA based on proteome data from iNeurons. The ellipses (drawn manually) highlight the differentiation between day groups. The percentage of variance explained by each principal component is indicated. **C** PCA based on ubiquitylated peptide abundances from iNeurons. The ellipses highlight the drug treatments. The percentage of variance explained by each principal component is indicated. **D** Barplots showing the number of identified ubiquitylated sites in different sample groups (*N* = 4 except *N* = 3 for 14 days DMSO and 7 days bortezomib, biological replicates, data shown as averages ± SD). Gene set enrichment analysis (GSEA) for ubiquitylated peptides affected by bortezomib (**E**) or bafilomycin (**F**) in 14-day iNeurons based on GO cellular component terms (Adj.*P* < 0.05, weighted Kolmogorov–Smirnov test). **G** Correlation between changes of ubiquitylation observed during mouse brain aging and 14-day iNeurons treated with bortezomib or bafilomycin (*P* < 0.05 in both datasets, two-sided Pearson’s correlation test). **H** Scatterplot comparing ubiquitylation changes observed in mouse brain aging and 14-day iNeurons treated with bortezomib (upper panel) or bafilomycin (lower panel) (*P* < 0.05 in both datasets, two-sided Pearson’s correlation test). **I** Heatmap of ubiquitylation changes occurring in neurodegeneration-associated proteins. Sites significant (*P* < 0.05, Spectronaut differential abundance test) in at least one of the compared datasets are shown. The lysine numbering refers to the mouse protein sequence. In this figure, mouse ubiquitylation changes were corrected for protein abundance changes. *P ≤ 0.05; **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Source data are provided as a Source Data file. Specific *P* values are listed in Supplementary Data 8. Related to Figs. S6–S8, and Supplementary Data 4 and 5.

Conversely, data from K-*ε*-GG enriched peptides highlighted a more substantial impact of drug treatments over differentiation days (Fig. 3C). As expected, we noted a robust increase in the number of identified ubiquitylated peptides upon bortezomib treatment, while the number of total proteins remained similar (Figs. 3D and S6D). GO enrichment analysis performed using proteins that displayed changes in ubiquitylation showed that the drug treatments affected different cellular compartments. Bortezomib increased the modification of the mitochondrial and unfolded protein response-related proteins and caused a decrease in the ubiquitylation of factors involved in mRNA maturation (Fig. 3E). Instead, bafilomycin treatment predominantly affected proteins related to neuron projection and Golgi vesicle transport (Fig. 3F). When comparing ubiquitylation and protein abundance changes, we noted a lower correlation than the one we observed in brain tissue (Fig. S7). This difference might be due to the acute treatment modality performed in iNeurons, which renders the contribution of protein abundance changes to ubiquitylation negligible (Fig. S8). Hence, we decided not to apply any additional correction for protein abundance on this particular dataset. To better understand the correlation between the signatures induced by the two drug treatments on cultured neurons and the protein modifications observed in vivo during aging, we aligned human lysine residues to the corresponding mouse and killifish orthologs. We could map 57% of the ubiquitylated lysines for mice (3961 sites) and 45% for killifish (1408 sites) across all iNeurons treatment conditions (Supplementary Data 5).

When we correlated the significantly (*P* < 0.05) affected sites between iNeurons and mice, we observed that proteasome inhibition, but not lysosomal acidification impairment, could recapitulate a substantial portion of the age-related ubiquitylation changes (Fig. 3G). The majority of the ubiquitylation sites affected by age in mice (~60% of the affected sites, *P* < 0.05) showed congruent changes in response to the proteasome inhibition treatment (iNeurons, 14 Days). Interestingly, among the shared alterations, SQSTM1 (p62), which is involved in the formation and autophagic degradation of cytoplasmic ubiquitin-containing inclusions^52^, showed a prominent increase in ubiquitylation in mouse brain aging and in the bortezomib-treated 14-day iNeurons (Fig. S6E). Although to a lower extent, the same trends were observed for killifish both in terms of correlation (Fig. S6F, G) and percentage of affected sites (~42% of the affected sites, *P* < 0.05). These results show that partial proteasome inhibition can recapitulate a significant portion of the ubiquitylation changes occurring in vivo during aging, showing a higher correlation and percentage of ubiquitylated sites consistently regulated compared to lysosomal acidification impairment (Fig. 3H).

Next, we used the correlation between aging and the iNeurons dataset to identify groups of proteins whose ubiquitylation depends on or does not depend on proteasome inhibition (Fig. S6H). Gene ontology overrepresentation analysis (ORA) revealed enrichment for cytoskeleton- and chaperone-related proteins among those that exhibited a proteasome- and age-dependent increase in ubiquitylation. Conversely, nucleosome-related proteins were enriched for decreased modification levels in aging and upon proteasome inhibition. We found multiple synaptic and mitochondrial proteins among cases that showed opposite modification patterns. Synaptic proteins exhibited a largely consistent reduction of ubiquitylation in the aging brain, while mitochondrial proteins showed a predominant increase. The same effects were not replicated upon proteasome inhibition (Fig. S6H), suggesting that the effect of aging on the modification of these proteins might depend on other mechanisms.

Finally, as ubiquitylation is a marker of several neurodegenerative diseases, we focused on a subset of proteins genetically linked to neurodegeneration in humans and asked whether their modification state is affected by aging in a proteasome-dependent manner. We mapped multiple ubiquitylation sites on neurodegeneration-associated proteins that consistently changed in mouse brain aging and following bortezomib treatment in 14-day iNeurons (Fig. 3I, Supplementary Data 5). Two proteins, valosin-containing protein (VCP) and 2′,3′-cyclic nucleotide 3′ phosphodiesterase (CNP), showed multiple sites affected by increased ubiquitylation. VCP’s main function is to unfold proteins for degradation in the ER, but it also takes part in stress granule clearance and genome stability^53^. It co-localizes with protein aggregates in neurons from patients and mutated protein-expressing cells and is associated with both FTD and inclusion body myopathy^54,55^. CNP is crucial for myelination, creating channels within the myelin sheaths that are essential for proper axon signaling, and its deficiency leads to hypomyelinating leukodystrophy^56^, though its link to ubiquitylation is unclear. These findings highlight that age-associated proteostasis impairment, e.g., decreased proteasome activity, can trigger ubiquitylation changes of proteins encoded by neurodegeneration-associated genes even in the absence of mutations.

### Impact of aging and proteasome inhibition on ubiquitin-chain linkages

A critical aspect of protein ubiquitylation is the formation of diverse ubiquitin-chain linkages that mediate distinct cellular signals. While the primary function of K48-linked chains is to target proteins for proteasomal degradation, others, including K6, K27, K33, and K63 linkages, are mainly associated with non-proteasomal pathways such as DNA-damage response, innate immunity, and autophagy regulation, among others^57–61^. Therefore, investigating changes in ubiquitin-chain linkages might shed light on specific molecular mechanisms beyond proteostasis that are altered in aging. To address this, we first examined mouse DIA K-*ε*-GG enriched data and found that four linkages (K6, K11, K27, and K33) increased significantly during brain aging (Fig. S2H). To validate these findings, we employed targeted proteomics measurements based on parallel reaction monitoring with absolutely quantified isotopically labeled spike-in reference peptides (AQUA-PRM)^62,63^(Fig. 4A and Supplementary Data 6). This method enabled us to quantify all linkages, except K29, providing precise measurements of age-related changes across different ubiquitin linkages. Additionally, we applied AQUA-PRM in iNeurons treated with either bortezomib and/or bafilomycin to evaluate the effect of these treatments on the ubiquitin-chain linkages and compare them to brain aging.

**Fig. 4:**
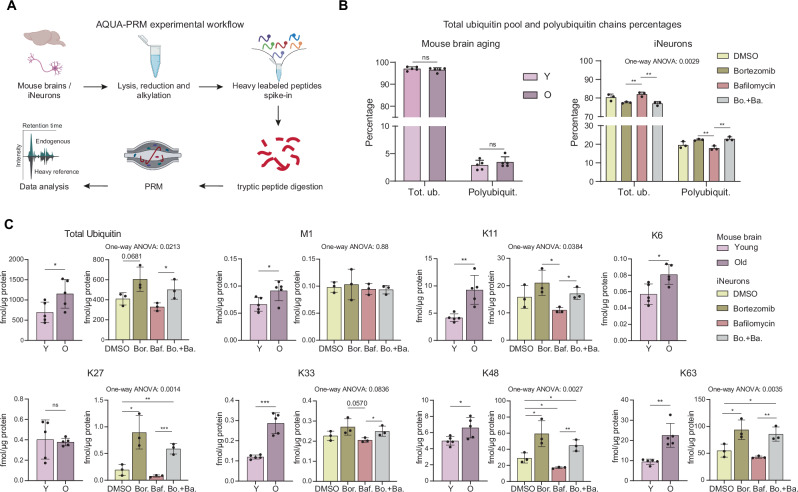
Quantification of ubiquitin-chain linkages in mouse brain and iNeurons. **A** Experimental scheme for absolute quantification of ubiquitin chains and the total ubiquitin pool (*N* = 5 for mouse, *N* = 3 for iNeurons, biological replicates). Created in BioRender. Ori, A. (2025) https://BioRender.com/2947h3v. **B** Percentage of total and polyubiquitin in mouse brain aging and in iNeurons upon drug treatments measured via AQUA-PRM, * refers to unpaired *t*-test, data shown as averages ± SD. **C** Barplot of total ubiquitin, linear (M1), and branched lysine chains absolute quantification in young and old mice brain and in iNeurons (*N* = 5 for mouse, *N* = 3 for iNeurons, biological replicates, * refers to unpaired *t*-test, One-way ANOVA results are indicated above the barplots, data shown as averages ± SD. *P ≤ 0.05; **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Source data are provided as a Source Data file. Specific *P* values are listed in Supplementary Data 8. Related to Supplementary Data 6.

First, the AQUA-PRM data confirmed that ubiquitin chains represent only 2–5% of the total ubiquitin pool in murine tissues, similar to previous findings^64^, while this proportion increased to 25% in iNeurons (Fig. 4B). While there was no difference in the ratio between total and polyubiquitin pools in young and old mice, we observed a significant increase in polyubiquitin in iNeurons treated with bortezomib (Fig. 4B). Second, we confirmed the increases in total ubiquitin and all lysine linkages observed in the DIA data, except for K27 (Fig. 4C). Notably, similar increases in total ubiquitin, along with K11, K48, and K63 chains, were observed in iNeurons following proteasome inhibition by bortezomib, either alone or combined with bafilomycin (K6 chains were below the limit of detection in iNeurons).

Although the patterns observed in the aging and iNeurons datasets were largely consistent, notable differences emerged. For instance, a pronounced increase in K27 chains was observed in proteasome-impaired iNeurons, absent in aged mouse brains. Conversely, old brains showed a prominent increase in K33 chains observed in iNeurons only when comparing bafilomycin-treated vs. bafilomycin and bortezomib-treated cells (Fig. 4C). These findings indicate that while most of the effects of aging on ubiquitin chains can be mimicked in iNeurons by the proteasome or lysosome acidification impairments, other mechanisms may additionally contribute to specific alterations, e.g., K33 chains, in old brains.

### Impact of dietary intervention on the brain ubiquitylated proteome

Finally, we wanted to investigate whether protein ubiquitylation in the brain can be modified by interventions that affect aging. We focused on dietary interventions that restrict calorie intake since they have been shown to promote cognitive functions and reverse brain aging signatures in various organisms, including rodents and humans^65–68^. To explore whether changes in diet can have lasting effects on protein ubiquitylation in the brain, we subjected 26-month-old male mice to a 30% dietary restriction (DR) for 4 weeks, followed by *ad libitum* (AL) re-feeding (RF) for 7 days (Fig. 5A). The RF phase was included to capture persistent changes in brain ubiquitylation following a DR period and to minimize the confounding effects of stress responses and body weight loss (Fig. 5A). Thus, we generated ubiquitylated and whole proteome data from the brains of mice that underwent DR + RF (from here on referred to as RF) and AL fed control mice (Supplementary Data 7). The proteome of RF mice showed minimal changes (<1% of the quantified proteins, Fig. 5B–D) except for a few proteins known to be affected by DR, such as arginase-1 (ARG1) and carbamoyl phosphate synthetase I (CPS1)^69^ (Fig. S9A). In contrast, we detected a pronounced effect of RF on the ubiquitylated proteome (Fig. 5B), with 37% of the quantified ubiquitylated sites being significantly affected (Fig. 5C, D). GO enrichment analysis revealed a significant increase in ubiquitylation of proteins associated with the myelin sheath, lysosomes, mitochondria, and synapses following RF (Fig. S9B). Most of these ubiquitylation changes occurred independently of protein abundance (*R* = 0.12, *P* = 4.11e-14) (Fig. S9C).

**Fig. 5:**
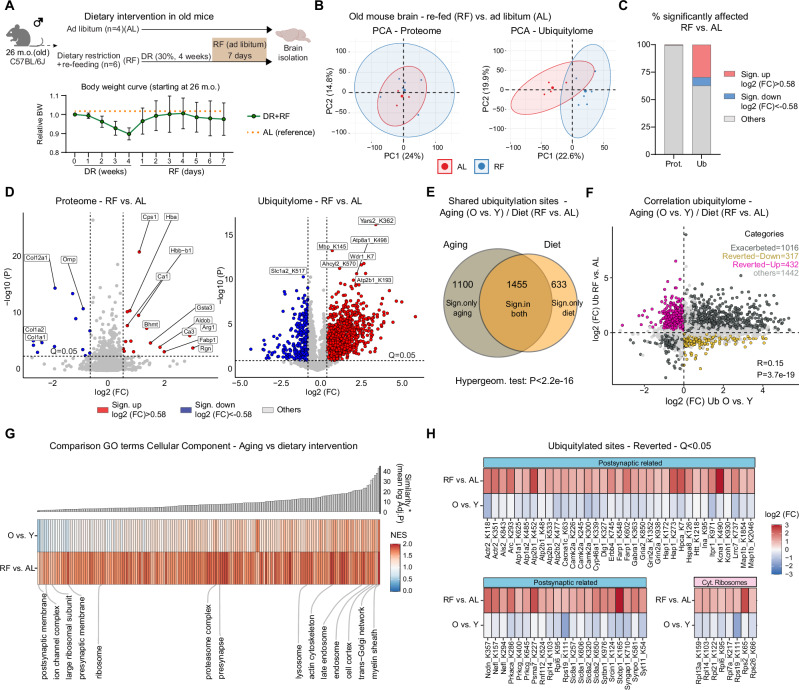
Impact of dietary intervention on the brain proteome and ubiquitylome of old mice. **A** Scheme of dietary intervention applied to old mice (*N* = 4 for *ad libitum* fed mice, *N* = 6 for re-fed mice, biological replicates, males, C57BL/6J, 26 months old, data shown as averages ± SD). Created in BioRender. Ori, A. (2025) https://BioRender.com/2947h3v. **B** PCA based on proteome and ubiquitylome data from *ad libitum* (AL) and re-fed mice (RF). Ellipses represent 95% confidence intervals. The percentage of variance explained by each principal component is indicated. **C** Percentage of significantly affected proteins, or ubiquitylated peptides (*Q* < 0.05; absolute log2 fold change (FC) > 0.58). **D** Volcano plot for protein abundance and ubiquitylated peptide changes in RF vs. AL mice (*N* = 4 for AL mice, *N* = 6 for RF mice, biological replicates). **E** Venn diagram displaying overlap between ubiquitylation significantly (*Q* < 0.05) affected by aging and dietary intervention (508 sites not significant in both datasets are not displayed, Hypergeometric test). **F** Scatterplot illustrating the relationship between ubiquitylated peptide changes observed with aging and those following dietary intervention in old mice. Only peptides with significant changes (*Q* < 0.05) in at least one dataset are shown. Peptides with congruent and significant changes in both datasets (*Q* < 0.05) are labeled as “Exacerbated” (dark gray). “Reverted-down” (yellow) denotes peptides that significantly decreased upon dietary intervention (*Q* < 0.05 in RF data) in the opposite direction to the age-related increase. “Reverted-up” (purple) indicates peptides that significantly increased upon intervention in the opposite direction to the age-related decrease. Peptides with consistent directional changes but significant in only one dataset are shown in light gray. Two-sided Pearson’s correlation test. **G** Heatmap comparing the normalized enrichment scores (NES) from gene set enrichment analyses (GSEA) performed on age-related and diet-induced changes of ubiquitylation. GO terms are sorted by their scaled similarity (1/Euclidean distance between NES), multiplied by the average −log10 (Adj.*P*) across the two datasets, weighted Kolmogorov–Smirnov test. **H** Heatmap highlighting age-related changes in ubiquitylation that are reverted by dietary intervention (*Q* < 0.05 in response to dietary intervention and of opposite log2 (FC) in response to aging). Source data are provided as a Source Data file. Related to Fig. S9 and Supplementary Data 7.

Next, we investigated whether age and dietary intervention influence the ubiquitylation of the same protein targets and found that 39% of the cross-quantified sites were significantly affected by both aging and RF (hypergeometric test *P* < 2.2e-16, Fig. 5E). Focusing on the sites affected in at least one of the comparisons, we correlated ubiquitylome changes induced by aging and RF. This analysis revealed a modest but statistically significant positive correlation (*R* = 0.15, *P* = 2.9e-19) between the effect of RF and aging (Fig. 5F). Notably, 1016 ubiquitylation sites showed concordant regulation, indicating that RF may exacerbate some of the aging effects on the ubiquitylated proteome. However, ~23% of the ubiquitylation sites displayed an opposite regulation between aging and RF. To understand how different cellular components are affected by dietary intervention and aging, we compared the enrichment of GO terms among significantly regulated ubiquitylation sites between the two experiments (Fig. 5G). We observed that ubiquitylation of protein components of the myelin sheath, lysosome, and proteasome was exacerbated by the dietary intervention (Fig. S9D), while ubiquitylation of postsynaptic membrane proteins, large ribosomal subunit, and others was reverted (Figs. 5H and S9E).

Taken together, these results indicate that a dietary intervention comprising a period of DR followed by RF has a lasting impact on brain protein ubiquitylation. Aging and diet affect the ubiquitylation of an overlapping set of proteins, with some sites showing reversed and others exacerbated modification, highlighting the complex effects of dietary intervention on protein homeostasis in the old brain.

## Discussion

In this work, we investigated the impact of aging on three commonly studied PTMs in the vertebrate brain. 

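Transcripts of 14 proteins that the paper gives as examples of modification changes were compared between old and young brain. Apart from Gfap, their log2 fold changes lay between -0.16 and 0.19. Of the 14 genes, 2 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, both over all genes tested and when adjusted over the list alone, and none passed the fold change threshold as well. At an unadjusted p under 0.05 there were 4, of which Gfap alone exceeded the fold change threshold. Tubb5 (chromosome 17, 35833921 to 35838306 in GRCm38) was at 388 ± 16.3 CPM in 5 young and 347 ± 13.8 CPM in 4 old mice (SD), a log2 fold change of -0.16 (standard error 0.040, adjusted p = 0.013, edgeR). Over the alternatives its adjusted p ranged from 0.00063 to 0.37, the highest on the TPM scale. Hspa8, which overlaps small nucleolar RNA genes on its strand, had a log2 fold change of -0.14 (adjusted p = 0.04996, edgeR), and 7 of the 9 fits that each left out 1 mouse put its adjusted p over 0.05. The log2 fold change was -0.0056 for App (standard error 0.033), -0.021 for Dnajb2 (0.044), -0.066 for Usp33 (0.039), -0.027 for H2afy (0.036) and 0.075 for Camk2a (0.071), and none of these genes differed (edgeR, adjusted p from 0.31 for Usp33 to 0.94 for App). App, Usp33 and H2afy are overlapped by genes on the opposite strand. Gfap was 268 ± 138 CPM in young and 566 ± 91.2 CPM in old mice (SD), with a log2 fold change of 1.07 (standard error 0.34, adjusted p = 0.091, edgeR). Young replicate 4 was at 514 CPM, and without it the log2 fold change of Gfap was 1.45 (adjusted p = 0.00063, edgeR). DESeq2's Wald test, the paper's test, gave Gfap an adjusted p of 0.017 over all 9 mice. Apart from the fits that each left out a mouse, the alternatives ranged from 5.2e-07 to 0.15. Among genes that encode ubiquitin, Rps27a rose by 0.22 on the log2 scale (standard error 0.046, adjusted p = 0.0052, edgeR). On log2(TPM + 1) its log2 fold change was 0.052, and over the alternatives its adjusted p ranged from 0.00012 to 0.87. The log2 fold change of Ubb (-0.039, standard error 0.037) was not significant (adjusted p = 0.55, edgeR). Reads of these genes may be shared with processed pseudogenes, and Rps27a overlaps a gene on the opposite strand.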

Our findings reveal that changes in protein ubiquitylation far exceed the signatures that can be detected from the same sample at the level of transcriptome, proteome, or other analyzed PTMs. Many ubiquitylation changes are independent of protein abundance, and if consistent, they show considerably more pronounced effect sizes. These differences cannot be attributed to technical artifacts related to peptide versus protein quantification, as other PTMs that undergo similar experimental (peptide enrichment) and analytical procedures do not exhibit such pronounced effects. Since ubiquitylation is a main regulator of protein degradation and homeostasis, one might expect that changes in this PTM would reflect equal, if not greater, effects at the protein level. However, in line with previous in vitro observations from cultured cells^32^, our study shows this is not always the case. A possible explanation for the apparent paradox of changes of ubiquitylation that do not manifest in comparable protein level changes might reside in the fact that ubiquitylated proteoforms represent only a small percentage of the total protein pool^70^, making their changes in abundance difficult to detect in global proteome data. The accumulation of ubiquitylated proteoforms might result from the sequestration of misfolded proteins in aggregates that can protect cells from further proteostasis impairment. Such a mechanism has been proposed by several studies^71–73^. Additionally, a subset of the ubiquitylation sites might not represent PTMs directly involved in protein degradation. Nevertheless, we observed a significant correlation between ubiquitylation and protein half-life changes^39^ during mouse brain aging (Fig. 1I). This observation, together with the concomitant reduction of proteasome activity, points to a mechanistic link between altered protein turnover and accumulation of ubiquitylated proteoforms.

We describe a major remodeling of the protein ubiquitylation landscape, which is conserved in two vertebrate species (mouse and killifish) and also occurs in the liver. The remodeling of the protein ubiquitylation landscape, defined as hundreds of sites showing either increased or decreased modification with aging, is in line with previous data from *C. elegans*^74^, and it demonstrates the conservation of this aspect of age-related proteostasis impairment in vertebrate species. Notably, an independent study reported that >90% of the proteins that become metastable in aging nematodes undergo changes of ubiquitylation^75^, further underscoring a correlation between PTM and age-related loss of proteostasis. Different from our brain data that point to a bias towards increased ubiquitylation in old brains, the *C. elegans* data shows a global decrease in ubiquitylation with aging. This difference might arise from cell type-specific (whole organism vs. brain) or species-specific effects (nematodes vs. vertebrates). In support of a brain-specific accumulation of ubiquitylated proteins, we noted a less pronounced increase in ubiquitylation in the aging mouse liver.

In the brain, most of the quantified ubiquitylation sites showed increased modification, consistent with a global increase of protein ubiquitylation during brain aging^34,35,76^. Among proteins showing the strongest increase in ubiquitylation both in mouse and killifish brains, we found several chaperons and co-chaperons, e.g., DNAJB2, DNAJB6, and HSPA8. HSPA8 has been reported to interact with tau fibrils^42^, while DNAJB1 and DNAJB6 are part of the DNAJ family, a group of co-chaperons that play a crucial role in regulating the activity of HSPA1 and assist in its proper functioning^77^. These proteins might become hyper-ubiquitylated upon sequestration in protein aggregates^78^.

Although most ubiquitylation sites show increased modification with aging, a subset decreases. Particularly, synaptic proteins were affected by a general decrease in ubiquitylation (Fig. 1E), and previous reports showed that synaptic transmission is controlled by UPS^12^. Interestingly, a substantial decrease in ubiquitylation was previously observed following the excitation of rat synaptosomes and was not reverted when blocking the proteasome, suggesting that deubiquitylases might regulate this process^79^. Along this line, both overexpression of ubiquitin and depletion of deubiquitylases, e.g., USP14 and UCHL1, have been shown to cause structural alterations of the neuromuscular junction and synaptic transmission^16,80,81^. Our data suggests that altered ubiquitylation of the synaptic compartment might play a role in how synaptic function and plasticity are altered in aging. Intriguingly, we found some of the age-related alterations of synaptic protein ubiquitylation to be reversed by a dietary intervention based on DR followed by RF. It is tempting to speculate that some of the beneficial effects of this type of intervention on cognitive function might be mechanistically linked to a restoration of protein ubiquitylation dynamics in the synaptic compartment.

Another notable instance of decreased ubiquitylation in our dataset involves USP33, a deubiquitylase localized to the mitochondrial outer membrane and known to interact with Parkin, an E3 ubiquitin ligase associated with Parkinson’s disease. USP33 depletion has been shown to increase K63-linked ubiquitin conjugates on Parkin, leading to its stabilization and enhanced mitophagy^82^. Thus, an age-related decline in ubiquitylation could stabilize and activate USP33, potentially modulating Parkin-dependent mitophagy. Altered mitophagy might, in turn, contribute to the elevated ubiquitylation of mitochondrial proteins observed in aged brains (Fig. 1E).

In an attempt to pinpoint causes of altered protein ubiquitylation in the aging brain, we focused on protein clearance pathways, given that their reduced activity has been linked to both aging and neurodegeneration^13,45,50,51,83–86^. We experimentally defined that more than one-third of the age-related changes in protein ubiquitylation are causally linked to decreased proteasome activity. This figure likely represents an underestimation given the limitation of our experimental setup based on a single cell type (iPSC-derived glutamatergic neurons, iNeurons). Our analysis might have missed ubiquitylation sites from proteins expressed by other cell types, or that did not align between mouse and human. An additional potential limitation might derive from the acute nature of our perturbations in vitro (24 h), while aging cells experience in vivo a chronic reduction of proteasome activity.

The effect of proteasome activity perturbation was also assessed for the ubiquitin-chain linkages. This analysis confirmed that the age-related upregulation of K48-linked chains was consistent with proteasome impairment. Interestingly, the K63 and K11 linkages also had a pronounced increase. K11 has been shown to accumulate upon proteasome inhibition in yeast and U20S human cells^87,88^, while K63 might reflect the effort by the cell to enhance protein clearance by lysosomal degradation^89^. The AQUA-PRM analysis also revealed a prominent increase in the non-canonical K33-linked chains that could not be recapitulated by the drug treatment alone in iNeurons. K33 polyubiquitin chain-modified substrates are known to be involved in protein trafficking via F-actin assembly^90^ and promoting autophagy by interacting with ubiquitin-binding autophagy receptors, such as LC3B and SQSTM1^91^. Regulation of K33 ubiquitin chains has been linked to the activity of specific deubiquitylase, i.e., TRABID (ZRANB1)^92^, which, upon deletion, leads to decreased lifespan in *Drosophila* by modulating the innate immune response^93^. Thus, additional mechanisms like changes in macroautophagy or the activity of deubiquitylases might contribute to the rewiring of the protein ubiquitylation landscape, promoting brain aging in vertebrates, as shown in nematodes^74^.

The effects of change in diet on protein ubiquitylation in the brain have not been studied in detail, although experimental evidence linking diet and ubiquitylation exists. In flies, time-restricted feeding led to a decrease in the area of polyubiquitin and SQSTM1 (p62) aggregates in muscles^94^. Similarly, DR reduced the age-related increase in ubiquitylation in the mouse heart^95^. DR has also been shown to reverse the age-related impairment of proteasomal activity in the brain, but not in the liver of mice^43^. Conversely, a prolonged high-fat diet led to an impairment of the UPS, resulting in the accumulation of ubiquitinated proteins and an increased colocalization of ubiquitin and SQSTM1 (p62) in the arcuate nucleus^96^. Here, we have shown that DR induces detectable changes in protein ubiquitylation in the brain that persist for at least 7 days after starting the RF phase. Importantly, the ubiquitylation sites influenced by diet and aging overlap, but the directionality of the regulation differs between sites. We observed a mild positive correlation between the effect of RF and aging, suggesting that this type of dietary intervention might exacerbate the impact of aging on the ubiquitylated proteome. Some of these alterations might be related to the potential deleterious effects of dietary interventions when applied in old age. For instance, Hahn and colleagues demonstrated that while late-life DR produced modest survival benefits and limited metabolic remodeling in mice, it also caused an acute increase in mortality when switching from a dietary to an AL diet^97^. Despite this general trend, we also identified notable exceptions where dietary intervention reversed the effect of aging on protein ubiquitylation. These include synaptic (discussed above) and ribosomal proteins, both classes of proteins that showed conserved age-related changes of ubiquitylation in mice and killifish. Given that ribosome dysfunction has been associated with brain aging and neurodegeneration^39,40,98,99^ and that ubiquitylation of ribosomal proteins has been linked to different types of stressors^100,101^, our data might indicate a potential beneficial effect of dietary intervention on protein synthesis impairment in the aging brain. Recent data have linked RF to the enhancement of protein synthesis in intestinal stem cells via activation of the polyamine pathway^102^. Intriguingly, deficiency in the polyamine pathway has been linked to both Alzheimer’s and Parkinson’s disease in humans^103,104^.

More broadly, we identified several ubiquitylation sites in the brain on proteins genetically linked to human neurodegeneration. Importantly, we found multiple of these sites to be affected by aging (Fig. 3I and Supplementary Data 5). Although it remains unclear whether these PTMs are mechanistically linked to the pathogenic properties of the mutated forms of these proteins or whether the same modifications occur in diseased human tissues, our findings suggest that ubiquitylated proteoforms are generally more susceptible to age-related changes and may represent more robust biomarkers of brain aging and, potentially, neurodegeneration.

## Methods

### Mice

All wild-type mice were C57BL/6J obtained from Janvier Labs (Le Genest-Saint-Isle, France) or internal breeding at FLI. All animals were kept in a specific pathogen-free animal facility with a 12 h light/dark cycle at a temperature of 20 °C  ±  2 and humidity of 55% ± 15. Young mice were aged 3 or 4 months, and old mice were aged 33 months. During the experiment, Mice had unlimited access to food (ssniff, Soest, Germany). For the proteomic and transcriptomic analysis, only male mice were used, and in all the figures, *N* refers to biological replicates. Mice were euthanized with CO_2_, and organs were isolated, washed in PBS, weighed, and immediately snap-frozen in liquid nitrogen before storage at −80 °C. All experiments were carried out according to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. The protocols of animal maintenance and euthanasia were approved by the local authorities for animal welfare in the State of Thuringia, Germany (Reg.-Nr. O_AO_18-20, O_JvM_18-20 and FLI-20-003).

### Dietary restriction and re-feeding mice experiment

Mice were separated into single cages 2 weeks before the dietary treatment. Food weight and body weight were measured directly after separating the animals and before the dietary treatment. The daily food intake per animal was calculated and used for calculating the amount that refers to 70% for every animal. Food was given in the morning, once per day, for 1 month of the DR period. AL animals had unlimited access to food throughout the experiment. Finally, animals of the DR + RF cohort received unlimited access to food for 7 days after the DR period. Experiments were conducted according to protocols approved by the state government of Thuringia, Thüringer Landesamt für Verbraucherschutz authority (license number: FLI-20-003). Only male mice were used, and in all the figures, N refers to biological replicates.

### hiPSC cell line maintenance and differentiation

The protocol used for the maintenance of the WTC11 hiPSC cell line is described in detail by ref. ^46^. In brief, the Matrigel (Corning, 356231) coating solution was prepared by diluting 100X concentrated Matrigel Matrix in DMEM/F12 (Gibco, 11320033) medium and coating the tissue culture surface with it. Thawed cells were suspended in Essential 8 (E8) culture medium (CM) (Gibco, A1517001) supplemented with Y-27632 ROCK inhibitor (Abcam, ab120129) and transferred to the Matrigel-coated plate. The culture was maintained by daily E8 medium change without ROCK inhibitor. Cells were split using Accutase solution (Sigma, A6964) and resuspended in prewarmed E8 CM supplemented with ROCK inhibitor before transfer to the Matrigel-coated plate. For long-term storage, cells were frozen in cryopreservation medium (10% DMSO, 20% FBS in E8 medium) and transferred to liquid nitrogen. WTC11 hiPSC Cell Line was a kind gift from the Ward Lab.

### iPSCs differentiation into iNeurons and drug treatments

Cells were collected using Accutase solution (Sigma, A6964) when they reached 70%-80% confluency. After centrifugation, the cell pellet was resuspended and transferred to a Matrigel-coated plate. The induction medium (IM) (DMEM/F12 (Gibco, 11320033) supplemented with N2 supplement (Gibco, 17502048), MEM NEAA (Gibco, 11140050), L-glutamine (Gibco, 25030081) and 2 µg/mL doxycycline (Sigma, D9891)) supplemented with 10 µM Y-27632 ROCK inhibitor (Abcam, ab120129) was then added to the cells, which were incubated at 37 °C overnight. The IM without ROCK inhibitor was exchanged on the second day, and on the third day, cells were collected using Accutase solution and either frozen or re-plated for neuronal maturation. To culture iNeurons, PLO-coating was performed (1 mg/mL Poly-L-ornithine hydrobromide (Sigma-Aldrich, 27278-49-0) in the buffer containing 100 mM boric acid, 25 mM sodium tetraborate, 75 mM sodium chloride and 1 M sodium hydroxide), and freshly dissociated 3-day differentiated iNeurons were resuspended in cortical neuron CM (Neurobasal medium (Gibco, 21103049)) supplemented with B-27 supplement (Gibco, 17504044), 10 ng/mL BDNF (PeproTech, 450-02), 10 ng/mL NT-3 (PeproTech, 450-03) and 1 µg/mL laminin (Sigma-Aldrich, 114956-81-9) supplemented with 2 µg/mL doxycycline and 10 µM Y-27632 ROCK inhibitor. Half-medium changes with CM were performed biweekly to maintain the culture.

The proteasome and lysosome acidification inhibitions were performed in either 7-day or 14-day iNeurons. Proteasome inhibition was achieved by treating cells with bortezomib (Sigma, 5043140001), and lysosome acidification was inhibited using Bafilomycin A1 from *S. griseus* (Sigma, B1793). Vehicle solution (DMSO) and 20 nM drug solutions were prepared in one-half culture volume of fresh CM. Half of the CM was removed from the cell culture plate directly before treatment and substituted with an equal amount of the corresponding, fresh-prepared drug solution, resulting in a 10 nM final concentration of the drug. Plates were then returned to the incubator and incubated for 24 h. In all the figures, *N* refers to biological replicates.

### Sample preparation for total proteome and analysis of PTMs

For iNeurons samples, cell pellets were used directly for the lysis step. For snap-frozen brains and livers, samples were thawed and transferred into Precellys® lysing kit tubes (Keramik-kit 1.4/2.8 mm, 2 mL (CKM)) containing PBS supplemented with cOmplete™, Mini, EDTA-free Protease Inhibitor (Roche,11836170001) and with PhosSTOP™ Phosphatase Inhibitor (Roche, 4906837001). The volume of PBS added was calculated based on an estimated protein content (5% of fresh tissue weight) to reach a 10 µg/µL concentration. Tissues were homogenized twice at 6000 rpm for 30 s using Precellys® 24 Dual (Bertin Instruments, Montigny-le-Bretonneux, France), and the homogenates were transferred to new 2 mL Eppendorf tubes.

Samples corresponding to ~1.5 mg of protein were used as starting material for each biological replicate. Volumes were adjusted using PBS, and samples were lysed by the addition of 4× lysis buffer (8% SDS, 100 mM HEPES, pH 8, not containing NEM). Samples were sonicated twice in a Bioruptor Plus for 10 cycles with 1 min ON and 30 s OFF with high intensity at 20 °C. The lysates were centrifuged at 18,407 × *g* for 1 min and transferred to new 1.5 mL Eppendorf tubes. Subsequently, samples were reduced using 20 mM DTT (Carl Roth, 6908) for 15 min at 45 °C and alkylated using freshly made 200 mM iodoacetamide (IAA) (Sigma-Aldrich, I1149) for 30 min at room temperature in the dark. An aliquot of each lysate was used for estimating the precise protein quantity using Qubit protein assay, and volumes were adjusted accordingly to have a total protein amount of 1.25 mg (Thermo Scientific, Q33211). Subsequently, proteins were precipitated using cold acetone, as described in ref. ^105^, and resuspended in 500 µL of digestion buffer (3 M urea, 100 mM HEPES pH 8.0). Proteins were digested using LysC 1:100 enzyme:proteins ratio for 4 h (Wako sequencing grade, 125-05061) and trypsin 1:100 enzyme:proteins ratio for 16 h (Promega sequencing grade, V5111). The digested proteins were then acidified with 10% (v/v) trifluoroacetic acid. Aliquots corresponding to 20, 200, and 1000 µg of peptides were taken for proteome, phosphopeptides, and ubiquitylated / acetylated peptides enrichment, respectively, and desalted using Waters Oasis® HLB µElution Plate 30 µm (2, 10, and 30 mg, depending on the amount of starting material) following manufacturer instructions. The eluates were dried down using a vacuum concentrator and reconstituted in MS buffer A (5% (v/v) acetonitrile, 0.1% (v/v) formic acid). For PTM enrichment, peptides were further processed as described below. For DIA based analysis of total proteome, samples were transferred to MS vials, diluted to a concentration of 1 µg/µL, and spiked with iRT kit peptides (Biognosys, Ki-3002-2) before analysis by LC-MS/MS.

### Sequential enrichment of ubiquitylated and acetylated peptides

Ubiquitylated and acetylated peptides were sequentially enriched starting from ~1000 µg of dried peptides per replicate. For the enrichment of ubiquitylated peptides, the PTMScan® HS Ubiquitin/SUMO Remnant Motif (K-ε-GG) kit (Cell Signaling Technology, 59322) was used following the manufacturer’s instructions. The K-ε-GG-modified enriched fraction was desalted and concentrated as described above, dissolved in MS buffer A, and spiked with iRT kit peptides before LC-MS/MS analysis.

The flowthrough fractions from the K-ε-GG enrichment were acidified with 10% (v/v) trifluoroacetic acid and desalted using Oasis® HLB µElution Plate 30 µm (30 mg) following the manufacturer’s instructions. Acetylated peptides were enriched as described by ref. ^106^. Briefly, dried peptides were dissolved in 1000 µL of IP buffer (50 mM MOPS pH 7.3, 10 mM KPO_4_ pH 7.5, 50 mM NaCl, 2.5 mM Octyl β-D-glucopyranoside) to reach a peptide concentration of 1 µg/µL, followed by sonication in a Bioruptor Plus (5 cycles with 1 min ON and 30 s OFF with high intensity at 20 °C). Agarose beads coupled to an antibody against acetyl-lysine (ImmuneChem Pharmaceuticals Inc., ICP0388-5MG) were washed three times with washing buffer (20 mM MOPS pH 7.4, 10 mM KPO4 pH 7.5, 50 mM NaCl) before incubation with each peptide sample for 1.5 h on a rotating well at 750 rpm (STARLAB Tube roller Mixer RM Multi-1). Samples were transferred into Clearspin filter microtubes (0.22 µm) (Dominique Dutscher SAS, Brumath, 007857ACL) and centrifuged at 4 °C for 1 min at 2000 × *g*. Beads were washed first with IP buffer (three times), then with washing buffer (three times), and finally with 5 mM ammonium bicarbonate (three times). Thereupon, the enriched peptides were eluted first in basic conditions using 50 mM aqueous NH3, then using 0.1% (v/v) trifluoroacetic acid in 10% (v/v) 2-propanol and finally with 0.1% (v/v) trifluoroacetic acid. Elutions were dried down and reconstituted in MS buffer A (5% (v/v) acetonitrile, 0.1% (v/v) formic acid), acidified with 10% (v/v) trifluoroacetic acid, and then desalted with Oasis® HLB µElution Plate 30 µm. Desalted peptides were finally dissolved in MS buffer A, spiked with iRT kit peptides, and analyzed by LC-MS/MS.

### Enrichment of phosphorylated peptides

Desalted peptides corresponding to 200 µg, as described in “Sample preparation for total proteome and analysis of PTMs,” were used. The last desalting step was performed using 50 μL of 80% ACN and 0.1% TFA buffer solution. Before phosphopeptide enrichment, samples were filled up to 210 µL using 80% ACN and 0.1% TFA buffer solution. Phosphorylated peptides were enriched using Fe (III)-NTA cartridges (Agilent Technologies, G5496-60085) in an automated fashion using the standard protocol from the AssayMAP Bravo Platform (Agilent Technologies). In short, Fe (III)-NTA cartridges were first primed with 100 µL of priming buffer (100% ACN, 0.1% TFA) and equilibrated with 50 μL of buffer solution (80% ACN, 0.1% TFA). After loading the samples into the cartridge, the cartridges were washed with an OASIS elution buffer, while the syringes were washed with a priming buffer (100% ACN, 0.1% TFA). The phosphopeptides were eluted directly with 25 μL of 1% ammonia into 25 μL of 10% FA. Samples were dried with a speed vacuum centrifuge and stored at −20 °C until LC-MS/MS analysis.

### Data-independent acquisition mass spectrometry

Peptides were separated in trap/elute mode using the nanoAcquity MClass Ultra-High Performance Liquid Chromatography system (Waters, Waters Corporation, Milford, MA, USA) equipped with trapping (nanoAcquity Symmetry C18, 5 μm, 180 × 20 mm) and an analytical column (nanoAcquity BEH C18, 1.7 μm, 75 μm × 250 mm). Solvent A was water and 0.1% formic acid, and solvent B was acetonitrile and 0.1% formic acid. 1 μL of the samples (∼1 μg on column) was loaded with a constant flow of solvent A at 5 μL/min onto the trapping column. Trapping time was 6 min. Peptides were eluted via the analytical column with a constant flow of 0.3 μL/min. During the elution, the percentage of solvent B increased nonlinearly from 0 to 40% in 120 min. The total run time was 145 min, including equilibration and conditioning. The LC was coupled to an Orbitrap Exploris 480 (Thermo Fisher Scientific, Bremen, Germany) using the Proxeon nanospray source. The peptides were introduced into the mass spectrometer via a Pico-Tip Emitter 360-μm outer diameter × 20-μm inner diameter, 10-μm tip (New Objective), heated at 300 °C, and a spray voltage of 2.2 kV was applied. The capillary temperature was set at 300 °C. The radio frequency ion funnel was set to 30%. For DIA data acquisition, full scan MS spectra with a mass range 350–1650 *m*/*z* were acquired in profile mode in the Orbitrap with a resolution of 120,000 FWHM. The default charge state was set to 3+. The filling time was set at a maximum of 60 ms with a limitation of 3 × 10^6 ^ions. DIA scans were acquired with 40 mass window segments of differing widths across the MS1 mass range. Higher collisional dissociation fragmentation (stepped normalized collision energy; 25, 27.5, and 30%) was applied, and MS/MS spectra were acquired with a resolution of 30,000 FWHM with a fixed first mass of 200 *m*/*z* after accumulation of 3 × 10^6^ ions or after filling time of 35 ms (whichever occurred first). Data were acquired in profile mode. Xcalibur 4.3 (Thermo) and Tune version 2.0 were used to acquire and process the raw data.

### TMT labeling

TMT was used for mouse brain proteome data. The solution containing the resuspended peptides was brought to a pH of 8.5 and a final concentration of 100 mM HEPES (Sigma H3375) prior to labeling. 20 µg of peptides were used for each label reaction. TMT-10plex reagents (Thermo Fisher #90111) were reconstituted in 41 µL of acetonitrile (Biosolve #0001204102BS). TMT labeling was performed in two steps by the addition of 2× of the TMT reagent per mg of peptide (e.g., 40 µg of TMT reagent for 20 µg of peptides). TMT reagents were added to samples at room temperature, followed by incubation in a thermomixer (Eppendorf) under constant shaking at 600 rpm for 30 min. After incubation, a second portion of TMT reagent was added and followed by incubation for another 30 min. After checking the labeling efficiency by MS, equal amounts of samples were pooled (200 µg total), desalted using two wells of a Waters Oasis HLB mElution Plate 30 mm (Waters #186001828BA), and subjected to high pH fractionation before MS analysis. The labeling of the samples was performed as follows: Young1 (126), Young2 (127_N), Young3 (127_C), Young4 (128_N), Young5 (128_C), Old1 (129_N), Old2 (129_C), Old3 (130_N), Old4(130_C), Old5 (131).

### High pH peptide fractionation

Offline high pH reverse phase fractionation was performed using an Agilent 1260 Infinity HPLC System equipped with a binary pump, degasser, variable wavelength UV detector (set to 220 and 254 nm), peltier-cooled autosampler (set at 10 °C), and a fraction collector. The column used was a Waters XBridge C18 column (3.5 µm, 100 x 1.0 mm, Waters) with a Gemini C18, 4 × 2.0 mm SecurityGuard (Phenomenex) cartridge as a guard column. The solvent system consisted of 20 mM ammonium formate (20 mM formic acid (Biosolve #00069141A8BS), 20 mM (Fluka #9857) pH 10.0) as mobile phase (A) and 100% acetonitrile (Biosolve #0001204102BS) as mobile phase (B). The separation was performed at a mobile phase flow rate of 0.1 mL/min using a non-linear gradient from 95% A to 40% B for 91 min. Forty-eight fractions were collected along with the LC separation and subsequently pooled into 24 fractions. Pooled fractions were dried in a speed vacuum centrifuge and then stored at −80 °C until MS analysis.

### Data acquisition for TMT-labeled samples

For TMT experiments, fractions were resuspended in 20 µL reconstitution buffer (5% (v/v) acetonitrile (Biosolve #0001204102BS), 0.1% (v/v) TFA in water) and 5 µL were injected into the mass spectrometer. Peptides were separated using the nanoAcquity UPLC system (Waters) fitted with a trapping (nanoAcquity Symmetry C18, 5 µm, 180 µm × 20 mm) and an analytical column (nanoAcquity BEH C18, 2.5 µm, 75 µm × 250 mm). The analytical column outlet was coupled directly to an Orbitrap Fusion Lumos (Thermo Fisher Scientific) using the Proxeon nanospray source. Solvent A was water with 0.1% (v/v) formic acid, and solvent B was acetonitrile, 0.1% (v/v) formic acid. The samples were loaded with a constant flow of solvent A at 5 µL/min onto the trapping column. Trapping time was 6 min. Peptides were eluted via the analytical column at a constant flow rate of 0.3 µL/ min, at 40 °C. During the elution step, the percentage of solvent B increased in a linear fashion from 5% to 7% in the first 10 min, then from 7% B to 30% B in the following 105 min, and to 45% B by 130 min. The peptides were introduced into the mass spectrometer via a Pico-Tip Emitter 360 µm OD × 20 µm ID; 10 mm tip (New Objective), and a spray voltage of 2.2 kV was applied. The capillary temperature was set at 300 °C. Full scan MS spectra with a mass range of 375–1500 *m*/*z* were acquired in profile mode in the Orbitrap with a resolution of 60000 FWHM using the quad isolation. The RF on the ion funnel was set to 40%. The filling time was set to a maximum of 100 ms with an AGC target of 4 × 10^5^ ions and 1 microscan. The peptide monoisotopic precursor selection was enabled, along with relaxed restrictions if too few precursors were found. The most intense ions (instrument operated for a 3 s cycle time) from the full scan MS were selected for MS2, using quadrupole isolation and a window of 1 Da. HCD was performed with a collision energy of 35%. A maximum fill time of 50 ms for each precursor ion was set. MS2 data were acquired with a fixed first mass of 120 *m*/*z* and acquired in the ion trap in Rapid scan mode. The dynamic exclusion list was set with a maximum retention period of 60 s and a relative mass window of 10 ppm. For the MS3, the precursor selection window was set to the range 400–2000 *m*/*z*, with an exclusion width of 18 *m*/*z* (high) and 5 *m*/*z* (low). The most intense fragments from the MS2 experiment were co-isolated (using Synchronus Precursor Selection = 8) and fragmented using HCD (65%). MS3 spectra were acquired in the Orbitrap over the mass range of 100–1000 *m*/*z*, and the resolution was set to 30,000 FWHM. The maximum injection time (IT) was set to 105 ms, and the instrument was set not to inject ions for all available parallelizable times. The Xcalibur v4.0 and Tune v2.1 were used to acquire and process raw data.

### Parallel reaction monitoring (PRM) for ubiquitin peptides

Ten peptides for quantification of ubiquitin-chain linkages and total ubiquitin (Supplementary Data 6) were selected from ref. ^64^, and their isotopically labeled version (heavy arginine (U-13C6; U-15N4) or lysine (U-13C6; U-15N2) at the C-term was added), synthesized by JPT Peptide Technologies GmbH (Berlin, Germany) as SpikeTides TQL quality grade. Lyophilized peptides were reconstituted in 20% (v/v) acetonitrile, 0.1% (v/v) formic acid to a final concentration of 0.05 nmol/μL and further pooled together in a ratio 1:1. The peptides mixture was used to make aliquots of 1 pmol/μL in 5% ACN in 50 mM AmBic and stored at −20°. To generate PRM assays, pooled peptides corresponding to ~100 fmol per peptide were digested using LysC and trypsin to cleave the Qtag similar to how described in “Sample preparation for total proteome and analysis of PTMs” with the only difference that 10% formic acid was used instead of 10% TFA for the peptides acidification before the desalting step. Peptides were resuspended at a final concentration of 2.5 fmol/μL and 1 μL was analyzed by both DDA and DIA LC-MS/MS and used for assay generation using Spectrodive v.11.10.2 (Biognosys AG, Schlieren, Switzerland).

For PRM measurements, digested peptides from brain and iNeurons samples were spiked before digestion with AQUA peptides at a concentration of 20 fmol for 1 µg of estimated protein extract, and separated using a nanoAcquity UPLC MClass system (Waters, Milford, MA, USA) with trapping (nanoAcquity Symmetry C18, 5 µm, 180 µm × 20 mm) and an analytical column (nanoE MZ HSS C18 T3 1.8 µm, 75 µm × 250 mm). The outlet of the analytical column was coupled directly to an Orbitrap Fusion Lumos (Thermo Fisher Scientific, Waltham, MA, USA) using the Proxeon nanospray source. Solvent A was water, 0.1% (v/v) formic acid, and solvent B was acetonitrile, 0.1% (v/v) formic acid. Peptides were eluted via the analytical column with a constant flow of 0.3 μL/min. During the elution step, the percentage of solvent B increased nonlinearly from 0% to 25% in 15 min, then from 25% to 50% in 1 min. Total run time was 30 min, including clean-up and column re-equilibration. PRM acquisition was performed in a scheduled fashion for the duration of the entire gradient using the “tMSn” mode with the following settings: resolution 120,000 FWHM, AGC target 3 × 10^6^, maximum IT 350 ms, isolation window 0.4 *m*/*z*. For each cycle, a “full MS” scan was acquired with the following settings: resolution 120,000 FWHM, AGC target 3 × 10^6^, maximum IT 10 ms, scan range 350–1650 *m/z*. Peak group identification was performed using SpectroDive and manually reviewed. Quantification was performed using a spike-in approach using the ratio between endogenous (light) and reference (heavy) peptides for absolute quantification. All the AQUA peptides for total ubiquitin and different types of linkages were quantified except K29.

### Immunoblot and dot-blots

iNeurons or mouse brains were lysed as described in “Sample preparation for total proteome and analysis of PTMs.” Protein concentration was estimated by Qubit assay (Invitrogen, Q33211), and 30 µg of protein was used. 4× loading buffer (1.5 M Tris pH 6.8, 20% (w/v) SDS, 85% (v/v) glycerin, 5% (v/v) β-mercaptoethanol) was added to each sample and then incubated at 95 °C for 5 min. For immunoblots, proteins were separated on 4–20% Mini-Protean® TGX™ Gels (BioRad, 4561096) by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) using a Mini-Protean® Tetra Cell system (BioRad, Neuberg, Germany, 1658005EDU). Proteins were transferred to a nitrocellulose membrane (Carl Roth, 200H.1) using a Trans-Blot® Turbo™ Transfer Starter System (BioRad, 1704150). For Dot blot, lysates were directly vacuumed on the nitrocellulose membrane using the Minifold®I Dot-Blot System, 96 Dots (Schleicher & Schuell, SRC-96/1). Membranes were stained with Ponceau S (Sigma, P7170-1L) for 5 min on a shaker (Heidolph Duomax 1030), washed with Milli-Q water, imaged on a Molecular Imager ChemiDocTM XRS + Imaging system (BioRad), and destained by 2 washes with PBS and 2 washes in TBST (Tris-buffered saline (TBS, 25 mM Tris, 75 mM NaCl), with 0.5% (v/v) Tween 20) for 5 min. After incubation for 5 min in EveryBlot blocking buffer (Biorad, 12010020), membranes were incubated overnight with primary antibodies against total ubiquitin conjugates (Enzo Life Sciences, FK2, BML-PW8810), SQSTM1 (Abcam, ab91526), ubiquitin lys48-Specific (MilliporeSigma, 05-1307), LC3 (Cell Signaling Technology, 2775) or α-tubulin (Sigma, T9026) diluted (1:1000) in enzyme dilution buffer (0.2% (w/v) BSA, 0.1% (v/v) Tween 20 in PBS) at 4 °C on a tube roller (BioCote® Stuart® SRT6). Membranes were washed three times with TBST for 10 min at room temperature and incubated with horseradish peroxidase-coupled secondary antibodies (Dako, P0448/P0447) at room temperature for 1 h (1:2000 in 0.3% (w/v) BSA in TBST). After three more washes for 10 min in TBST, chemiluminescent signals were detected using ECL (enhanced chemiluminescence) Pierce detection kit (Thermo Fisher Scientific, Waltham, MA, USA, #32109). Signals were acquired on the Molecular Imager ChemiDocTM XRS + Imaging system and analyzed using the Image Lab 6.1 software (Biorad). Membranes were stripped using stripping buffer (1% (w/v) SDS, 0.2 M glycine, pH 2.5), washed 3 times with TBST, blocked, and incubated with the second primary antibody, if necessary.

### Proteasome activity assay

Snap-frozen brain samples were thawed and transferred into 2.0 mL Eppendorf tubes containing PBS. The volume of PBS added was calculated based on an estimated protein content (5% of fresh tissue weight) to reach a 20 µg/µL concentration. Tissues were homogenized using a 5 mL douncer homogenizer, transferred to a new 1.5 mL Eppendorf tube and centrifuged at 17,000 × *g* for 1 min at 4 °C. Supernatants were then collected and aliquoted to new 1.5 mL Eppendorf tubes and stored at −80 °C. To 25 µL homogenates, 75 µL of 1X lysis buffer was added, which was supplied with the UBPBio’s Proteasome Activity Fluorometric Assay Kit II (Cat. # J4120). The homogenates were lysed by sonication in a Bioruptor Plus with high intensity for 60 s ON/30 s OFF at 4 °C for 5 cycles. The lysates were then transferred to a new 1.5 mL Eppendorf tube, and the protein concentration was measured using Nanodrop and Coomassie staining. Lysates corresponding to 50 µg of proteins were used to measure the chymotrypsin-like activity (CT-L) of the proteasome using Suc-LLVY-AMC fluorogenic peptides supplied with the kit as per the manufacturer’s protocol. The CT-L activity was determined as the difference between the activity of protein lysates and the residual activity of the lysate in the presence of 300 µM MG132 supplied with the kit. Fluorescence was measured in the kinetic mode at 37 °C for 30 min by TECAN kinetic analysis (excitation 360 nm, emission 460 nm, 1 min read interval) on a Safire II microplate reader (TECAN).

### RNA isolation for RNA-seq analysis

Individual brains from the mice were collected and snap-frozen in liquid nitrogen. On the day of the experiment, samples were thawed on ice, 1 mL of ice-cold Qiazol (Qiagen, 79306) reagent was added and transferred into Precellys® lysing kit tubes (Keramik-kit 1.4/2.8 mm, 2 mL (CKM)) Tissues were homogenized twice at 6000 rpm for 30 s using Precellys® 24 Dual (Bertin Instruments, Montigny-le-Bretonneux, France), transferred to new 2 mL Eppendorf tubes and then further processed using 1 mL syringes with 26 G needles. The RNA extraction was carried out according to the manufacturer’s instructions. RNA integrity number was checked at the end of the procedure. Samples were further processed by GENEWIZ from Azenta Life Sciences from the library preparation to the bioinformatic analysis. RNA-seq was performed using Illumina NovaSeq 2 × 150 bp sequencing, 10 M read pairs, and PolyA selection with ERCC spike-in.

### Data processing for mass spectrometry DIA data

Spectral libraries were created for the PTMs by searching DIA and/or DDA runs using Spectronaut Pulsar (18.2.33, Biognosys, Zurich, Switzerland), while the iNeurons proteome library was generated with Spectronaut Pulsar vr. 16.2.22, as referred to in Supplementary Table 1. The data were searched against species-specific protein databases with an appended list of common contaminants. The data were searched with the following modifications: carbamidomethyl (C) as fixed modification, and oxidation (M), acetyl (protein N-term), lysine di-glycine (K-ε-GG), phosphorylated tyrosine (T) and serine (S), and acetyl-lysine (K-Ac) as variable modifications for the respective PTMs enrichments. A maximum of 3 missed cleavages were allowed for K-Ac and K-ε-GG modifications, and 2 missed cleavages were allowed for phospho enrichment. Killifish MS data from ref. ^40^ were reanalyzed with the same Spectronaut version using the same settings. DIA PTMs data were searched against their respective spectral library using Spectronaut Professional (18.2.33, Biognosys, Zurich, Switzerland). The library search was set to a 1 % false discovery rate (FDR) at both protein and peptide levels. Data were filtered for Qvalue percentile of 0.2, and global imputation and true automatic normalization were applied. For the DIA proteome iNeurons data, no imputation was used, and local normalization was applied. Relative quantification was performed in Spectronaut for each pairwise comparison using the replicate samples from each condition using default settings. Candidates and report tables were exported from Spectronaut for downstream analysis. The liver and dietary intervention datasets were processed using direct-DIA search (library-free) using the parameters described in Supplementary Table 1. Tests for differential abundance were performed using an unpaired t-test between replicates. *P* values were corrected for multiple testing using the method described by Storey^107^ to obtain FDR-adjusted *P* values (*Q* values). Candidates and report tables were exported from Spectronaut and used for downstream analysis.

### Data processing for TMT-labeled samples

For the mouse brain proteome, TMT-10plex data were processed using ProteomeDiscoverer v2.0 (Thermo Fisher). Data were searched against the relevant species-specific fasta database (Uniprot database, Swissprot entry only, release 2016_01 for *Mus musculus*) using Mascot v2.5.1 (Matrix Science) with the following settings: enzyme was set to trypsin, with up to 1 missed cleavage. MS1 mass tolerance was set to 10 ppm and MS2 to 0.5 Da. Carbamidomethyl cysteine was set as a fixed modification, and oxidation of Methionine as a variable. Other modifications included the TMT-10plex modification from the quantification method used. The quantification method was set for reporter ions quantification with HCD and MS3 (mass tolerance, 10 ppm). The FDR for peptide-spectrum matches (PSMs) was set to 0.01 using Percolator^108^. Reporter ion intensity values for the PSMs were exported and processed with procedures written in R (v. 3.4.1), as described in ref. ^109^. Briefly, PSMs mapping to reverse or contaminant hits, or having a Mascot score below 15, or having reporter ion intensities below 1 x 10^3^ in all the relevant TMT channels were discarded. TMT channel intensities from the retained PSMs were then log2 transformed, normalized, and summarized into protein group quantities by taking the median value. At least two unique peptides per protein were required for the identification, and only those peptides with one missing value across all 10 channels were considered for quantification. Protein differential expression was evaluated using the limma package^110^. Differences in protein abundances were statistically determined using an unpaired Student’s *t*-test moderated by the empirical Bayes method. P values were adjusted for multiple testing using the Benjamini–Hochberg method (FDR, denoted as “Adj.*P*”)^111^. Proteins with adj *p* < 0.05 were considered as significantly affected.

### Modified peptide abundance correction

For each enrichment, PTM report tables were exported from Spectronaut. Correction factors were calculated using the aging proteome data to correct the quantities of modified peptides for underlying changes in protein abundance across the age groups compared. For each condition and protein group, the median protein quantity was calculated and then divided by the median protein quantity in the young age group. Each modified peptide was matched to the correction factor table by the protein identifier. If a modified peptide was mapped to 2 or more proteins, the correction factor was calculated using the sum of the quantities of these proteins. Further, the correction was carried out by dividing peptide quantities by the mapped correction factors and log2 transforming. Differences in peptide quantities were statistically determined using the *t*-test moderated by the empirical Bayes method as implemented in the R package limma^110^. The number and percentage of corrected sites for each dataset are reported in Supplementary Table 2.

### Data processing for RNA-Seq

Data processing was carried out by Azenta Life Sciences. In summary, Trimmomatic v.0.36 was used to trim sequence reads by removing potential adapter sequences and low-quality bases. The cleaned reads were then aligned to the Mus musculus GRCm38 reference genome from ENSEMBL using the STAR aligner v.2.5.2b. STAR, being a splice-aware aligner, identifies splice junctions and incorporates them to accurately map full-length reads. This alignment process generated BAM files. To quantify unique gene hit counts, featureCounts from the Subread package v.1.5.2 was employed. Counts were obtained based on the gene_id attribute in the annotation file, considering only uniquely mapped reads located in exon regions. For strand-specific libraries, read counting was performed accordingly. The resulting gene count matrix was used for downstream analysis of differential gene expression. DESeq2 was used to compare gene expression across user-defined sample groups. The Wald test was applied to calculate *p* values and log2 fold changes.

### GO enrichment analysis

Gene Set Enrichment Analysis (GSEA) was performed using the R package clusterProfiler^112^, using the function gseGO. Briefly, protein entries were mapped to the human gene name orthologues and given as input to the function to perform the enrichment. For the GO term ORA, the topGO R package was used.

### Alignment of ubiquitylated sites

To align ubiquitylated sites between killifish and mouse, proteins with at least one ubiquitylated site in killifish were chosen. A local alignment was conducted using protein BLAST (v2.12.0+)^113^ with default parameters between the killifish protein sequences (Nfu_20150522, annotation nfurzeri_genebuild_v1.150922) against the mouse Uniprot proteome (release 2021_04). The top 10 matches from the BLAST search were retrieved, and each modified lysine was placed into the local alignment to determine the corresponding position in the mouse protein. A specific lysine was deemed conserved if there was a lysine at the corresponding mouse position in at least one of the top 10 hits from the BLAST alignment. A ubiquitylation site was considered conserved if the same lysine mapped from killifish to mouse was also identified as ubiquitylated in the mouse dataset. The same approach was used to map mouse and killifish ubiquitylated residues onto the human proteome (release 2021_04).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The proteomics and sequencing data have been deposited with the following identifiers: Ubiquitylation of mouse brain aging: MSV000093686, Acetylation of mouse brain aging: MSV000093689, Phosphorylation of mouse brain aging: MSV000093687, Whole proteome mouse brain aging: MSV000093690, RNA-seq mouse brain aging: GSE253375, AQUA-PRM ub-chains brain aging mouse: MSV000093996, Ubiquitylation of mouse liver aging: MSV000096232, Whole proteome mouse liver aging: MSV000096231, Ubiquitylation in iNeurons: MSV000093691, Whole proteome iNeurons: MSV000093693, AQUA-PRM ub-chains iNeurons: MSV000096233, Ubiquitylation mouse brain dietary intervention: MSV000096229, Whole proteome mouse brain dietary intervention: MSV000096226. Source data are provided with this paper.

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6
**Supplement:** Supplementary file 1 — Supplementary Information

# **Aging and diet alter the protein ubiquitylation landscape in the mouse brain**

Antonio Marino\*, Domenico Di Fraia\* *et al.*

## **Supplementary Information**

The PDF file includes:

**Supplementary Figures S1 to S9**

**Supplementary Tables 1 and 2**

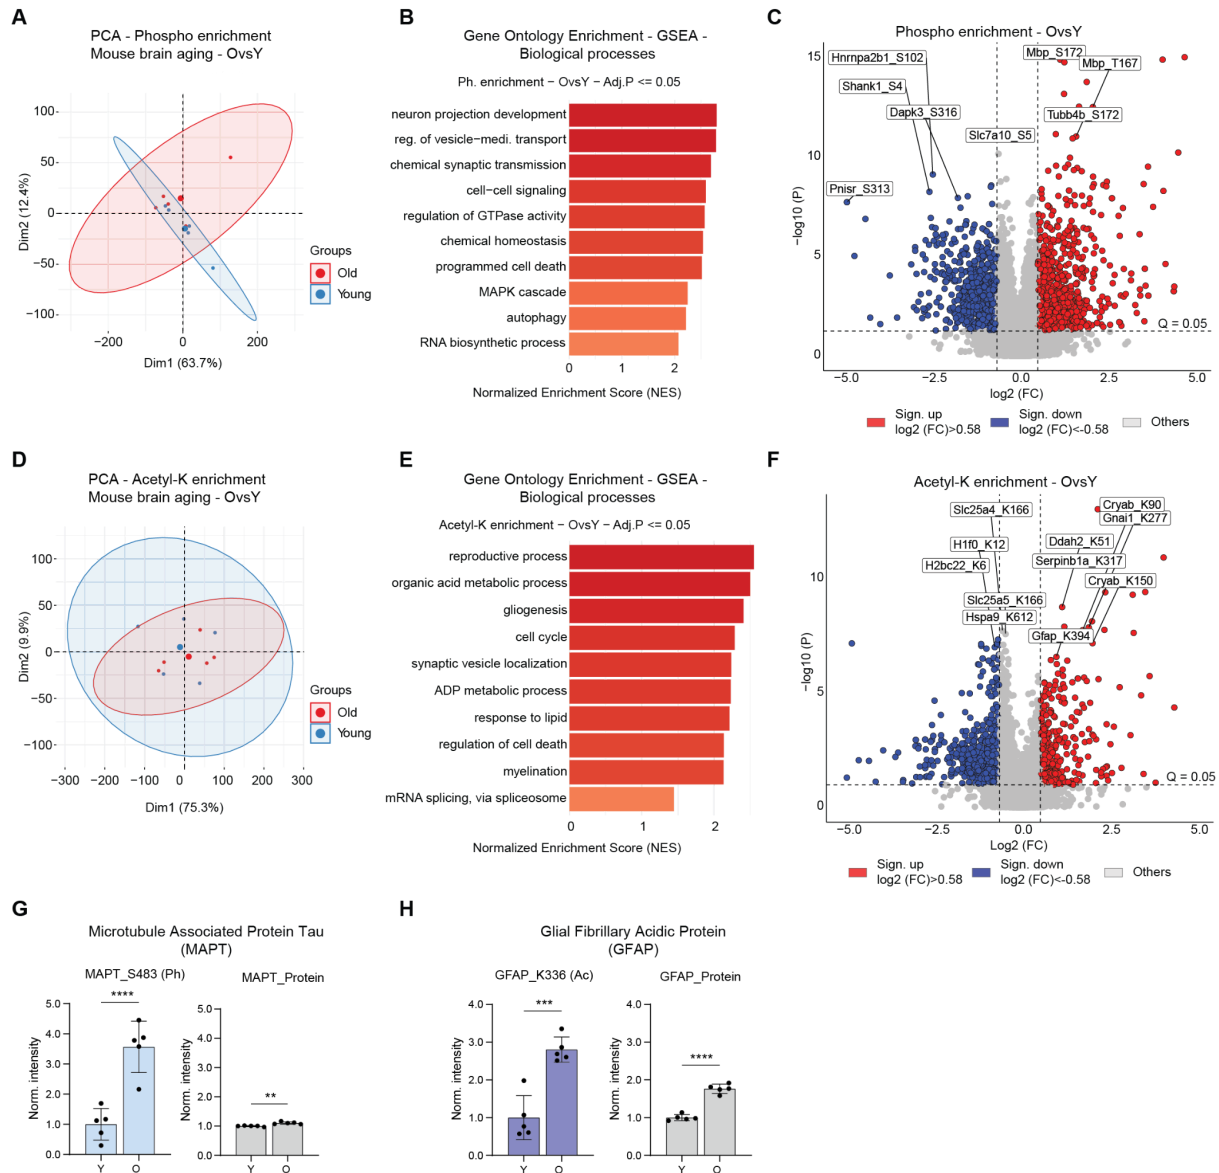

**Figure S1. Phosphorylation and acetylation characterization in the mouse aging brain**

A) PCA based on phosphorylated peptide abundances from mouse brains. Ellipses represent 95% confidence intervals. The percentage of variance explained by each principal component is indicated (N=5, biological replicates). B) Gene set enrichment analysis (GSEA) for phosphorylated peptides affected by aging based on GO biological process terms (Adj.P<0.05, weighted Kolmogorov–Smirnov test). C) Volcano plot for phospho-enrichment in mouse brain aging (N=5). D) PCA based on acetylated peptide abundances from mouse brains. Ellipses represent 95% confidence intervals. The percentage of variance explained by each principal component is indicated (N=5, biological replicates). E) Gene set enrichment analysis (GSEA) for acetylated peptides affected by aging based on GO biological process terms (Adj.P<0.05, weighted Kolmogorov–Smirnov test). F) Volcano plot for acetyl-enrichment in mouse brain aging (N=5, biological replicates). G) Changes of MAPT phosphorylation and protein levels during aging (N=5, biological replicates, Q values from Spectronaut differential abundance analysis, data shown as averages  $\pm$  SD). H) Changes of GFAP

acetylation and protein levels during aging (N=5, biological replicates, Q values from Spectronaut differential abundance analysis, data shown as averages  $\pm$  SD). \*Q / Adj.P  $\leq$  0.05; \*\*Q / Adj.P  $\leq$  0.01, \*\*\*Q / Adj.P  $\leq$  0.001, \*\*\*\*Q / Adj.P  $\leq$  0.0001.

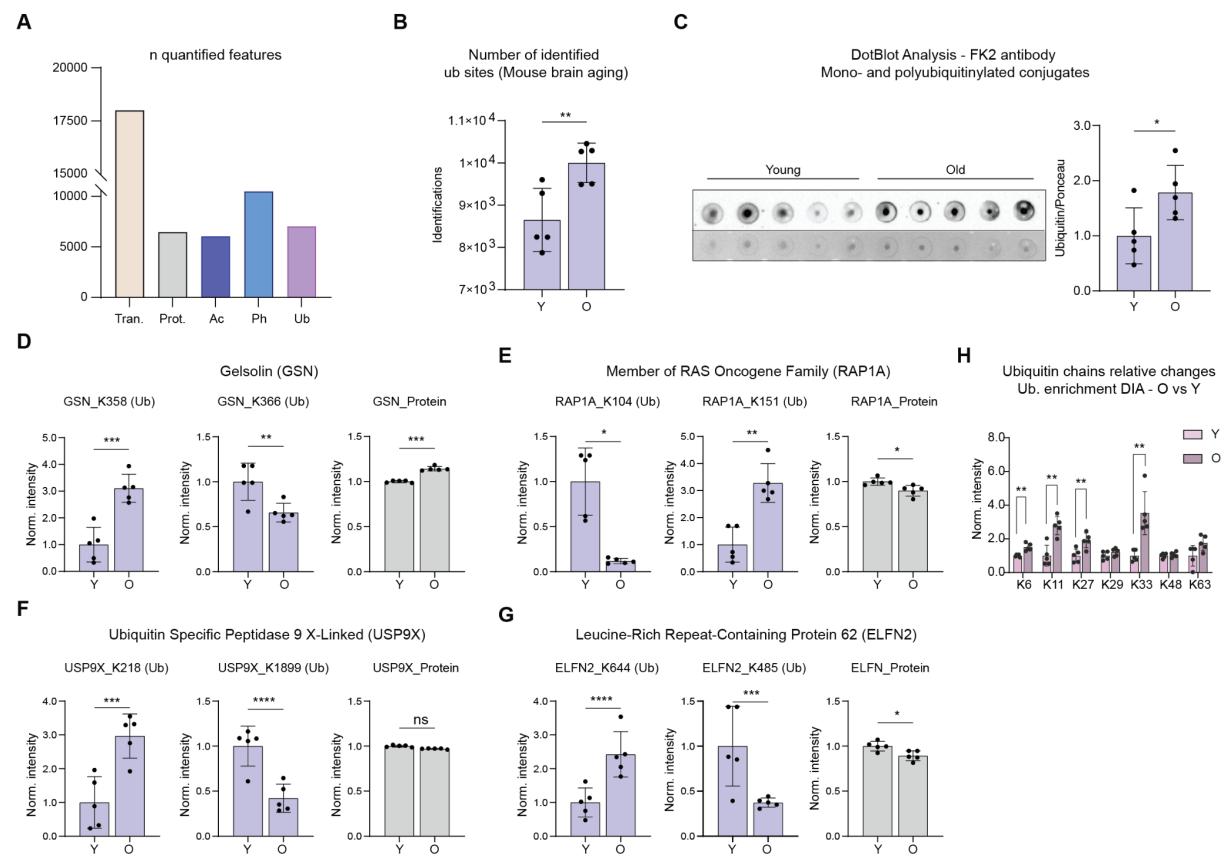

**Figure S2. Changes in ubiquitylation in mouse brain aging**

A) Total number of quantified features in each dataset. B) Barplots showing the numbers of identified ubiquitylated sites in the different age groups (N=5, biological replicates, unpaired *t*-test). C) Dot blot for total ubiquitin conjugates and free ubiquitin in young and old mouse brain lysates (N=5, biological replicates, unpaired *t*-test). D-G) Examples of proteins showing age-related changes of ubiquitylation (N=5, biological replicates, Q values from Spectronaut differential abundance analysis, data shown as averages  $\pm$  SD). H) Ubiquitin chains intensity in old and young mice brains measured by DIA mass spectrometry following K- $\epsilon$ -GG enrichment (N=5, biological replicates, unpaired *t*-test, data shown as averages  $\pm$  SD). Source data are provided as a Source Data file. Specific p values are listed in Supplementary Data 8. \*Q / Adj.P  $\leq$  0.05; \*\*Q / Adj.P  $\leq$  0.01, \*\*\*Q / Adj.P  $\leq$  0.001, \*\*\*\*Q / Adj.P  $\leq$  0.0001.

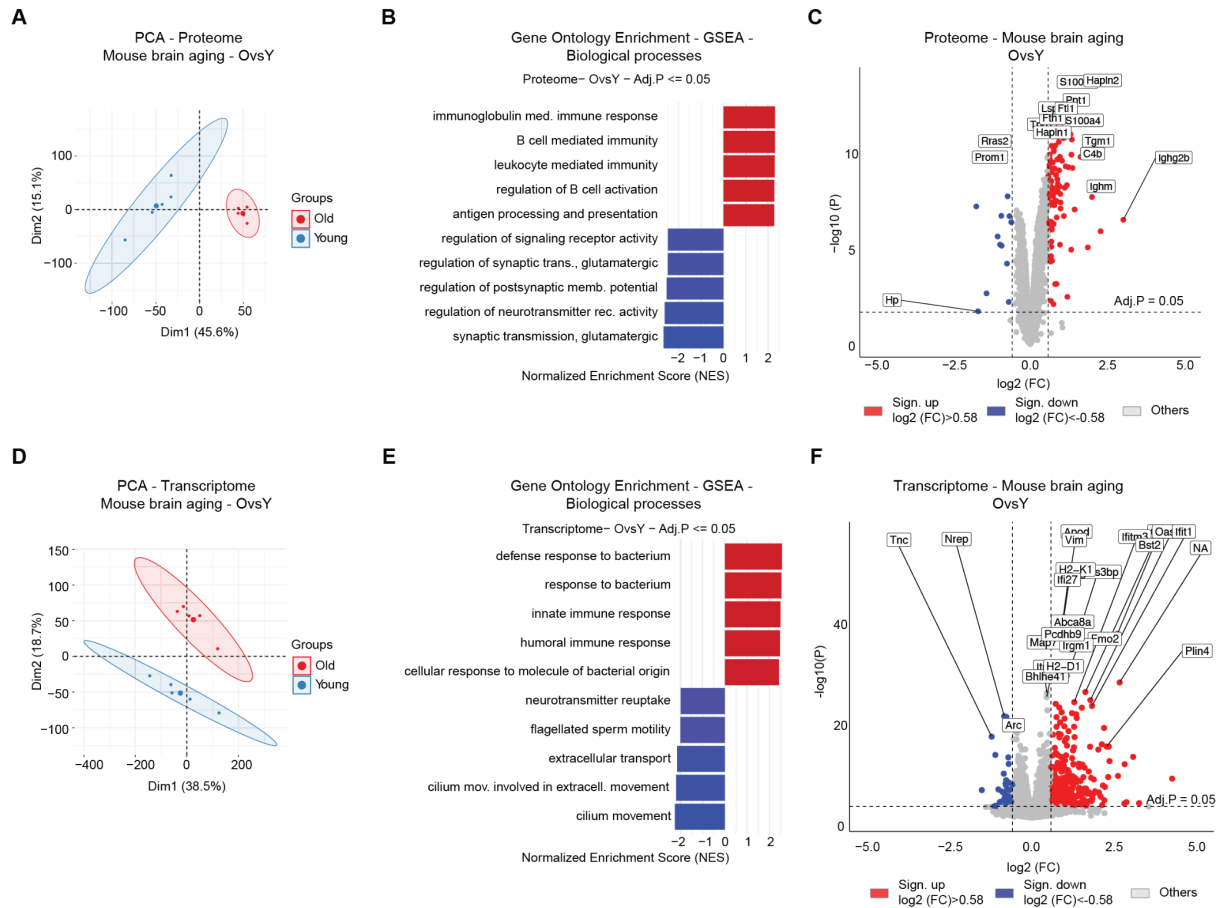

**Figure S3. Changes in whole proteome and transcriptome in mouse brain aging**

A) PCA based on total proteome data. Ellipses represent 95% confidence intervals. The percentage of variance explained by each principal component is indicated (N=5, biological replicates). B) Gene set enrichment analysis (GSEA) for proteins affected by aging based on GO biological process terms (Adj.P<0.05, weighted Kolmogorov–Smirnov test). C) Volcano plot for proteome in mouse brain aging (N=5, biological replicates). D) PCA based on transcriptome data. 

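A PCA of log2 CPM over the 18492 tested transcripts, each scaled to unit variance, was computed for 5 young and 4 old mice. PC1 held 26.6% of the variance, and 98.7% of the variance of its scores lay between the age groups (exact permutation test, two-sided p = 0.00794, adjusted p = 0.024 over 3 components). PC1 scores were -58.7 ± 10.4 in young (SD, n = 5) and 73.4 ± 5.7 in old mice (SD, n = 4). PC2 held 13.8% and PC3 12.7% of the variance, and neither differed between the ages (share between ages 0.51% and 0.021%, exact permutation test, adjusted p = 0.99 for both). On log2(TPM + 1) the share of the PC1 variance between the ages was 0.17 (exact permutation test, adjusted p = 0.42), and PC2 carried the difference in age with a share of 0.80 (adjusted p = 0.048).

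**Figure D2:**
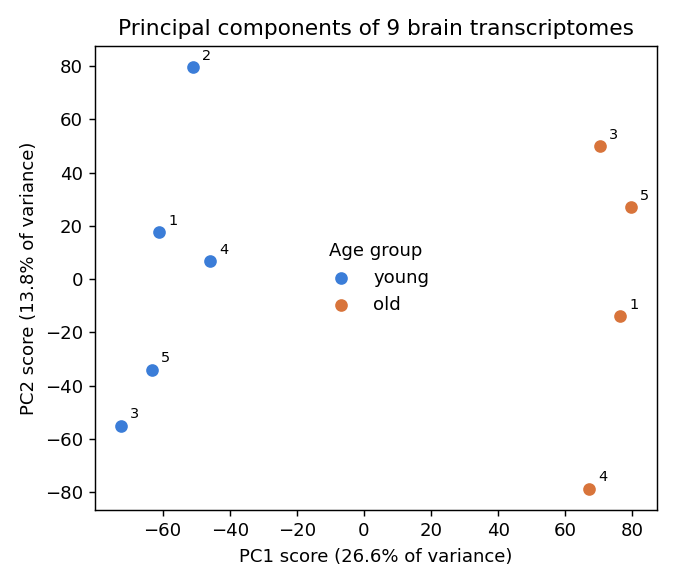
PC1 and PC2 scores of the 9 brain transcriptomes from log2 CPM. Each point is a mouse, numbered by replicate and coloured by age group. The young mice lie between -72.4 and -45.9 and the old mice between 67.2 and 79.6 on PC1.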

Ellipses represent 95% confidence intervals. The percentage of variance explained by each principal component is indicated (N=5, biological replicates). 

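In the microglia and complement list, 17 of 43 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test (24 when adjusted over the list alone) and no gene was lower in old brain. In the reactive astrocyte list these numbers were 14 and 19 of 21 genes. The complement gene C4b (chromosome 17, 34728380 to 34743882 in GRCm38) was at 42.6 ± 34.0 CPM in young (SD, n = 5 mice) and 298 ± 30.8 CPM in old brain (SD, n = 4), a log2 fold change of 2.78 (standard error 0.46, adjusted p = 0.0099, edgeR). Over the alternatives its adjusted p reached 0.064, with the replicate number as a block. Its paralog C4a may share reads with it. The spread in the young mice came from young replicate 4, at 103 CPM, and without this mouse the log2 fold change was 3.44. C3 had a log2 fold change of 2.50 (standard error 0.24, adjusted p = 0.00015, edgeR). Of the immunoglobulin genes, 4 had enough counts to be tested. Igkc showed the largest rise of these 4, at a log2 fold change of 4.40 (standard error 0.95, adjusted p = 0.026, edgeR), from 1 to 6 counts per young and 15 to 222 counts per old mouse. In 6 of the 9 fits that each left out 1 mouse, its adjusted p was over 0.05 (up to 0.065), and over the other alternatives it ranged from 6.5e-06 to 0.089. Genes of the motile cilium had a median log2 fold change of -0.19 over 50 genes (camera, adjusted p = 4.5e-05), with 40 genes lower in old brain. Under fry this list had an adjusted p of 0.078.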

E) Gene set enrichment analysis (GSEA) for transcripts affected by aging based on GO biological process terms (Adj.P<0.05, weighted Kolmogorov–Smirnov test). F) Volcano plot for transcriptome in mouse brain aging (N=5, biological replicates).

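The 19 genes labelled in Fig. S3F were tested in 5 young and 4 old mice. All 19 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, both over all genes and when adjusted over the list alone. Since they were labelled from a comparison that includes these mice, the list is not independent evidence. Expression was higher in old brain for 16 and lower for 3, and 16 passed the fold change threshold too. Pcdhb9 (chromosome 18, 37400855 to 37403909 in GRCm38) had the lowest p, at 11.2 ± 0.80 CPM in young (SD, n = 5) and 23.1 ± 1.54 CPM in old mice (SD, n = 4), a log2 fold change of 1.03 (standard error 0.073, adjusted p = 5.7e-07, edgeR). It belongs to a cluster of protocadherin paralogs that may share reads. The interferon-induced Ifi27 (chromosome 12, 103434211 to 103440239) had a log2 fold change of 0.81 (standard error 0.059, adjusted p = 5.7e-07, edgeR) and the transporter gene Abca8a (chromosome 11, 110025634 to 110095978) one of 1.16 (standard error 0.083, adjusted p = 5.7e-07, edgeR). The lower genes were Tnc (log2 fold change -1.30, standard error 0.13), Nrep (-0.88, standard error 0.099) and Arc (-0.45, standard error 0.052). Tnc overlaps a gene on the opposite strand. Map7 (0.43) and Bhlhe41 (0.45), each overlapped by a gene on the opposite strand, also stayed within the fold change threshold, and on the TPM scale their adjusted p was over 0.05. Beyond the labelled genes and those of the complement and immunoglobulins, the largest rises among genes with a log2 CPM of at least 1 and no overlap between the ages were in the pseudogene Fbxw23 (2.63, standard error 0.22, adjusted p = 2.1e-06, edgeR) and in Gpnmb (2.52, standard error 0.45, adjusted p = 0.013, edgeR). After Tnc, the largest falls were in Chst3 (-1.15), Usp43 (-1.05), Cyp11a1 (-0.96) and Chodl (-0.90), with adjusted p of 6.8e-05, 0.0013, 0.0020 and 0.0016 (edgeR). Usp43 overlaps a gene on the opposite strand, and Cyp11a1 one on its own strand. Plin4, labelled in Fig. S3F and overlapped on the opposite strand, rose by 2.29 (standard error 0.32, adjusted p = 0.0050, edgeR).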

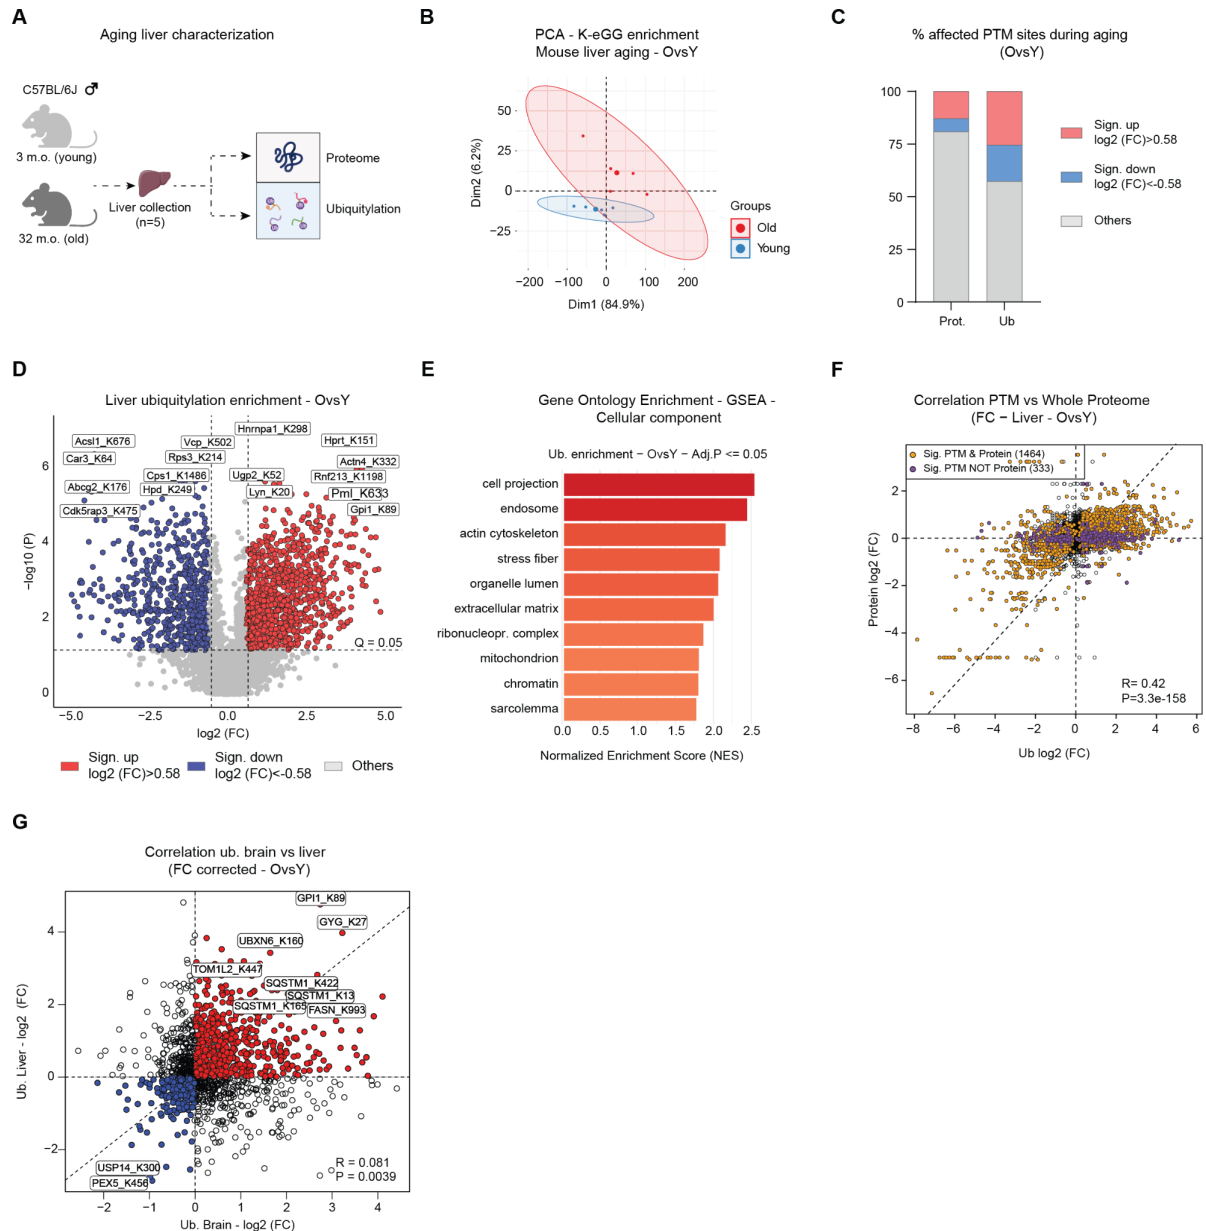

**Figure S4. Changes in ubiquitylation in mouse liver aging**

A) Scheme of the approach used to characterize changes of protein ubiquitylation in mouse liver aging (3 vs. 32 months old, N=5, biological replicates, males, C57BL/6J, one replicate in the proteome dataset was omitted following quality control assessment). Created in BioRender. Ori, A. (2025) <https://BioRender.com/2947h3v>. B) PCA plot based on ubiquitylated peptides' abundances. Ellipses represent 95% confidence intervals. The percentage of variance explained by each principal component is indicated (N=5, biological replicates). C) Percentage of significantly affected proteins, or ubiquitylated peptides (Q<0.05 from Spectronaut differential abundance analysis and absolute  $\log_2(FC)$ >0.58). D) Volcano plot for ubiquitin enrichment in mouse liver aging (N=5, biological replicates). E) Gene set enrichment analysis (GSEA) for ubiquitylated peptides affected by aging based on GO cellular component terms (Adj.P<0.05, weighted Kolmogorov–Smirnov test). F) Scatterplot illustrating the relationship between fold changes in protein abundance and corresponding ubiquitylated peptide levels with age. Proteins showing significant

age-related changes at both the total protein and ubiquitylated peptide level ( $Q < 0.05$ ) are highlighted in orange. Proteins with significant changes in ubiquitylation only (protein  $Q \geq 0.05$  and ubiquitylated peptide  $Q < 0.01$ ) are shown in purple. Q values from Spectronaut differential abundance analysis. Two-sided Pearson's correlation test. G) Scatterplot showing the correlation between ubiquitylated peptide abundance changes with age in the brain (x-axis) and liver (y-axis). Ubiquitylated peptide levels were corrected for protein abundance changes. Two-sided Pearson's correlation test.

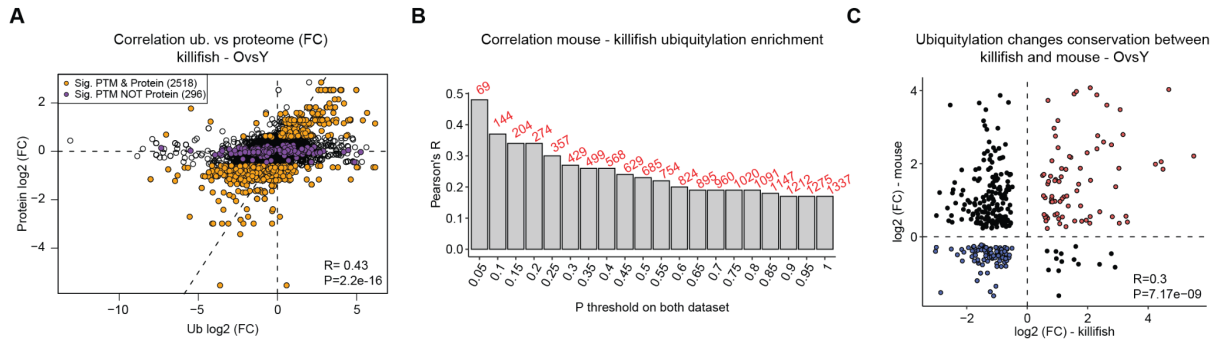

**Figure S5. Age-related ubiquitylation changes comparison between killifish and mouse**

A) Scatterplot illustrating the relationship between fold changes in protein abundance and corresponding ubiquitylated peptide levels with age. Proteins showing significant age-related changes at both the total protein ( $Q < 0.05$  and absolute  $\log_2(FC) > 0.58$ ) and ubiquitylated peptide level ( $Q < 0.05$ ) are highlighted in orange. Proteins with significant changes in ubiquitylation only (protein  $Q \geq 0.05$  and ubiquitylated peptide  $Q < 0.01$ ) are shown in purple ( $N = 4$  for young and  $N = 3$  for old killifish, biological replicates). Q values from Spectronaut differential abundance analysis. Two-sided Pearson's correlation test. B) Barplot illustrating the correlation between ubiquitylated peptide abundance changes in mouse and killifish based on different P value thresholds. The red numbers indicate the number of conserved ubiquitylation sites that pass the indicated P value threshold. C) Scatterplot showing the relationship between ubiquitylated peptide abundance changes with age in killifish (x-axis) and mouse (y-axis) brain. Conserved sites that show increased or decreased ubiquitylation with age in both species ( $P < 0.25$ , limma's empirical Bayes moderated t-test) are highlighted in red and blue, respectively. Ubiquitylated peptide levels were corrected for protein abundance changes. Two-sided Pearson's correlation test.

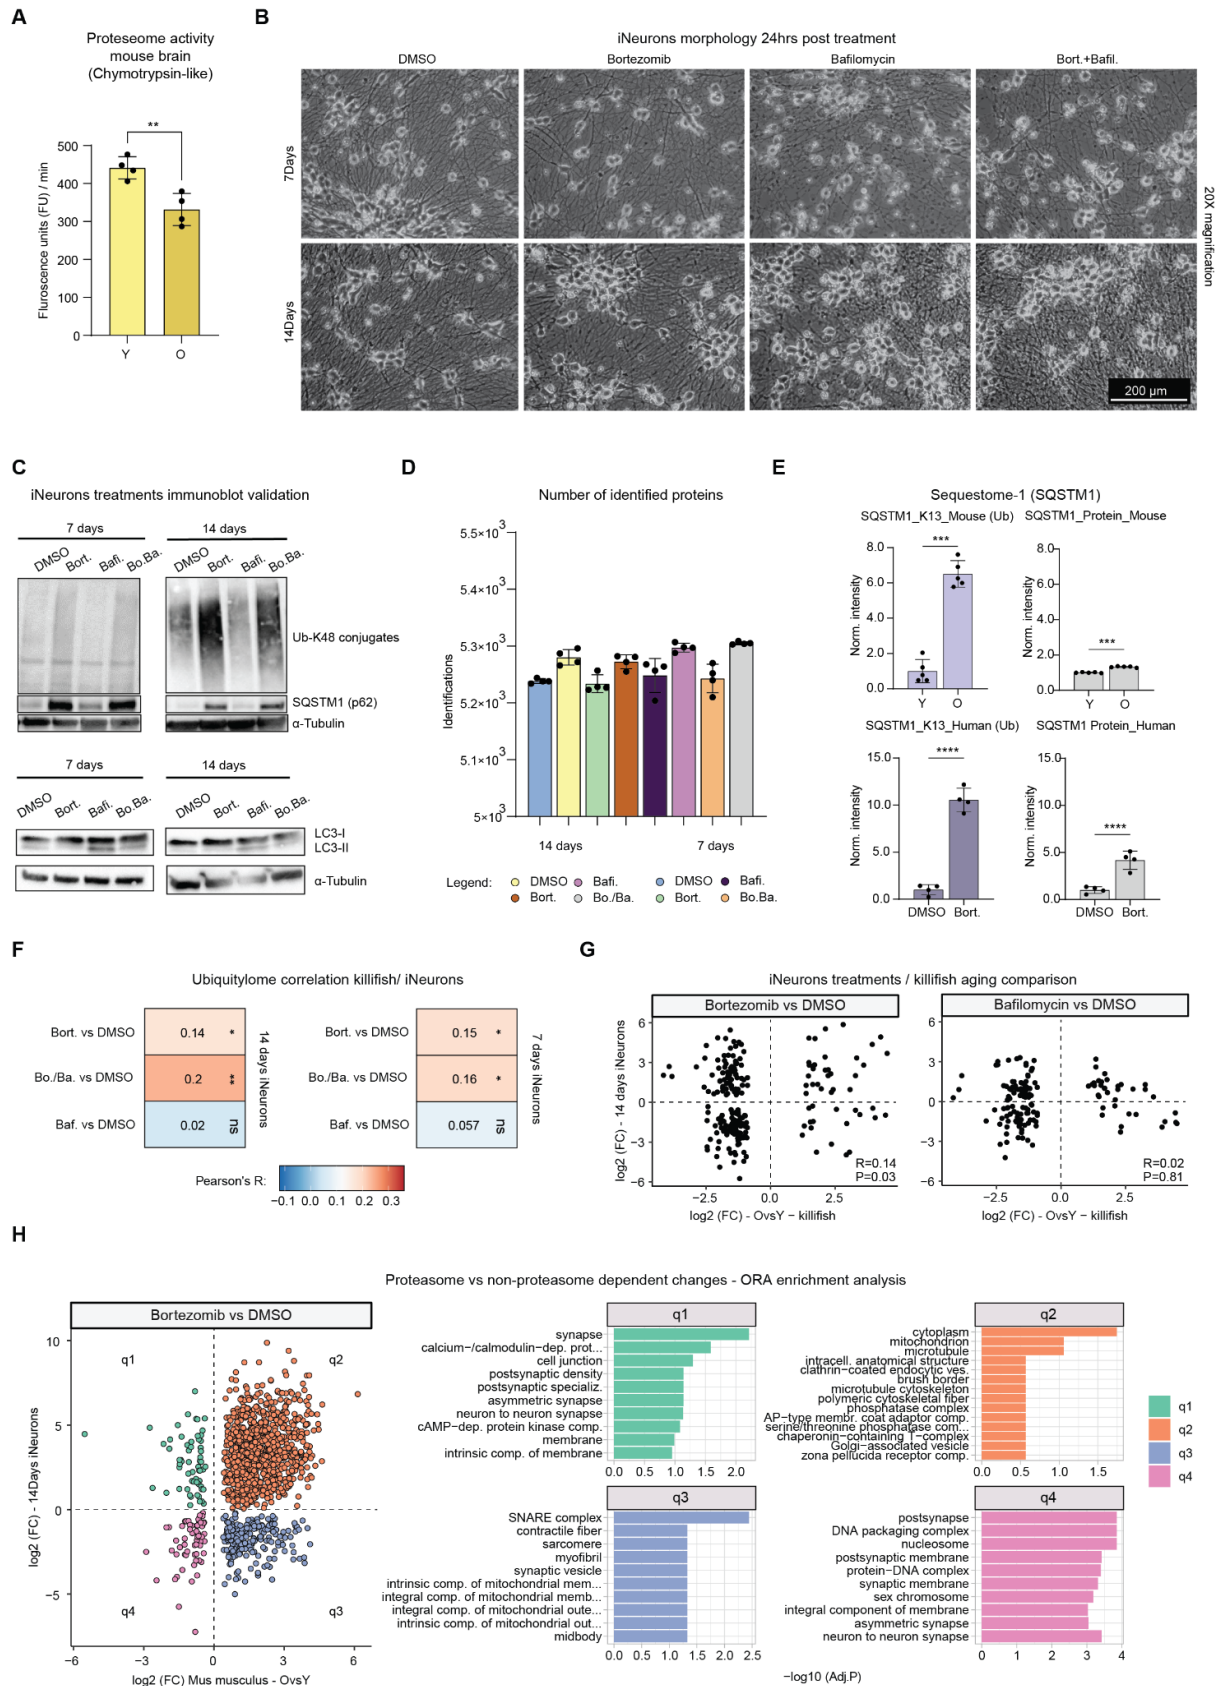

**Figure S6. Proteasome inhibition in iNeurons and comparison with the aging datasets.**

A) Proteasome chymotrypsin-like activity in mouse brain lysates from young and old mice (N=4, biological replicates, unpaired *t*-test). B) Representative pictures of 7 days and 14 days iNeurons morphology 24 hours post-treatment (20X magnification, scale 200  $\mu$ m). C) Immunoblots for K48 ubiquitin chains and LC3-II/LC3-I. Representative blots from N=3 biological replicates. D) Barplots showing the number of identified proteins in global proteome profiling of treated iNeurons. Data are shown as averages  $\pm$  SD. E) Quantification of SQSTM1 (p62) ubiquitylation during aging in mouse brain (light purple) and upon proteasome inhibition in 14 days iNeurons (dark purple). Changes in total SQSTM1 protein level are shown in gray (N=5 for mouse and N=4 for iNeurons, biological replicates, Q values from Spectronaut for ubiquitylation and in Neurons proteome, Adj. P from limma's empirical Bayes moderated *t*-test for mouse proteome, data shown as averages  $\pm$  SD). F) Correlation between changes of ubiquitylation observed during killifish brain aging and 14 days iNeurons treated with bortezomib or bafilomycin ( $P < 0.05$  in both datasets, two-sided Pearson's correlation test). G) Scatterplot comparing ubiquitylation changes observed in killifish brain aging and 14 days iNeurons treated with bortezomib (left panel) or bafilomycin (right panel) ( $P < 0.05$  in both datasets, two-sided Pearson's correlation test). H) Left: scatterplot comparing ubiquitylation changes observed in mouse brain aging and 14 days iNeurons treated with bortezomib ( $P < 0.05$  in both datasets). Same figure panel as Fig. 3H upper panel, reproduced here for orientation of the GO enrichment analysis. Right: GO over-representation analysis for each quadrant (q1:q4) of the scatterplot shown on the left. Analysis based on GO cellular component terms. Top 10 terms with  $P < 0.05$  (Fisher's Exact Test) for each quadrant are reported. Source data are provided as a Source Data file. Specific *p* values are listed in Supplementary Data 8. \*Q / Adj.P  $\leq 0.05$ ; \*\*Q / Adj.P  $\leq 0.01$ , \*\*\*Q / Adj.P  $\leq 0.001$ , \*\*\*\*Q / Adj.P  $\leq 0.0001$ .

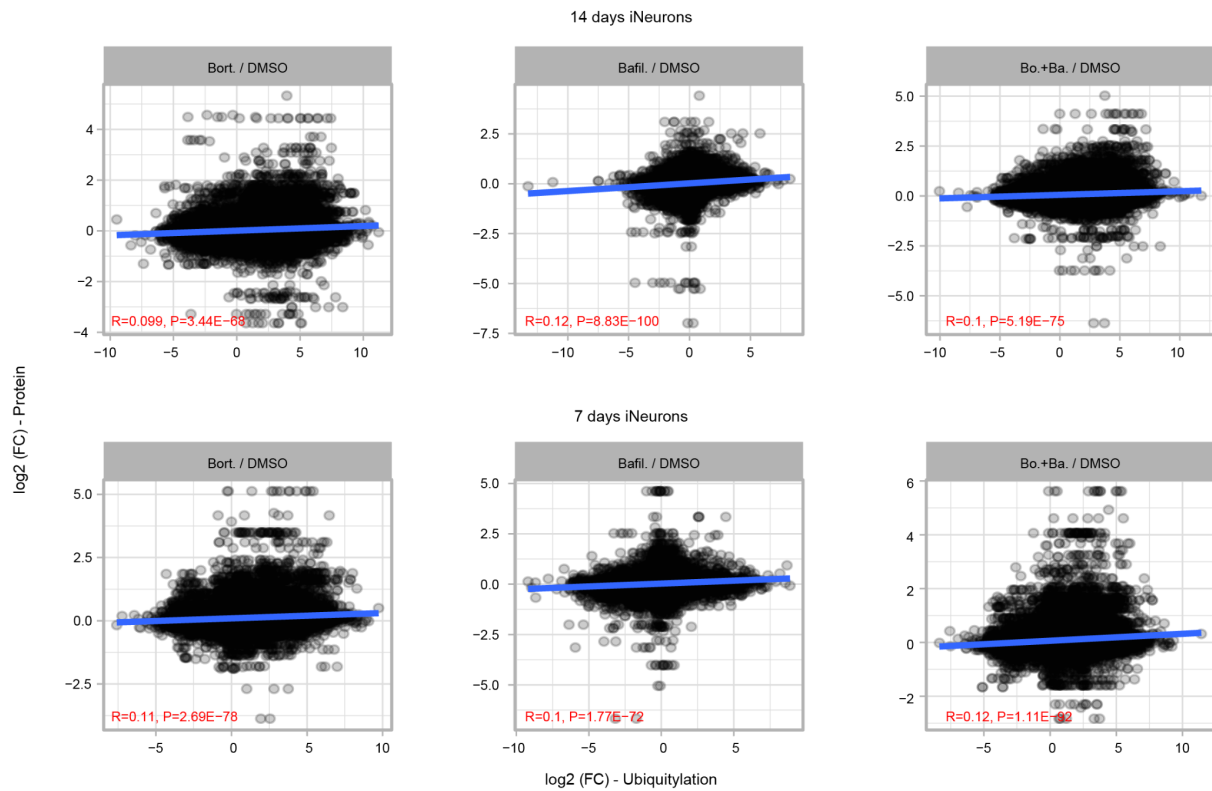

**Figure S7. Correlation of protein abundance and ubiquitylation changes in iNeurons**

Scatter plots comparing protein and ubiquitylated peptide abundance changes in iNeurons treated with bortezomib (Bort.), bafilomycin (Bafil.) or a combination of both drugs (Bo. + Ba.). Two-sided Pearson's correlation test (N=4, biological replicates).

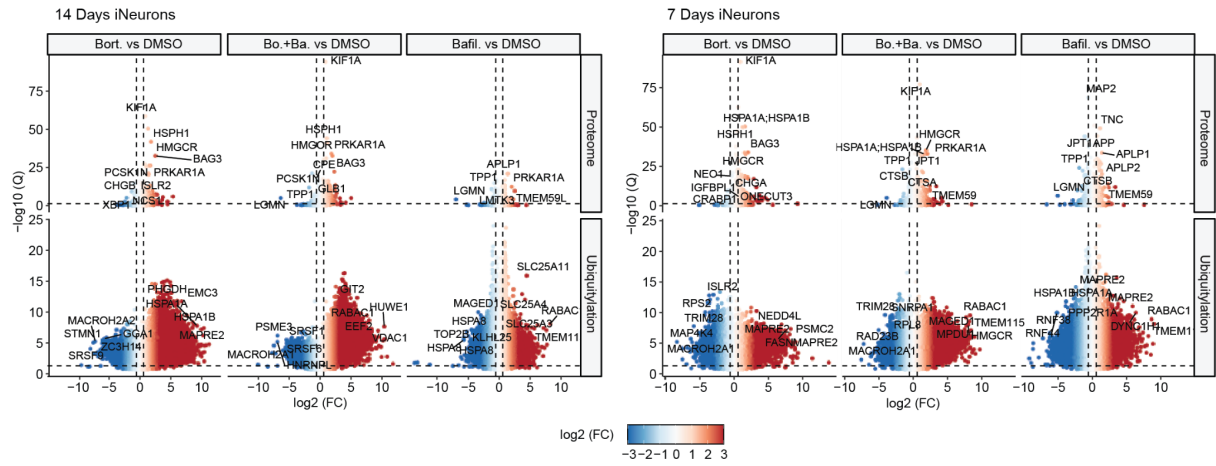

**Figure S8. Protein abundance and ubiquitylation changes in iNeurons**

Volcano plots depicting changes in protein (upper panels) and ubiquitylated peptide abundance in iNeurons treated with bortezomib (Bort.), bafilomycin (Bafil.) or a combination of both drugs (Bo. + Ba.). Horizontal dashed line shows  $Q=0.05$  while vertical lines show  $\log_2(FC) = -0.58$  or  $0.58$  ( $N=4$ , biological replicates,  $Q$  values from Spectronaut differential abundance analysis).

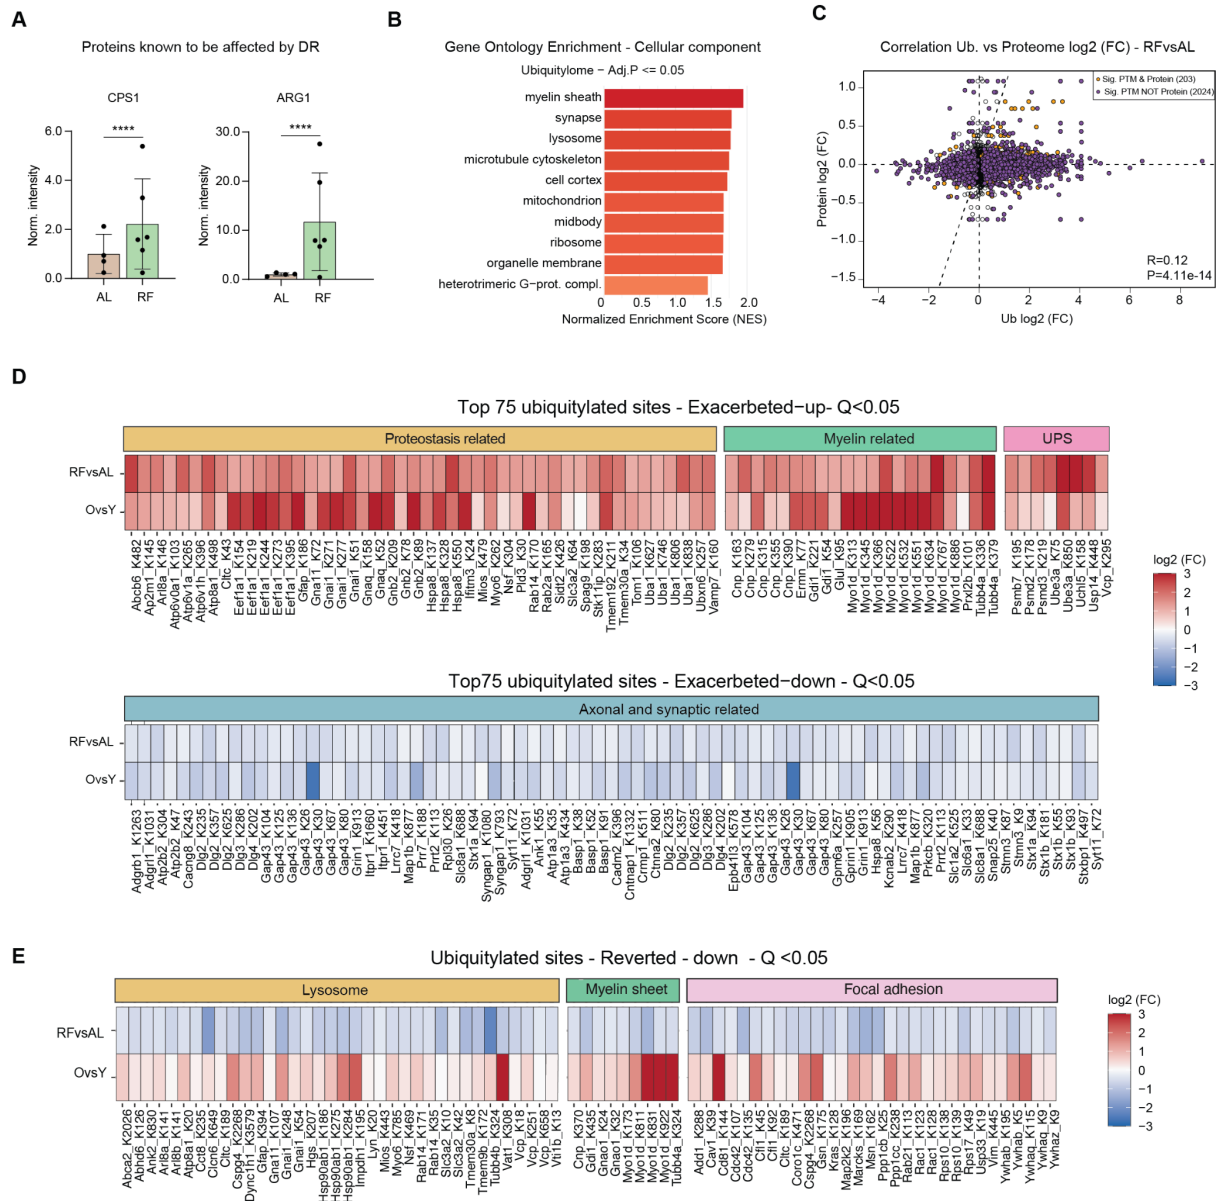

**Figure S9. Effect of dietary intervention on proteome and ubiquitylome of old mice**

A) CPS1 and ARG1 protein level changes upon re-feeding (RF) compared to the ad-libitum (AL) fed mice (N=4 for AL mice, N=6 for RF mice, biological replicates, Q values from Spectronaut, data shown as averages  $\pm$  SD). B) Gene set enrichment analysis (GSEA) for ubiquitylated peptides affected by dietary intervention based on GO cellular component terms (Adj.P<0.05, weighted Kolmogorov–Smirnov test). C) Scatterplot illustrating the relationship between fold changes in protein abundance and corresponding ubiquitylated peptide levels following dietary intervention in old mice. Proteins showing significant age-related changes at both the total protein (Q<0.05 and absolute log<sub>2</sub> (FC)>0.58) and ubiquitylated peptide level (Q<0.05) are highlighted in orange. Proteins with significant changes in ubiquitylation only (protein Q $\geq$ 0.05 and ubiquitylated peptide Q<0.01) are shown in purple (N=4 for AL mice, N=6 for RF mice, biological replicates). Q values from Spectronaut differential abundance analysis. Two-sided Pearson's correlation test. D) Heatmap highlighting age-related changes in ubiquitylation that are exacerbated by dietary intervention (Q<0.05 in response to dietary

intervention and  $\text{Adj.P} < 0.05$  in response to aging and same  $\log_2$  (FC)). Top 75 affected ubiquitylation sites (ranked according to fold change) displaying increased (top) or decreased (bottom) abundance are shown. E) Heatmap highlighting age-related changes in ubiquitylation that are reverted by dietary intervention ( $Q < 0.05$  in response to dietary intervention and of opposite  $\log_2$  (FC) in response to aging). \* $Q / \text{Adj.P} \leq 0.05$ ; \*\* $Q / \text{Adj.P} \leq 0.01$ , \*\*\* $Q / \text{Adj.P} \leq 0.001$ , \*\*\*\* $Q / \text{Adj.P} \leq 0.0001$ .

**Supplementary Table 1: MS data used for library generation on Spectronaut Software.**

| <b><i>Dataset</i></b>   | <b><i>Data used for the library</i></b> | <b><i>Library size</i></b>                 |
|-------------------------|-----------------------------------------|--------------------------------------------|
| Ubiquitin- Mouse        | DIA / DDA                               | 41949 modified peptides<br>(5950 proteins) |
| Ubiquitin- iNeurons     | DIA / DDA                               | 69359 modified peptides<br>(7374 proteins) |
| Phosphorylation - Mouse | DIA                                     | 40711 modified peptides<br>(3630 proteins) |
| Acetylation - Mouse     | DIA / DDA                               | 28952 modified peptides<br>(4451 proteins) |
| iNeu Proteome           | DIA                                     | 6165 proteins                              |

**Supplementary Table 2: Number of corrected ubiquitylation sites using total proteome abundance.**

| <b>Dataset</b>             | <b>Total n. of sites</b> | <b>% corrected using proteome</b> | <b>Sites not corrected<br/>(reference protein<br/>not detected)</b> |
|----------------------------|--------------------------|-----------------------------------|---------------------------------------------------------------------|
| Ubiquityl. mouse brain     | 6683                     | 95.5%                             | 307                                                                 |
| Ubiquityl. mouse liver     | 3779                     | 89.0%                             | 415                                                                 |
| Ubiquityl. killifish brain | 3133                     | 94.7%                             | 166                                                                 |

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Proteomics (global, ubiquitylation, phosphorylation, and acetylation) and transcriptomics changes in mouse brain aging. Related to Figure 1 and Supplementary Figs. 1, 2, and 3.

**File Name:** Supplementary Data 2

**Description:** Proteomics (global and ubiquitylation) and transcriptomics changes in mouse liver aging. Related to Supplementary Fig. 4.

**File Name:** Supplementary Data 3

**Description:** Mouse and killifish ubiquitylated sites alignment and age-related ubiquitylation changes upon correction for protein abundance. Related to Figure 2 and Supplementary Fig. 5.

**File Name:** Supplementary Data 4

**Description:** Proteome and ubiquitylome changes induced in iNeurons by bafilomycin and bortezomib treatment. Related to Figure 3 and Supplementary Fig. 6, 7 and 8.

**File Name:** Supplementary Data 5

**Description:** Human (iNeurons), mouse and killifish ubiquitylated sites alignment and ubiquitylation changes upon correction for protein abundance. Neurodegeneration-associated genes are annotated. Related to Figure 3 and Supplementary Fig. 6.

**File Name:** Supplementary Data 6

**Description:** Absolute quantification of ubiquitin-chain linkages using AQUA-PRM in mouse brain aging and iNeurons treatments. Related to Figure 4.

**File Name:** Supplementary Data 7

**Description:** Proteome and ubiquitylome changes induced by dietary intervention in old mice. Related to Figure 5 and Supplementary Fig. 9

**File Name:** Supplementary Data 8

**Description:** List of specific p-values. Related to all Figures.

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection ImageLab 6.1.0, ZEN 3.2, The Xcalibur v4.0

Data analysis Spectronaut Pulsar 18.2.33, Spectrodiver 11.12.23, R studio 4.1, ImageLab 6.1.0, Graphpad Prism 9.0.2, Tune v2.1, ProteomeDiscoverer v2.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The proteomic data have been deposited and released on <https://massive.ucsd.edu> with these identifiers:

Dataset and Accession ID:

Ubiquitylation mouse brain aging:

MSV000093686

Acetylation mouse brain aging:  
MSV000093689Phosphorylation mouse brain aging:  
MSV000093687Whole proteome mouse brain aging:  
MSV000093690AQUA-PRM ub-chains brain aging mouse:  
MSV000093996Ubiquitylation mouse liver aging:  
MSV000096232Whole proteome mouse liver aging:  
MSV000096231Ubiquitylation iNeurons:  
MSV000093691Whole proteome iNeurons:  
MSV000093693AQUA-PRM ub-chains iNeurons:  
MSV000096233Ubiquitylation mouse brain dietary intervention:  
MSV000096229Whole proteome mouse brain dietary intervention:  
MSV000096226The RNA-seq mouse brain aging data have been deposited on <https://www.ncbi.nlm.nih.gov/geo/> with the following identifier:  
GSE253375

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or  
other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes.                                                      |
| Data exclusions | No data were excluded from the analyses except for technical dropouts when stated.                                   |
| Replication     | All available data were used to maximize statistical power of the analysis therefore we did not repeat the analysis. |
| Randomization   | Samples were randomized for proteomic data acquisition.                                                              |
| Blinding        | Blinding is not applicable to this study as this study is observational.                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | monoclonal mouse antibody, Ubiquitin FK2, Enzo Life Sciences, BML-PW8810, 1:1000<br>Rabbit Polyclonal SQSTM1 / p62 antibody, Abcam, ab91526, 1:1000<br>monoclonal rabbit antibody Anti-Ubiquitin Antibody, Lys48-Specific, clone Apu2, MilliporeSigma, 05-1307, 1:1000<br>polyclonal rabbit antibody LC3B Cell Signaling Technology, 2775, 1:1000<br>Monoclonal mouse Anti- $\alpha$ -Tubulin antibody, Merk, T9026, 1:1000 |
| Validation      | All antibodies were commercially available. Antibody clones were selected based on validation data shown on the manufacturer's website.                                                                                                                                                                                                                                                                                     |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | WTC11 hiPSC Cell Line was a kind gift from Ward Lab                                                                                                                                                                                                                                                                                                                   |
| Authentication                                                    | None of the cell lines used were authenticated                                                                                                                                                                                                                                                                                                                        |
| Mycoplasma contamination                                          | All cells were regularly checked for negative Mycoplasma contamination.                                                                                                                                                                                                                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | We decided to use WTC11 human iPSC-derived neurons (iNeurons) (Wang et al., 2017) because they are been established as a reference in vitro model for human age-associated neurodegenerative disorders (Pantazis et al., 2022) and have previously been used for proteome-wide investigations of protein ubiquitylation (Antico et al., 2021; Ordureau et al., 2020). |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | All wild-type mice were C57BL/6J obtained from Janvier Labs (Le Genest-Saint-Isle, France) or internal breeding at FLI. All animals were kept in a specific pathogen-free animal facility with a 12 h light/dark cycle at a temperature of 20°C $\pm$ 2 and humidity of 55% $\pm$ 15. Young mice were aged three or four months, and old mice were aged 33 months. During the experiment, Mice had unlimited access to food (ssniff, Soest, Germany). |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | No wild animals were used for this study                                                                                                                                                                                                                                                                                     |
| Reporting on sex        | Only male mice were used in this study.                                                                                                                                                                                                                                                                                      |
| Field-collected samples | This study did not involve samples collected in the field.                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All experiments were carried out according to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. The protocols of animal maintenance and euthanasia were approved by the local authorities for animal welfare in the State of Thuringia, Germany |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6

set

Old/Young

RF/AL

postsynaptic membrane

ion channel complex

large ribosomal subunit

presynaptic membrane

ribosome

proteasome complex

presynapse

lysosome

actin cytoskeleton

late endosome

endosome

cell cortex

trans-Golgi network

myelin sheath

NES

2.0  
1.5  
1.0  
0.5  
0.0

Similarity\*  
mean Log(Padj)

40  
30  
20  
10  
0

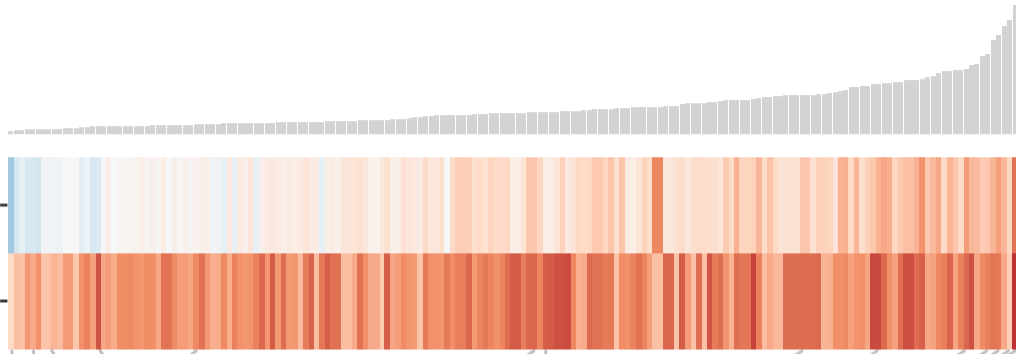

**Supplement:** Supplementary file 13 — Source Data

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6

# Absolute quantification of total ubiquitin and ubiquitin-linkage chains (iNeurons)

## Total Ubiquitin

One-way ANOVA: 0.0213

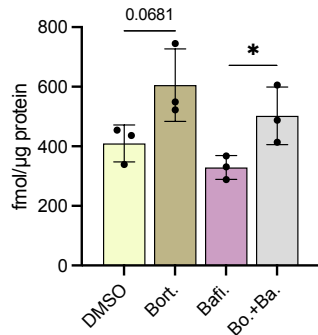

## M1

One-way ANOVA: 0.88

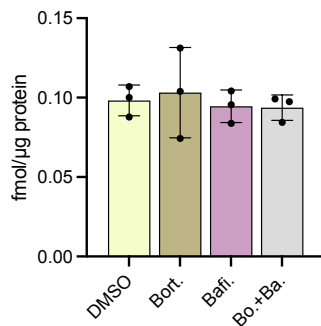

## K11

One-way ANOVA: 0.0384

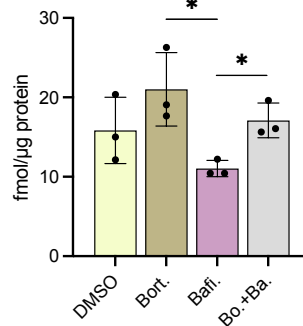

## K27

One-way ANOVA: 0.0014

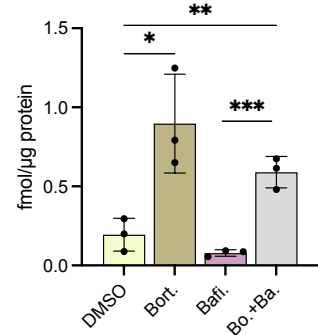

## K33

One-way ANOVA: 0.0836

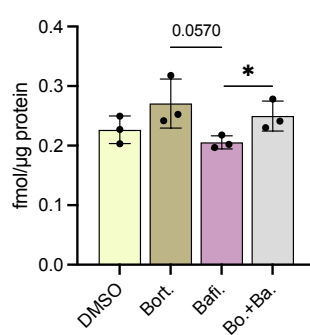

## K48

One-way ANOVA: 0.0027

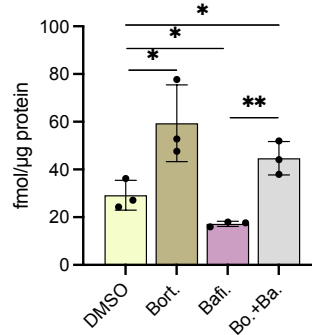

## K63

One-way ANOVA: 0.0035

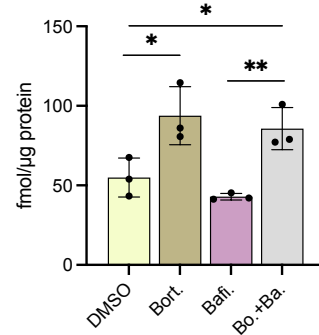

**Supplement:** Supplementary file 13 — Source Data

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6
**Supplement:** Supplementary file 13 — Source Data

FoldChanges

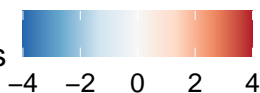

|              |      |      |      |
|--------------|------|------|------|
| ANK2_K118    | *    |      |      |
| ANK2_K275    | *    |      |      |
| APP_K726     | **** | ***  | ***  |
| APP_K751     | **** |      | **** |
| ATP13A2_K160 | **** | ***  | **** |
| CHMP2B_K195  | *    | **** |      |
| CNP_K101     | ***  | *    | ***  |
| CNP_K164     | **   | **   |      |
| CNP_K204     | *    | **   | **** |
| CNP_K235     |      | ***  | **** |
| CNP_K316     |      | **** | **   |
| CNP_K371     | ***  |      | *    |
| CNP_K63      | **** | **** |      |
| DCTN1_K1151  | ***  |      | ***  |
| DCTN1_K518   | ***  | *    | **** |
| GENE_K195    | *    |      |      |
| MATR3_K836   | **** |      |      |
| NPC1_K1180   | **   |      | *    |
| PARK7_K188   |      | *    | **   |
| PLD3_K11     | ***  |      | **   |
| PLD3_K30     | **** |      | ***  |
| PPT1_K174    | *    |      | *    |
| PPT1_K253    | ***  |      |      |

Ub.INeuPI

Ub.Mouse

Ub.INeuAI

|             |      |     |      |
|-------------|------|-----|------|
| PSAP_K414   |      | **  |      |
| RAB39B_K140 | **** |     | **   |
| SNCB_K34    | **   |     |      |
| SYNJ1_K492  | *    | *** |      |
| TARDBP_K102 | ***  |     |      |
| TUBA4A_K112 | **** |     | **** |
| TUBA4A_K326 | *    |     | *    |
| TUBA4A_K336 | *    |     | **** |
| TUBA4A_K60  | **   |     | **   |
| UBQLN2_K79  |      |     | *    |
| VCP_K109    | **   |     |      |
| VCP_K231    | **   |     |      |
| VCP_K236    | ***  |     | *    |
| VCP_K251    |      |     | *    |
| VCP_K288    | ***  |     | *    |
| VCP_K312    | **   |     | **** |
| VCP_K486    | **   |     | **** |
| VCP_K524    | **** |     | **** |
| VCP_K614    |      |     | *    |
| VCP_K615    | **   |     |      |
| VCP_K658    | **** |     | *    |
| VPS33A_K126 | **** | **  | **** |
| VPS33A_K316 | *    | *   | **   |

Ub.INeuPI

Ub.Mouse

Ub.INeuAI

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6

P<0.05 in both

common.cond.y

|                    | killifish | mouse  |
|--------------------|-----------|--------|
| 7D_PI / 7D_DMSO    | 0.15      | 0.29   |
| 7D_PA1 / 7D_DMSO   | 0.16      | 0.26   |
| 7D_AI / 7D_DMSO    | 0.057     | -0.017 |
| 14D_PI / 14D_DMSO  | 0.14      | 0.31   |
| 14D_PA1 / 14D_DMSO | 0.2       | 0.29   |
| 14D_AI / 14D_DMSO  | 0.02      | -0.13  |

Pearson's R

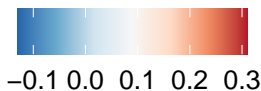

**Supplement:** Supplementary file 13 — Source Data

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6
**Supplement:** Supplementary file 13 — Source Data

**Image Report: research\_ori**  
**2021-03-19\_16h38m04s\_Exposure\_29.4sec**

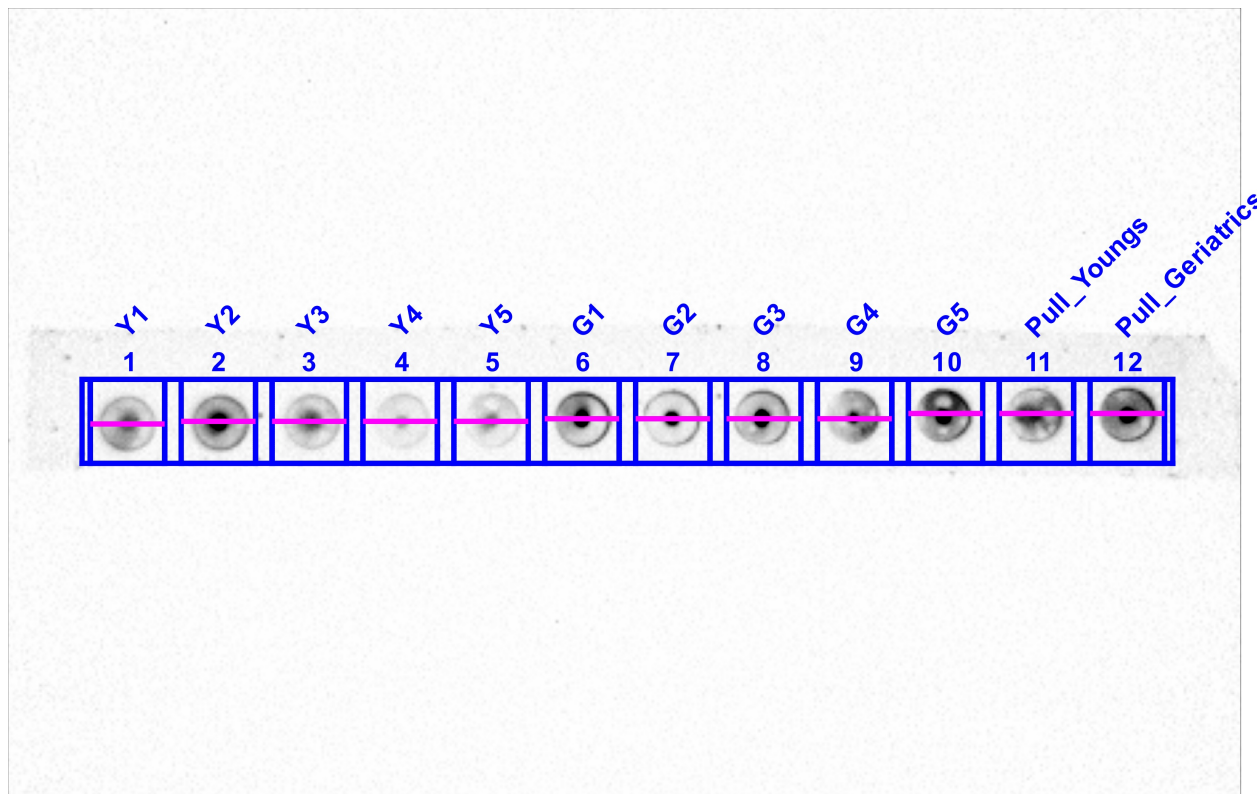

S:\Ori\Antonio\DotBlot\180321\_Brains\_Mice\_FK2\_K63\_K48\_K27\_ab19247\FK2\research\_ori  
2021-03-19\_16h38m04s\_Exposure\_29.4sec.scn

### Acquisition Information

|                     |                              |
|---------------------|------------------------------|
| Imager              | ChemiDoc XRS+                |
| Exposure Time (sec) | 29.444 (Signal Accumulation) |
| Flat Field          | Applied (Lens)               |
| Serial Number       | 721BR12704                   |
| Software Version    | 6.0.1.34                     |
| Application         | Chemi                        |
| Excitation Source   | No Illumination              |
| Emission Filter     | No Filter                    |
| Binning             | 3x3                          |

### Image Information

|                  |                      |
|------------------|----------------------|
| Acquisition Date | 3/19/2021 4:38:57 PM |
| User Name        | research_ori         |
| Image Area (mm)  | X: 124.0 Y: 92.5     |
| Pixel Size (µm)  | X: 267.2 Y: 267.2    |
| Data Range (Int) | 0 - 46272            |

### Analysis Settings

|           |                                                                                                                                                                                                                  |
|-----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Detection | Lane detection:<br>Manually created lanes<br><br>Band detection:<br><br>Manually adjusted bands<br><br>Lane Background Subtraction:<br>Lane background subtracted with disk size: 9.4<br><br>Lane width: 7.48 mm |
|-----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Lane Statistics

| Lane No. | Adj. Total Band Vol. (Int) | Total Band Vol. (Int) | Adj. Total Lane Vol. (Int) | Total Lane Vol. (Int) | Bkgd. Vol. (Int) | Norm. Factor |
|----------|----------------------------|-----------------------|----------------------------|-----------------------|------------------|--------------|
| 1        | 1,715,028                  | 2,071,496             | 1,716,008                  | 2,138,276             | 422,268          | N/A          |
| 2        | 2,756,936                  | 3,097,864             | 2,763,292                  | 3,170,300             | 407,008          | N/A          |
| 3        | 1,510,152                  | 1,767,080             | 1,513,680                  | 1,819,216             | 305,536          | N/A          |
| 4        | 552,608                    | 794,948               | 556,780                    | 867,916               | 311,136          | N/A          |
| 5        | 814,436                    | 1,067,612             | 825,944                    | 1,151,304             | 325,360          | N/A          |
| 6        | 2,689,596                  | 2,909,648             | 2,702,700                  | 2,972,004             | 269,304          | N/A          |
| 7        | 1,437,772                  | 1,697,052             | 1,446,676                  | 1,776,852             | 330,176          | N/A          |
| 8        | 2,466,604                  | 2,727,844             | 2,477,468                  | 2,824,220             | 346,752          | N/A          |
| 9        | 1,937,936                  | 2,190,608             | 1,949,108                  | 2,283,736             | 334,628          | N/A          |
| 10       | 3,221,456                  | 3,528,420             | 3,231,060                  | 3,618,132             | 387,072          | N/A          |
| 11       | 2,353,428                  | 2,808,624             | 2,356,648                  | 2,919,616             | 562,968          | N/A          |
| 12       | 3,291,820                  | 3,907,008             | 3,295,992                  | 4,050,592             | 754,600          | N/A          |

## Lane And Band Analysis

### Lane 1 - Y1

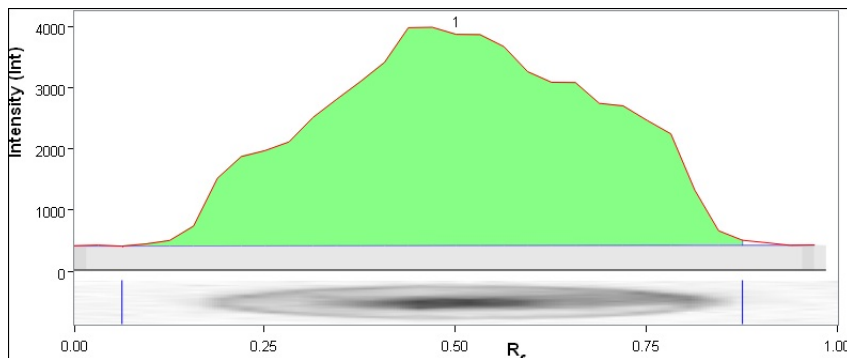

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.531          | 1,715,028         | 2,071,496    | N/A         | N/A         | 100.0  | 99.9   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 2 - Y2

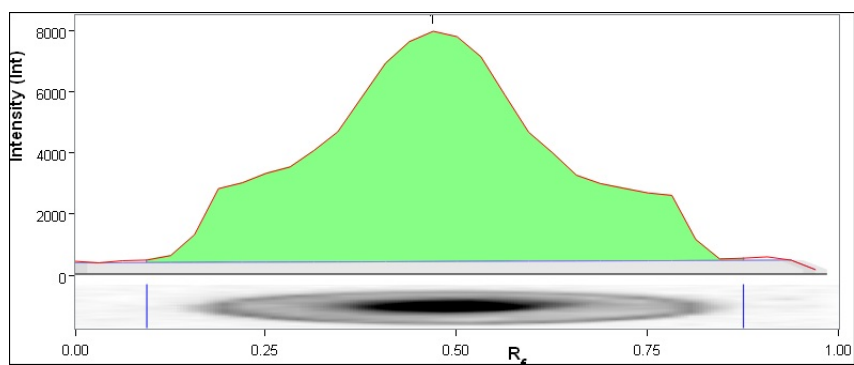

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.500          | 2,756,936         | 3,097,864    | N/A         | N/A         | 100.0  | 99.8   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 3 - Y3

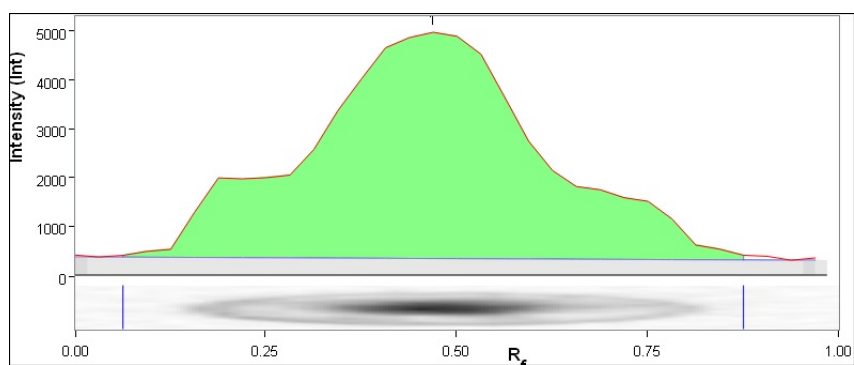

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.500          | 1,510,152         | 1,767,080    | N/A         | N/A         | 100.0  | 99.8   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 4 - Y4

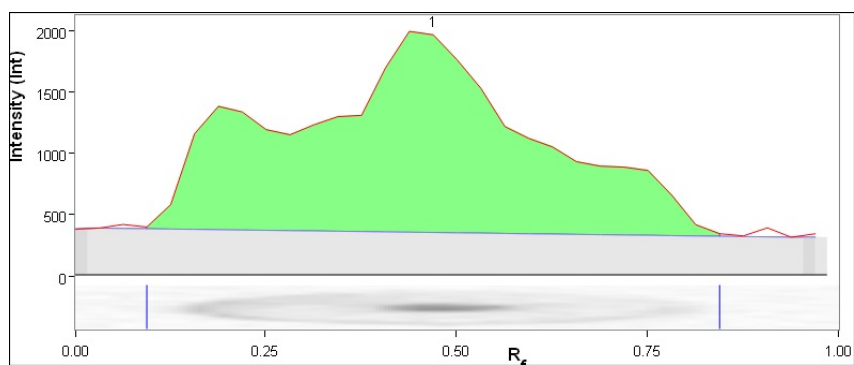

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.500          | 552,608           | 794,948      | N/A         | N/A         | 100.0  | 99.3   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 5 - Y5

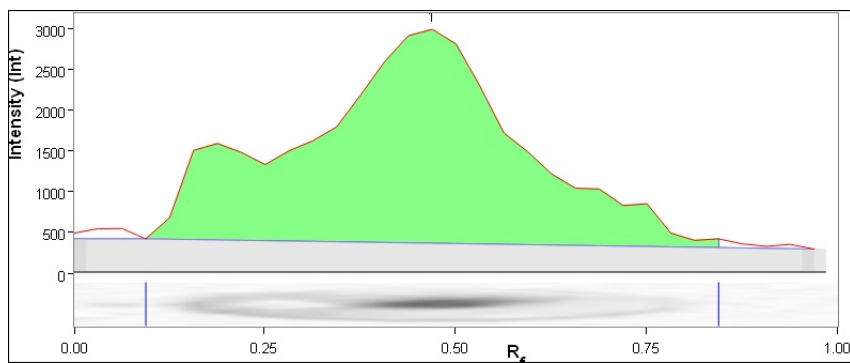

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.500          | 814,436           | 1,067,612    | N/A         | N/A         | 100.0  | 98.6   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 6 - G1

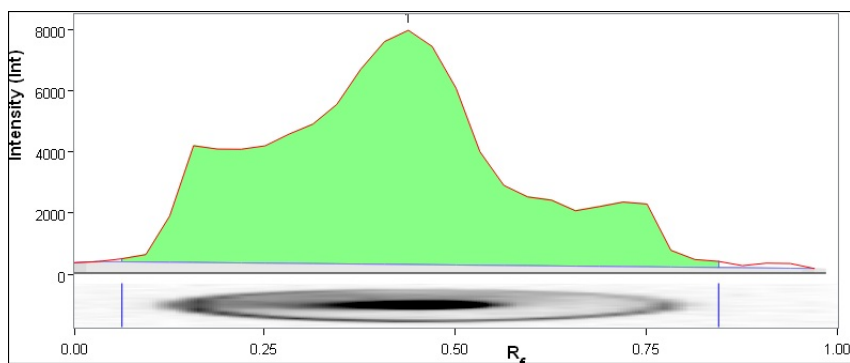

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.469          | 2,689,596         | 2,909,648    | N/A         | N/A         | 100.0  | 99.5   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 7 - G2

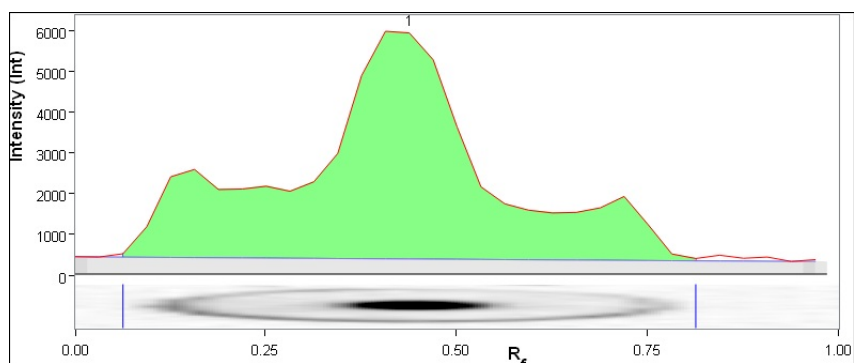

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.469          | 1,437,772         | 1,697,052    | N/A         | N/A         | 100.0  | 99.4   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 8 - G3

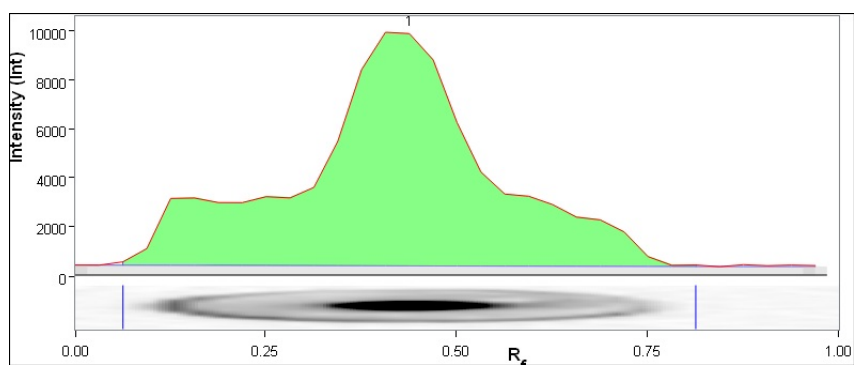

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.469          | 2,466,604         | 2,727,844    | N/A         | N/A         | 100.0  | 99.6   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 9 - G4

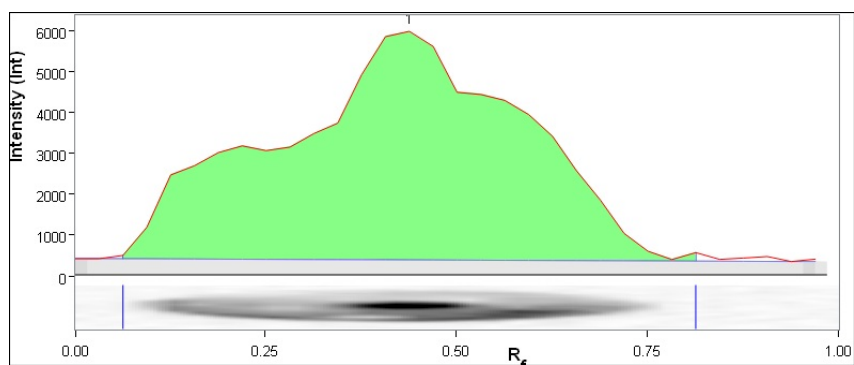

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.469          | 1,937,936         | 2,190,608    | N/A         | N/A         | 100.0  | 99.4   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 10 - G5

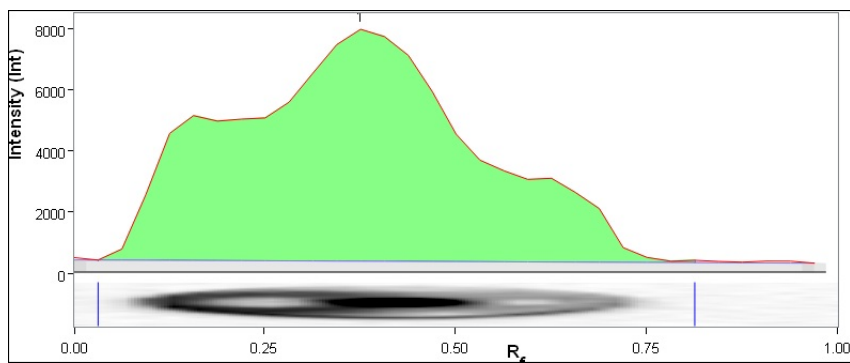

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.406          | 3,221,456         | 3,528,420    | N/A         | N/A         | 100.0  | 99.7   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 11 - Pull\_Youngs

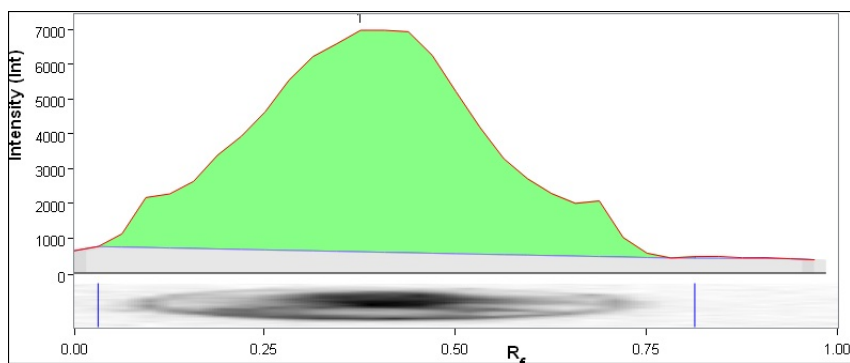

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.406          | 2,353,428         | 2,808,624    | N/A         | N/A         | 100.0  | 99.9   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

### Lane 12 - Pull\_Geriatrics

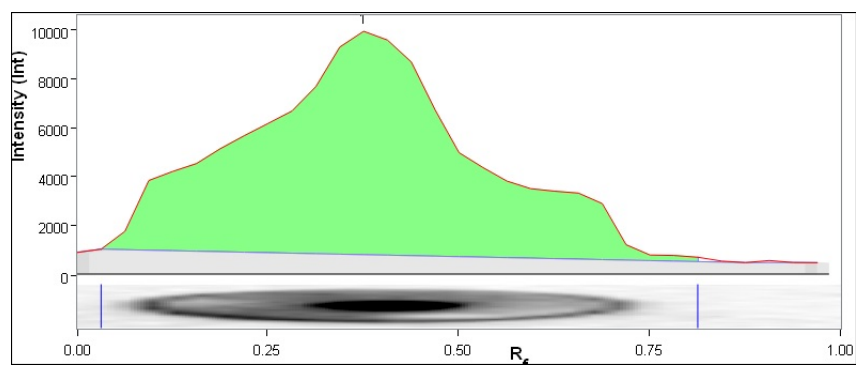

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.406          | 3,291,820         | 3,907,008    | N/A         | N/A         | 100.0  | 99.9   |

|                 |                                                |
|-----------------|------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 9.4 |
| Lane Width      | 7.48 mm                                        |

# Supplementary material for: Aging and diet alter the protein ubiquitylation landscape in the mouse brain
**Source:** Nat Commun. 2025 Jun 6;16:5266. doi: 10.1038/s41467-025-60542-6
**Supplement:** Supplementary file 13 — Source Data

## Image Report: Ponceau\_research\_ori 2021-03-18\_15h30m37s

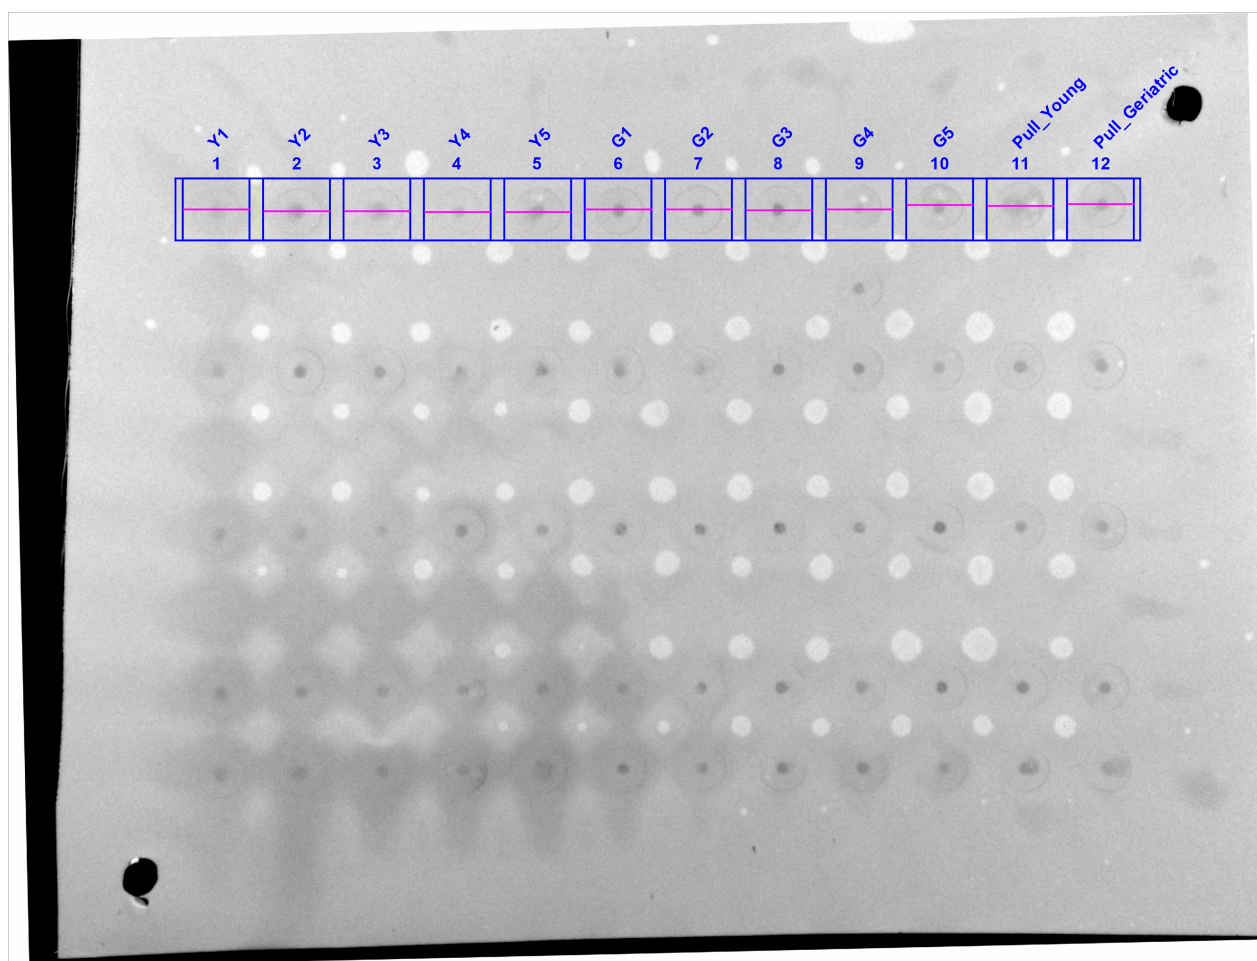

S:\Ori\Antonio\DotBlot\180321\_Brains\_Mice\_FK2\_K63\_K48\_K27\_ab19247\Ponceau\_research\_ori  
2021-03-18\_15h30m37s.scn

### Acquisition Information

|                     |                              |
|---------------------|------------------------------|
| Imager              | ChemiDoc XRS+                |
| Exposure Time (sec) | 0.100 (Auto - Intense Bands) |
| Flat Field          | Applied (Lens)               |
| Serial Number       | 721BR12704                   |
| Software Version    | 6.0.1.34                     |
| Application         | Colorimetric                 |
| Excitation Source   | White Epi Illumination       |
| Emission Filter     | No Filter                    |

### Image Information

|                  |                      |
|------------------|----------------------|
| Acquisition Date | 3/18/2021 3:31:07 PM |
| User Name        | research_ori         |
| Image Area (mm)  | X: 142.4 Y: 107.8    |
| Pixel Size (µm)  | X: 100.6 Y: 100.6    |

|                  |           |
|------------------|-----------|
| Data Range (Int) | 0 - 64325 |
|------------------|-----------|

## Analysis Settings

|           |                                                                                                                                                                                                                   |
|-----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Detection | Lane detection:<br>Manually created lanes<br><br>Band detection:<br><br>Manually adjusted bands<br><br>Lane Background Subtraction:<br>Lane background subtracted with disk size: 24.4<br><br>Lane width: 7.54 mm |
|-----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Lane Statistics

| Lane No. | Adj. Total Band Vol. (Int) | Total Band Vol. (Int) | Adj. Total Lane Vol. (Int) | Total Lane Vol. (Int) | Bkgd. Vol. (Int) | Norm. Factor |
|----------|----------------------------|-----------------------|----------------------------|-----------------------|------------------|--------------|
| 1        | 5,569,650                  | 75,142,950            | 5,898,450                  | 84,448,950            | 78,550,500       | N/A          |
| 2        | 4,403,850                  | 73,028,850            | 4,508,400                  | 84,570,900            | 80,062,500       | N/A          |
| 3        | 4,141,425                  | 70,441,200            | 4,304,250                  | 82,965,000            | 78,660,750       | N/A          |
| 4        | 2,175,900                  | 70,524,450            | 2,362,875                  | 83,454,375            | 81,091,500       | N/A          |
| 5        | 5,002,650                  | 78,342,450            | 5,094,225                  | 87,897,225            | 82,803,000       | N/A          |
| 6        | 4,034,100                  | 75,243,600            | 4,158,000                  | 90,100,500            | 85,942,500       | N/A          |
| 7        | 3,181,350                  | 76,553,850            | 3,308,325                  | 88,909,575            | 85,601,250       | N/A          |
| 8        | 5,067,375                  | 75,929,325            | 5,372,400                  | 89,445,900            | 84,073,500       | N/A          |
| 9        | 3,334,650                  | 72,569,250            | 3,611,100                  | 87,170,100            | 83,559,000       | N/A          |
| 10       | 3,686,325                  | 72,246,675            | 3,830,475                  | 86,575,725            | 82,745,250       | N/A          |
| 11       | 6,372,825                  | 74,883,450            | 6,539,250                  | 85,158,000            | 78,618,750       | N/A          |
| 12       | 4,716,825                  | 73,090,200            | 4,840,725                  | 83,301,975            | 78,461,250       | N/A          |

## Lane And Band Analysis

### Lane 1 - Y1

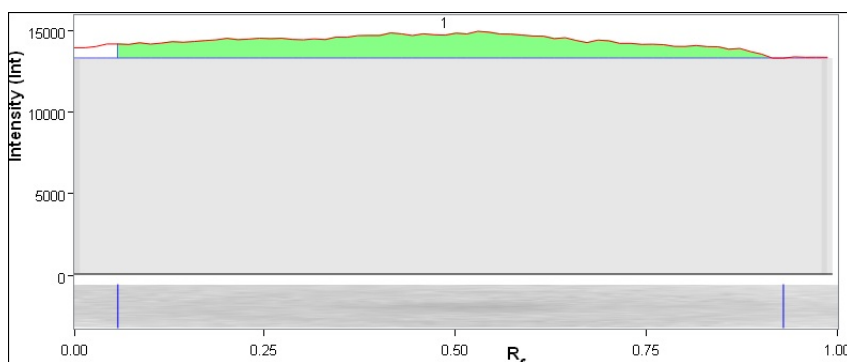

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.500          | 5,569,650         | 75,142,950   | N/A         | N/A         | 100.0  | 94.4   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 2 - Y2

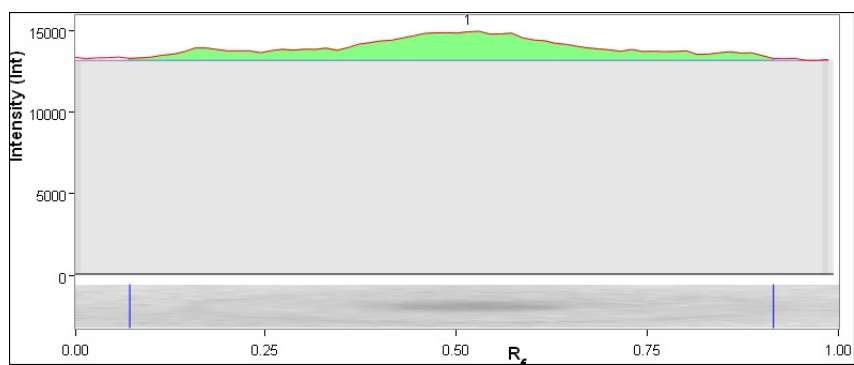

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.529          | 4,403,850         | 73,028,850   | N/A         | N/A         | 100.0  | 97.7   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 3 - Y3

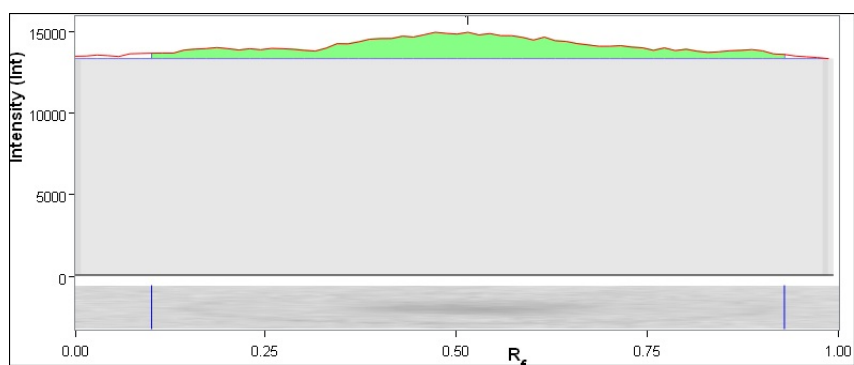

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.529          | 4,141,425         | 70,441,200   | N/A         | N/A         | 100.0  | 96.2   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 4 - Y4

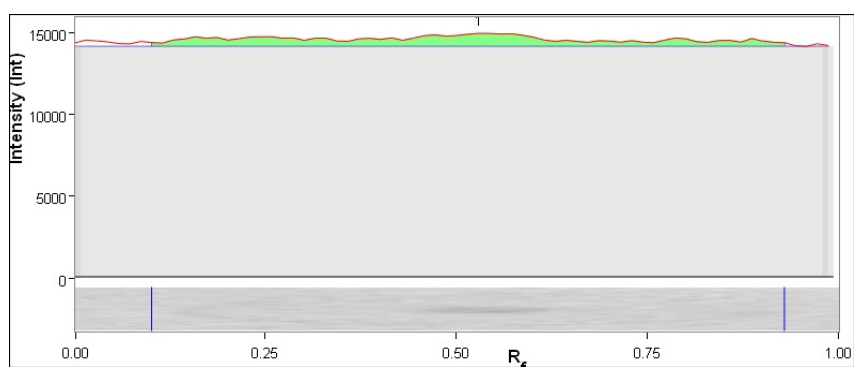

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.543          | 2,175,900         | 70,524,450   | N/A         | N/A         | 100.0  | 92.1   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 5 - Y5

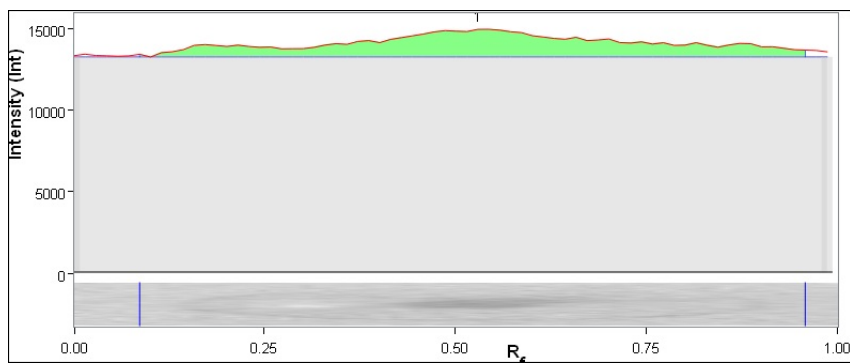

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.543          | 5,002,650         | 78,342,450   | N/A         | N/A         | 100.0  | 98.2   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 6 - G1

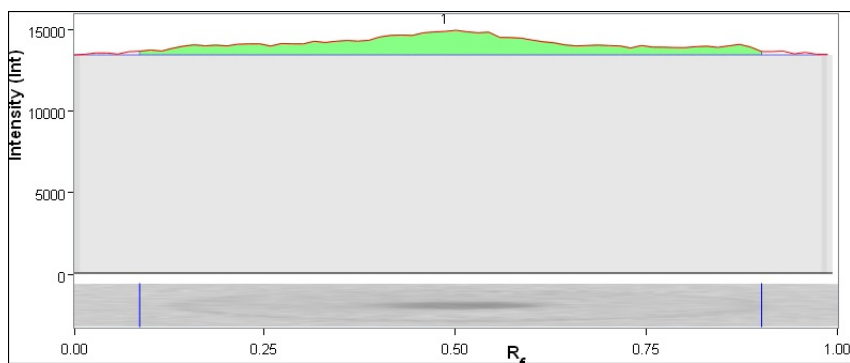

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.500          | 4,034,100         | 75,243,600   | N/A         | N/A         | 100.0  | 97.0   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 7 - G2

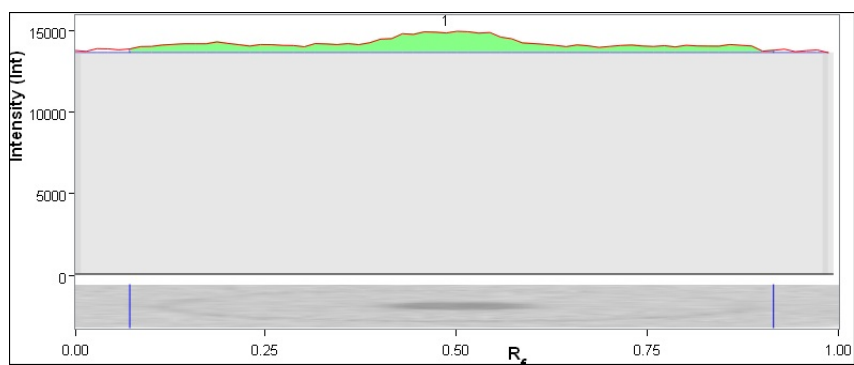

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.500          | 3,181,350         | 76,553,850   | N/A         | N/A         | 100.0  | 96.2   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 8 - G3

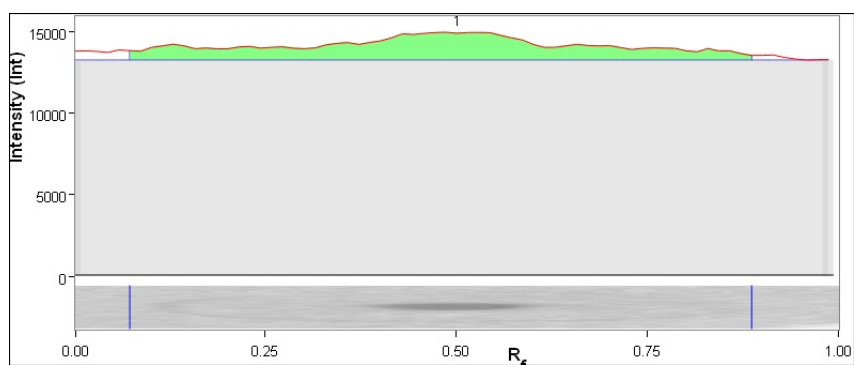

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.514          | 5,067,375         | 75,929,325   | N/A         | N/A         | 100.0  | 94.3   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 9 - G4

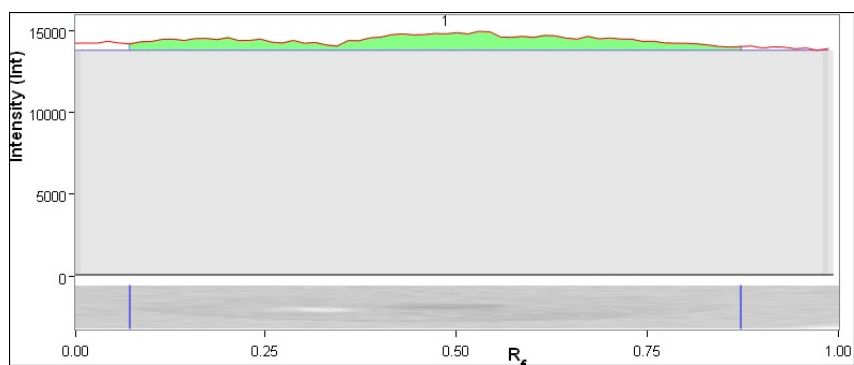

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.500          | 3,334,650         | 72,569,250   | N/A         | N/A         | 100.0  | 92.3   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 10 - G5

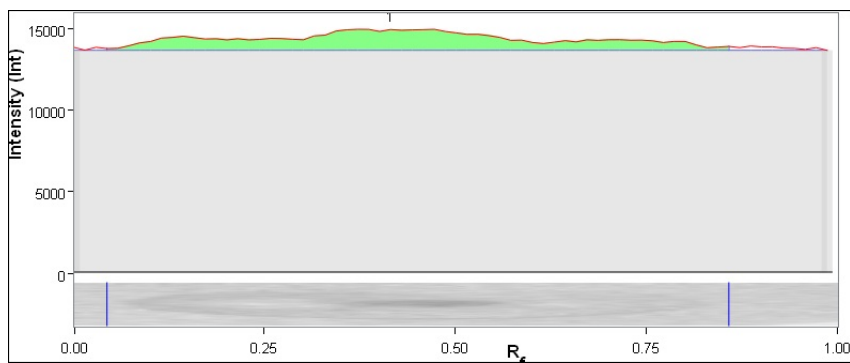

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.429          | 3,686,325         | 72,246,675   | N/A         | N/A         | 100.0  | 96.2   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 11 - Pull\_Young

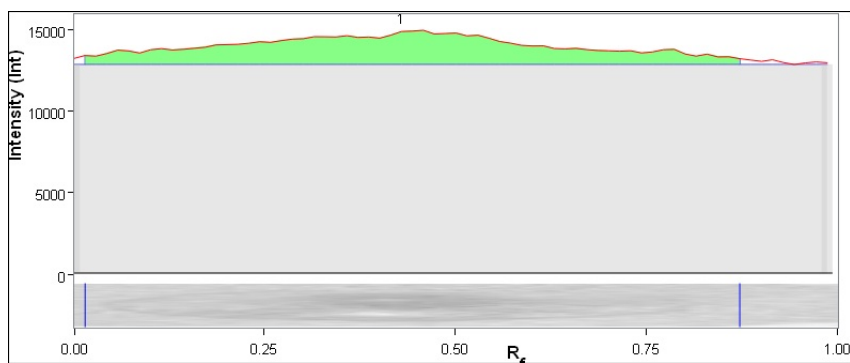

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.443          | 6,372,825         | 74,883,450   | N/A         | N/A         | 100.0  | 97.5   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

### Lane 12 - Pull\_Geriatric

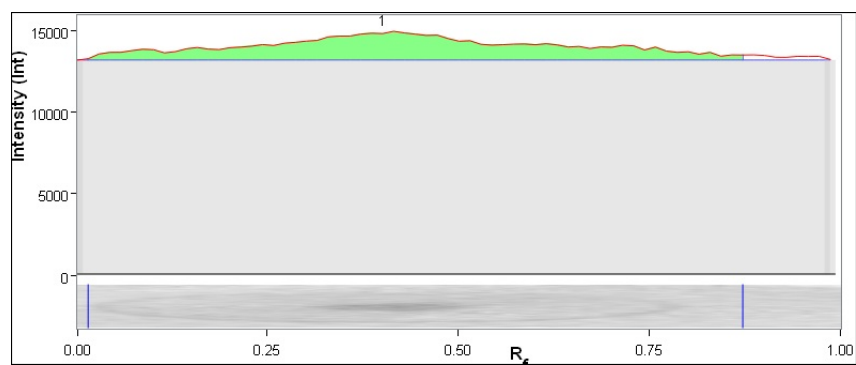

| Band No. | Band Label | Mol. Wt. (KDa) | Relative Front | Adj. Volume (Int) | Volume (Int) | Abs. Quant. | Rel. Quant. | Band % | Lane % |
|----------|------------|----------------|----------------|-------------------|--------------|-------------|-------------|--------|--------|
| 1        |            | N/A            | 0.414          | 4,716,825         | 73,090,200   | N/A         | N/A         | 100.0  | 97.4   |

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Lane Background | Lane background subtracted with disk size: 24.4 |
| Lane Width      | 7.54 mm                                         |

How the deposited data were processed for this re-analysis (not part of the article)

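RNA-seq of whole mouse brain was analysed for 5 young (3 months by the sample labels, 3 or 4 months by the paper) and 4 old (33 months) male C57BL/6J mice. Each table held 1 further column of per-sample values, which matched no sample in the list used here and entered no computation.

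The authors' processing, as the paper describes it, consisted of trimming with Trimmomatic, alignment to the Ensembl GRCm38 genome with STAR and counting of uniquely mapped reads on exons with featureCounts. The deposited counts are whole numbers per gene without normalization, without ERCC spike-in rows. The deposited normalized counts are a signal in which the authors divided each library's counts by a single size factor. They cover 17994 genes, and the paper's text does not name the rule that kept these. The deposited TPM values were computed by the authors with gene lengths that the paper's text does not name. The paper's text states strand-specific counting only for strand-specific libraries, so genes overlapped by a gene on the opposite strand are marked as such. Genes with close copies (MHC class I, hemoglobin, C4b, Ifit3, protocadherins, ubiquitin and immunoglobulin genes) are uncertain, since reads that map to several copies were not counted.

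From the counts, genes were kept with edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 18492 genes. Libraries were normalized with TMM, and old and young mice were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and an absolute log2 fold change over 0.58 were called, the thresholds of Fig. 1B. Log2 CPM used a prior count of 2. Standard errors were computed from the log2 fold change and the test statistic. Gene lists were tested with limma's camera (inter-gene correlation 0.01) where at least 5 genes were kept, in a family of 13 tested lists and another of 6 tested marker lists of dissection and contamination. The PCA used log2 CPM of all kept genes, each scaled to unit variance, and the share of each component's variance between the ages was tested by exact permutation over 126 splits. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Symbols, positions, lengths and GC content came from GENCODE M21 for GRCm38, and 345 of the gene IDs had no symbol there.

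Genes are named by a rule fixed before the data were examined. It covers the genes labelled in Fig. S3F, the genes of proteins given as examples of modification changes, ubiquitin genes, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a log2 CPM of at least 1 and no overlap between the ages. Some genes under this rule are not reported here. Other genes named were chosen after their values were seen.

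The counts per library ranged from 14229259 to 21150439. Libraries of one age differed from each other by more than the sampling noise, with a chi-square per degree of freedom of at least 4.09 between young and 4.87 between old libraries, so each was taken as a separate replicate. The test was checked on simulated counts for the same 18492 genes. Of these, 200 genes with a log2 CPM of at least 1 were changed by a log2 fold change of 1. The test called 96.5% of the changed genes, and 1.53% of its calls were unchanged genes. With no gene changed it called 0 genes. The simulation does not show how many smaller changes, or changes in genes of lower expression, would be called. In the real data, genes with an adjusted p under 0.05 had a median absolute log2 fold change of 0.28.

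The alternatives were other size factors (DESeq2, upper quartile), DESeq2's Wald test, limma on log2(TPM + 1), log2(TPM + 0.1) and the authors' log2 normalized counts, other filters on low counts, a surrogate variable, a fit with the replicate number as a block, other thresholds, other list tests and each mouse left out in turn. Scaling to the ERCC spike-ins was planned and not run, since the count table has no such rows. The 17994 genes of the authors' table, a correction for GC content and gene length, the share of ribosomal RNA-like genes or the olfactory bulb markers as a covariate, libraries thinned to the smallest total and 11 further inputs for the PCA were added after the data were seen. These inputs were log2 CPM without TMM and TPM without a log scale over the kept genes and, over the genes of the authors' table, counts without library size scaling, the authors' normalized counts, CPM and TPM, each with and without a log scale, and CPM relative to the sum of these genes. The list of 4 ribosomal RNA-like genes was written after the most abundant genes were seen. A further 6 lists of cell type markers were written before the ages were compared. Of these, the median log2 fold change was 0.20 for homeostatic microglia (camera, adjusted p = 0.0011), 0.0014 for astrocytes (0.68), -0.063 for neurons (0.064), 0.17 for endothelial cells (0.028) and -0.15 for oligodendrocyte precursors (0.010), and 3 genes of B and plasma cells were too few to test (0.11).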

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

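The tests of young replicate 4 and of the blood genes, and the rules by which those of young replicate 4 were read, were chosen after the result was seen. A sample far from the others of its age was looked for in 146 combinations of a result and an age group, with a ratio of its gap to the whole range of the group. There were 9 such samples, where chance gives about 7.3, so a single case carries little weight. Of the 9, 6 came from young replicate 4.

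In young replicate 4, the mean log2 CPM was far above that of the other young mice for the microglia and complement list (3.64 against 2.34 to 2.44, ratio 0.925), the antigen presentation list (3.23 against 2.85 to 2.94, ratio 0.778) and the reactive astrocyte list (3.00 against 2.26 to 2.46, ratio 0.729). The same held for the log2 CPM of C4b (ratio 0.934), Gfap (ratio 0.853) and Lgals3bp (ratio 0.8294). Some genes of activated microglia, chosen after their values were seen, were higher than in any old mouse and others were not. Itgax was at 9.71 CPM, against 0.069 to 0.26 CPM in the other young and 2.76 to 5.42 CPM in the old mice, and Clec7a at 7.29 CPM against 0.21 to 0.31 and 4.25 to 5.78 CPM. In contrast, C3 was at 3.53 CPM against 1.73 to 2.60 and 11.2 to 20.5 CPM. The tables argue against a mislabelled old sample. On a scale from the mean of the other young mice (0) to the old mean (1), its PC1 score lay at 0.118. Over the 592 genes called without this mouse its median position was 0.44, which is between the ages and by itself would not decide. A mix with RNA from an old brain would raise all genes by one share, but in CPM the median position was 0.124 for the interferon genes and 0.924 for the microglia and complement genes, with the other young mice between -0.081 and 0.093 for the interferon genes. A larger number of microglia in an unchanged state was not borne out either, since the homeostatic microglia markers were 0.252 higher than in the other young mice on the log2 scale and the microglia and complement list 1.26 higher. Hemoglobin genes were 0.134 higher, within the other young mice (-0.21 to 0.31), which argues against blood. What stays open is a change in the state of the microglia and astrocytes of this mouse, which may be biological. No condition in the design covers it, so it was not tested. Without this mouse, the number of differentially expressed genes rose from 463 to 592.

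In the other 3 cases a difference was small. Mapt in old replicate 4 had a log2 CPM of 9.32 against 9.25 to 9.26 in the other old mice (ratio 0.839). Dnajb6 in old replicate 1 had 6.68 against 6.70 in the others (ratio 0.923). The mitochondrial share of the counts was 3.22% in young replicate 2 against 3.34% to 3.37% in the other young mice (ratio 0.822). No explanation of these was tested.

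Genes of blood, which the paper does not discuss, were higher in old brain, with a median log2 fold change of 1.33 over 8 genes (camera, adjusted p = 8.1e-05, fry 0.054). The list mean was higher in 4 of 4 old mice than in every young mouse (exact permutation test, p = 0.00794). Old replicate 4 was the highest at a mean log2 CPM of 5.28, against 2.56 to 3.56 in the other old mice. A single old brain with more blood was not the whole cause, since the median with each old brain left out was at least 0.965. As many as 14 of 100 drawn splits of the 9 mice gave a camera p as small, so chance remains open for the list test. Blood left in the vessels and a change of the brain with age cannot be distinguished by these values, and neither was tested further. The most abundant gene, Hbb-bs, was at 47.1 CPM in young and 116 CPM in old mice, and all 8 genes had counts in young brain. The hemoglobin genes are near-identical paralogs.

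The immunoglobulin list, of which 4 genes could be tested singly, had a median log2 fold change of 1.26, with 4 of 4 old mice above every young mouse. It fell to 0.71 without old replicate 4, the mouse with the most Igkc and blood genes. Over the alternatives it ranged from 0.60 on log2(TPM + 1) to 2.54 over the authors' 17994 genes. No explanation of this rise was tested.

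The protocadherin beta genes, chosen after Pcdhb9 was seen, had a median log2 fold change of 0.61 over 21 genes, of which 16 were higher in old brain and 11 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. They lie on chromosome 18 from 37294812 to 37524479 in GRCm38. The protocadherin gamma genes beside them had a median of 0.32 over 21 genes, and the alpha genes one of 0.035 over 14 genes. The medians of the beta and gamma genes kept their direction with DESeq2's size factors (0.61 and 0.32), upper-quartile normalization (0.61 and 0.32) and on log2(TPM + 1) (0.31 and 0.14, where the median of all genes was -0.14), and the alpha genes had -0.071 on the TPM scale. The tables argue against reads moving between paralogs, since the summed CPM of the beta genes was 145 ± 7.41 in young (SD, n = 5) and 198 ± 8.14 in old mice (SD, n = 4), a log2 ratio of 0.445 (exact permutation test, p = 0.00794). They also argue against a general rise of single-exon genes, as from genomic DNA. The other 362 single-exon protein-coding genes had a median log2 fold change of -0.0508. These genes were not matched to the beta genes in expression level. Single-exon genes have no introns, so their median does not test for unspliced RNA. After a correction for GC content and gene length the median of the beta genes was 0.583. The technical explanations tested were thus not borne out, and a rise of these genes with age is a hypothesis.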

How the results depend on the processing

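The choices of the comparison, the lists and the alternatives were made before the data were examined, except those named as added in the summary of the processing.

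Of 463 differentially expressed genes, 461 were also called with DESeq2's size factors and 405 with DESeq2's Wald test, which called 447. The number moved by over 1.5 times in a few settings. It was 707 (592 higher, 115 lower) with no filter on low counts, where more genes were tested, and 2031 (1126 higher, 905 lower, 10.98% of genes) at an adjusted p under 0.05 alone. At an adjusted p under 0.01 it was 256 (230 higher, 26 lower, 1.38% of genes). On log2(TPM + 1) 182 genes were higher and 144 lower, and on log2(TPM + 0.1) 249 and 232, so that the share of called genes that were higher fell from 85.1% to 55.8% and 51.8%. The median of all genes lay at -0.14 and -0.16 on these scales, and relative to it the directions of the lists named here as higher were kept. With each mouse left out in turn there were from 379 to 592 genes, 314 to 514 of them higher and 50 to 89 lower, or 2.08% to 3.26% of the genes tested. The highest number was reached without young replicate 4, and 426 of those genes were among the 463. ERCC scaling was not run because the count table has no spike-in rows.

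The interferon and antigen presentation lists kept their direction and an adjusted p under 0.05 in all 17 alternatives and in the 9 fits that each left out a mouse. Their medians ranged from 0.64 to 1.18 and from 0.54 to 0.97 over the alternatives. Among these, the fit with the replicate block compared the ages without young replicate 2, as given below. Some calls of other lists were lost. With an estimated correlation, camera gave adjusted p over 0.05 for the microglia and complement (median 0.83), reactive astrocyte (0.85), mitochondrial (-0.051) and postsynaptic (-0.078) lists, and fry did so for the mitochondrial (-0.051) and postsynaptic (-0.078) lists. Across the fits that each left out one mouse, the median of the microglia and complement list ranged from 0.71 to 1.20. The postsynaptic list ranged from -0.089 to -0.054 and lost its call without old replicate 4. The myelin list, never called, ranged from -0.063 to 0.010 and was 0.0056 with the olfactory bulb markers as a covariate. The G protein list ranged from -0.029 to 0.0059. The cause of these changes was not tested.

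The share of the PC1 variance between the ages was 0.87 or more in the alternatives over 9 mice, except where TPM or unscaled counts were used. It was 0.17 on log2(TPM + 1) and 0.17 on TPM without a log scale. Over the genes of the authors' table it was 0.17 on log2(TPM + 1), 0.17 on TPM, 0.023 on log2(counts + 1) and 0.027 on counts, the last pair without library size scaling. The cause was not tested for the counts. Without 1 mouse it ranged from 0.977 to 0.995, where the smaller number of splits cannot give an adjusted p under 0.05.

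Most reversed directions were of changes close to 0. On log2(TPM + 1) and log2(TPM + 0.1) the direction reversed for Camk2a (-0.089 and -0.089), Sqstm1 (-0.10 and -0.10), Mapt (-0.14 and -0.14), the proteasome subunits (-0.15 and -0.15) and the meninges and pericyte list (-0.082 and -0.089), in step with the median of all genes. The proteasome list was -0.0017 with no filter and -0.023 after GC and length correction, which also put Mapt at -0.0043. With at least 10 counts in every sample App was 0.00098 and the constitutive proteasome list 0.00058. With 1 surrogate variable Dnajb2 was 0.012, the constitutive proteasome list 0.0058 and the choroid plexus list 0.023. With the olfactory bulb markers as a covariate these were 0.029, 0.0049 and 0.032, and the olfactory bulb list itself was -0.013. Dnajb6 was 0.00098 in thinned libraries. Across the fits that each left out one mouse the direction changed for App (-0.016 to 0.0035), Dnajb2 (-0.051 to 0.0055), Cnp (-0.071 to 0.024), and for the deubiquitylase (-0.0097 to 0.0030), constitutive proteasome (-0.016 to 0.012), proteasome (-0.0038 to 0.022) and choroid plexus (-0.15 to 0.049) lists. The cause was not tested.

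Replicate numbers did not pair the samples. The deviations of same-numbered mice from their group means correlated at 0.188, -0.109, 0.142 and -0.0462 across 14577 genes. With the replicate block 429 genes were called, 363 higher and 66 lower. This fit compares mice of the same number, and no old mouse analysed here had the number of young replicate 2. It tested 18170 genes, as many as the fit without young replicate 2, so that mouse does not enter its comparison. With the block App was 0.0027, the constitutive proteasome list 0.012 and the deubiquitylase list 0.00033, and C4b had an adjusted p of 0.064.

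Among the named genes, 32 values were no longer past the threshold and 6 newly were, 13 and 2 of them when a mouse was left out. Hspa8 lost its call in 14 settings and Igkc in 9. For the lists that are not among the claims these numbers were 9 and 16, 0 and 5 of them when a mouse was left out. For PC2 and PC3 there were 6 values newly past the threshold, and on the TPM scales the number of genes with an adjusted p under 0.05 moved from 2031 to 518 and 507. Igkc had 1 to 6 counts per young and 15 to 222 counts per old mouse. Whether depth or the spread among old mice limits its call was not tested. Thinning every library to the smallest total left 441 genes called.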

Differences from the paper's values

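The paper's scores for Fig. S3D, from its source data of 10 mice, gave a share of the PC1 variance between the ages of 0.103 and of the PC2 variance of 0.876. The paper's scores of the 9 mice used here, on axes fitted to 10, gave 0.0354 and 0.944. Computed here over the 9 mice, the shares were 0.987 for PC1 and 0.0051 for PC2. Of the alternatives set before the data were examined, log2(TPM + 1) closed the gap for PC2 (0.80), while its PC1 share of 0.17 remained further than 1.5 times from the paper's over 10 mice and over 9. None of the others closed either gap. PC1 here and the paper's PC2 ran together over the 9 mice (Pearson's r = 0.990, exact permutation p = 3.0e-05, Spearman's rho = 0.967, p = 0.00017, adjusted p = 0.00012 and 0.00066 over 4 relations, r = 0.987 without the 2 mice farthest from the median). Both scores separate the ages (shares of 0.987 and 0.944), which by itself gives a high r. Their relation within ages was not computed, so whether they share more than the difference in age is not settled. Among 11 inputs chosen after the values were seen, TPM without a log scale gave 0.17 for PC1 and 0.79 for PC2. Over the genes of the authors' table TPM gave 0.17 and 0.79, log2(TPM + 1) 0.17 and 0.81, counts without library size scaling 0.027 and 0.957, and log2(counts + 1) 0.023 and 0.963. The PC2 shares of these inputs are within 1.5 times the paper's over 9 mice and over 10. Against the paper's PC1 share over the same 9 mice, counts without library size scaling lie within 1.5 times and the others do not, log2(counts + 1) narrowly so (1.54 times). Against its share over 10 mice none of them does. The variance held by PC1 also differed, at 38.5% in the paper's scores over 10 mice. It was 57.0% for counts without library size scaling over the authors' genes and 62.7% for log2(TPM + 1) over the kept genes. Total counts had a Pearson's r of -0.507 with the paper's PC1 over the 9 mice (exact permutation p = 0.16, adjusted p = 0.24). The input of Fig. S3D is thus not settled by these values.

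The paper states 10 M read pairs, whereas a median of 18.2 M counts per library fell on genes in the deposited table. A read pair holds more than 1 read, and whether reads or pairs were counted is not settled, so the values are not known to be in the same unit. No alternative set before the data were examined applies to this value.

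In the part of the paper's table for Fig. S3F that was used here, 1999 of the 17994 transcripts, the log2 fold change of Cnp was 0.0085, against -0.028 here (standard error 0.054, adjusted p = 0.79, edgeR). The values differ in sign, and by less than this standard error. Among the alternatives set before the data were examined, the fits without young replicate 5 (0.0018) and without old replicate 1 (0.024) had the sign of the paper's value, and none of the others had. Across 1997 transcripts of that part the log2 fold changes of the paper and those found here had an r of 0.99, which is across genes that are not independent replicates.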

Other observations

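The tests of the PC1 scores of Fig. S3D, of the olfactory bulb markers across mice and of the ribosomal RNA-like share, and the split counts for the blood and immediate early genes, were chosen after the result was seen.

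The number of differentially expressed genes was tested against technical explanations. Of 100 drawn splits of the 9 mice, the real one included, only 1 gave as many as 463 genes, and the largest of the others gave 52. With every library thinned to the smallest total 441 genes were called, after correction for GC content and gene length 468, with the share of ribosomal RNA-like genes as a covariate 429, and with the olfactory bulb markers as a covariate 476. None of these explanations accounts for the number, and a difference between the ages is the hypothesis that stays open.

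Of the same 100 splits, 1 gave a camera p as small as the real one for the interferon list, 1 for antigen presentation and 1 for reactive astrocytes. For the microglia and complement list there were 6, and young replicate 4 was the young mouse at old levels. For falls there were 19 for the mitochondrial respiratory chain, 34 for the postsynaptic, 24 for the motile cilium, 35 for the cerebellum and 11 for the immediate early gene list, so that chance remains open for these 5 lists and for the microglia list by this count. Exact permutation tests of the list means, unadjusted, gave p = 0.016 for the immediate early gene, 0.024 for the microglia and 0.032 for the motile cilium list. They gave 0.071 for the mitochondrial, 0.13 for the postsynaptic and 0.16 for the cerebellum list. The interferon rise did not rest on a single old mouse (median 1.01 or more with each left out). More microglia in an unchanged state was not borne out as the whole cause, since the homeostatic microglia markers had a median log2 fold change of 0.199, and 0.315 without young replicate 4 when the microglia and complement list stood at 1.20. A change of microglial state could lower these markers and was not tested.

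On log2(TPM + 1), PC1 did not separate the ages. With the 4 ribosomal RNA-like genes removed and TPM rescaled to the same sum, PC1 held 26.1% of the variance and its share between the ages was 0.969 (exact permutation test, adjusted p = 0.024 over 3 components). The varying share of TPM in these genes, from 11.6% to 45.5%, is thus a candidate explanation for the TPM result. For the paper's PC1, 12 measures of the libraries were compared with its scores over the 9 mice. Further measures had been looked at before these were set down, so the adjusted p values given for them cover fewer comparisons than were made. The share of ribosomal RNA-like counts had a Pearson's r of -0.835 (exact permutation p = 0.0038, adjusted p = 0.011) and a Spearman's rho of -0.733 (p = 0.031, adjusted p = 0.093), with r = -0.688 without the 2 mice farthest from the median. The strongest relation was with the sum of the authors' normalized counts (r = -0.991, p = 5.5e-06, adjusted p = 6.6e-05, rho = -0.983, p = 5.0e-05, adjusted p = 0.00030, r = -0.966 without 2 mice). The trend of expression with GC content had r = 0.443 (exact permutation p = 0.24, adjusted p = 0.32, rho = 0.467, p = 0.21, adjusted p = 0.36, r = 0.698 without 2 mice). For the paper's PC1 the ribosomal RNA-like share and the GC trend cannot be told apart from other differences in library composition with 9 mice.

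The olfactory bulb markers spread from a mean log2 CPM of 2.00 to 3.70 among young and from 2.19 to 4.55 among old mice (median log2 fold change 0.85, camera adjusted p = 0.24). This median depended on single mice. It was 0.24 without old replicate 5 and 1.08 without old replicate 4, where the list passed the threshold (camera, adjusted p = 0.037), and on log2(TPM + 1) it was 0.53 (adjusted p = 1.9e-08). They moved against the cerebellum markers over the 9 mice (Pearson's r = -0.751, exact permutation p = 0.019, adjusted p = 0.026 over 4 relations, Spearman's rho = -0.683, p = 0.050, adjusted p = 0.050, r = -0.729 without the 2 mice farthest from the median). Within ages the deviations from the group mean had r = -0.669 (p = 0.048, adjusted p = 0.048) and rho = -0.733 (p = 0.031, adjusted p = 0.041), and r = -0.565 without 2 mice. A differing share of olfactory bulb in the dissected tissue is a candidate explanation, since the values it needs are there. The cerebellum list itself had a median log2 fold change of -0.27 (camera, adjusted p = 0.00037, fry 0.30), which ranged from -0.39 to -0.17 with each mouse left out and was -0.095 with the olfactory bulb markers as a covariate (adjusted p = 0.055).

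Among mice of one age, the motile cilium and choroid plexus lists varied together (r of the deviations from the age means = 0.919, exact permutation p = 0.00038, adjusted p = 0.00076 over 4 relations, rho = 0.933, p = 0.00075, adjusted p = 0.0015, r = 0.851 without the 2 mice farthest from the median). This relation leaves out the difference between the ages and does not explain the fall of the motile cilium list. The choroid plexus list did not fall by its test over the 9 mice (median log2 fold change -0.050, camera, adjusted p = 0.24), with 9 genes higher and 11 lower. With each mouse left out its median ranged from -0.15 without old replicate 3 to 0.049 without old replicate 5. The lowest adjusted p of these fits was 0.031 (camera), so this result depended on single mice. With the choroid plexus mean as a covariate the motile cilium median was still -0.136 (camera, adjusted p = 0.00059). Chance remains open for the motile cilium fall by the count of splits, as said above. Less ventricular wall or choroid plexus in the tissue of old mice cannot be told apart from a change of the ciliated cells, since these cells line the ventricles and no list separates them.

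Other lists are given as values. The median log2 fold change was 0.0090 for 41 proteasome subunits (camera, adjusted p = 0.41). The mean of this list was still higher in 4 of 4 old mice than in every young mouse (exact permutation test, p = 0.016), with 3 genes higher and none lower at an adjusted p under 0.05 in edgeR's test (2 genes adjusted over the list alone) and a largest log2 fold change of 1.31. For the 33 constitutive subunits the median was -0.0058 (0.90), no gene had an adjusted p under 0.05 and the list mean did not differ (exact permutation test, p = 0.88). The median was -0.046 for 34 E2 ubiquitin-conjugating enzymes (0.051, and 0.0026 under fry), with 1 gene higher and 1 lower at that threshold. The E2 list passed the threshold in 9 of 17 alternatives, fry among them, and without old replicate 5 (0.016). For 73 deubiquitylases the median was -0.0099 (0.90), with 6 higher and 2 lower. It was 0.10 for 15 genes of meninges and pericytes (0.24), with 2 higher and 1 lower, and ranged from 0.045 without old replicate 4 to 0.28 without old replicate 1, where the list passed the threshold (0.0017). For 17 immediate early genes it was -0.30 (1.2e-05, and 0.054 under fry), with 7 lower and none higher. Of the pituitary list 2 genes were kept, with a median of -0.63, too few to test. The mitochondrial share of the counts was 3.33 ± 0.061% in young (SD, n = 5) and 3.05 ± 0.15% in old mice (SD, n = 4, exact permutation test, p = 0.016).

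Across 1921 genes present in the used part of the paper's protein table for Fig. S3C (1999 rows) and tested here, the paper's protein log2 fold changes and the transcript log2 fold changes had an r of 0.46. Genes are not independent replicates, and the part used may not represent the whole table.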
